# Transcriptome-based gene regulatory network analyses of differential cold tolerance of two tobacco cultivars

**DOI:** 10.1186/s12870-022-03767-7

**Published:** 2022-07-26

**Authors:** Zhenyu Luo, Zhicheng Zhou, Yangyang Li, Shentong Tao, Zheng-Rong Hu, Jia-Shuo Yang, Xuejiao Cheng, Risheng Hu, Wenli Zhang

**Keywords:** Transcriptome, Differential gene expression, Co-expression network, Cold treatment, Tobacco

## Abstract

**Background:**

Cold is one of the main abiotic stresses that severely affect plant growth and development, and crop productivity as well. Transcriptional changes during cold stress have already been intensively studied in various plant species. However, the gene networks involved in the regulation of differential cold tolerance between tobacco varieties with contrasting cold resistance are quite limited.

**Results:**

Here, we conducted multiple time-point transcriptomic analyses using Tai tobacco (TT, cold susceptibility) and Yan tobacco (YT, cold resistance) with contrasting cold responses. We identified similar DEGs in both cultivars after comparing with the corresponding control (without cold treatment), which were mainly involved in response to abiotic stimuli, metabolic processes, kinase activities. Through comparison of the two cultivars at each time point, in contrast to TT, YT had higher expression levels of the genes responsible for environmental stresses. By applying Weighted Gene Co-Expression Network Analysis (WGCNA), we identified two main modules: the pink module was similar while the brown module was distinct between the two cultivars. Moreover, we obtained 100 hub genes, including 11 important transcription factors (TFs) potentially involved in cold stress, 3 key TFs in the brown module and 8 key TFs in the pink module. More importantly, according to the genetic regulatory networks (GRNs) between TFs and other genes or TFs by using GENIE3, we identified 3 TFs (ABI3/VP1, ARR-B and WRKY) mainly functioning in differential cold responses between two cultivars, and 3 key TFs (GRAS, AP2-EREBP and C2H2) primarily involved in cold responses.

**Conclusion:**

Collectively, our study provides valuable resources for transcriptome- based gene network studies of cold responses in tobacco. It helps to reveal how key cold responsive TFs or other genes are regulated through network. It also helps to identify the potential key cold responsive genes for the genetic manipulation of tobacco cultivars with enhanced cold tolerance in the future.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-022-03767-7.

## Background

Sessile plants are constantly subjected to various abiotic clues during the lifecycle such as drought, salinity, heat and cold. These stresses dramatically limit their normal growth and development, and final productivity as well [1]. Naturally occurring cold stress usually causes complex symptoms including growth retardation, leaf chlorosis, wilt and droop, chilling/frost/freeze injury and final death of tissues or plants [2–4]. Therefore, cold stress is considered as one of the most destructive threats that adversely affect plant lifecycle [5, 6]. Plants have to adjust multilayer transient changes, including physiological, biochemical, metabolic and molecular alterations, to adapt cold stress [4, 7–12].

Gene expression change is one of adaptive molecular mechanisms for plants responding to cold stress. In particular, rapid up-regulation of cold-responsive genes, such as C-REPEAT BINDING FACTOR (CBF) genes, COR (Cold Regulated) genes, and other key regulons can enhance cold tolerance [7, 12–18]. With the advent of high throughput sequencing, transcriptomic studies have been widely applied in many plant species, including model plants [19], crops, horticulture plants [20–23], vegetables [24–28], trees [29, 30] and tobacco [31, 32]. These studies provide insights into how transcriptional changes occur during cold stress.

Tobacco (*Nicotiana tabacum*), originally, is a tropical and subtropical plant. It currently becomes commercially popular economic crops grown worldwide. Moreover, tobacco leaves and BY-2 cells provide an excellent system for studies of functional genomics and metabolism [33, 34]. However, tobacco is overall highly susceptible to cold stress [35–38]. Mechanisms underlying cold responses in tobacco have already been investigated at physiological, biochemical, transcriptional, and metabolic levels. Cold acclimation helps tobacco to cope with cold stress through improving antioxidant enzymatic activities, osmotic adjustment potentials and photochemical efficiency [39], these changes are partially caused by reprogramming gene expression and metabolites [31]. Cold treatment can change accumulation levels of certain functional proteins involved in photosynthesis, protein/RNA procession and redox etc. [40]. *NtbHLH123* acts as a positive regulator to activate expression of cold responsive genes, *NtCBF* (C-repeat binding factor) and alleviate damage of ROS (reactive oxygen species), thereby enhancing cold resistance [41]. Moreover, functional studies showed that tobacco plants with overexpression of chloroplast ω − 3 fatty acid desaturase gene [36], *TaWRKY10* [42], *Capsella bursa-pastoris CE53* and *CBF genes* (*CblCE53* and *CbCBF*) [43] exhibit enhanced cold tolerance, indicating that these genes play positive roles in tobacco cold responses. Thus, elucidating the underlying mechanisms responsible for cold responses, especially identifying key cold-responsive genes, can facilitate the development of genetically modified tobacco varieties with cold tolerance. However, the gene networks related to cold responses are still understudied in tobacco.

## Results

### Identification of differentially expressed genes between two cultivars under cold treatment

Yan tobacco (YT) and Tai tobacco (TT) are two important tobacco cultivars for tobacco production, but exhibit contrasting cold responses. YT is cold resistant whereas TT is susceptible to cold stress. To investigate transcriptional changes between two cultivars under cold stress, we conducted RNA-seq with 6 time points before (0 h, CK) and after cold treatment at 4 °C (0.5 h, 1 h, 2 h, 4 h and 8 h), three biological replicates per sample (Additional file 2: Table S1). 

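The 36 libraries came from leaves of seedlings of the cold-susceptible cultivar Taiyan8 (TT) and the cold-resistant cultivar Yanyan97 (YT), with 3 libraries for each cultivar at each of the 6 time points. The seedlings grew with 16 h of light and 8 h of dark before the move to 4 °C. The Methods give 26 °C by day, 24 °C by night and 70% relative humidity, whereas the sample labels give 22 °C, 20 °C and 65%. Every later time point was compared with 0 h (CK), and plants kept at the growth temperature for the same hours were not analysed here, so a change against 0 h can reflect the time of day as well as the cold. The authors trimmed the reads with Trim_Galore 0.6.4, mapped them with HISAT2 2.0.5, removed alignments with a mapping quality below 20 and counted reads on the Nitab-v4.5 gene models with featureCounts 1.6.4, without regard to strand and without multi-mapping reads. Tobacco is an allotetraploid, and a read that matches both copies of a homeologous pair may be lost or counted on the other copy, so values of single copies carry that uncertainty. The deposited counts cover 35519 genes on 24 chromosomes and are not normalized. Between 15484160 and 26691552 reads per library were counted on genes, with a median of 24663403.5 in TT and 23992225 in YT. The lowest total was that of YT 4 h replicate 3, and every other library had at least 22239372 counts. CPM were computed from library totals scaled with TMM factors, and a gene with 3 counts or fewer in every library of a group was treated as lying at the floor, against which only a lower bound of a fold change is given.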

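Pearson's r was computed across all genes on the deposited TPM values (StringTie's measure, scaled for transcript length and depth), separately for each pair of libraries; genes are not independent replicates, so r describes a pair of libraries and carries no test. Among the 18 pairs of replicates in TT, the median r was 0.987 (SD 0.0190), with a range from 0.931 to 0.994. In YT the 18 pairs had a median of 0.969 (SD 0.0253) and ranged from 0.895 to 0.994. Pairs from different time points of one cultivar numbered 135 each and had medians of 0.928 in TT and 0.912 in YT, with lowest values of 0.874 and 0.746. Both ranges overlap those of the replicates. The closest library on TPM belonged to the same time point for 15 of 18 libraries in TT and 12 of 18 in YT. The change of scale to log2(TPM + 1) moved the YT median most, to 0.987, against 0.988 in TT, and the closest library was then a replicate for 15 libraries in TT and 16 in YT. Differences between replicates were larger than counting noise: the mean chi-squared value per gene between replicates lay between 16.1 and 101.7, where counting noise alone gives about 1.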

Correlation analyses showed that replicated data were generally well correlated within the same time point in YT (Additional file 1: Fig. S1A) or TT (Additional file 1: Fig. S1B).

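Principal components were computed from log2(TPM + 1) of the 20409 genes with a mean TPM of 1 or more over the 36 libraries. PC1 held 26.4%, PC2 19.2% and PC3 11.8% of the variance. The difference between the cultivars accounted for 75.4% of the variance of the PC2 scores (permutation test with the cultivars exchanged within time points, p = 0.00001, the smallest that 100000 resamples can give). On PC1 the cultivars accounted for 0.00482% (same permutation test, p = 0.84), and on PC3 for 7.23%. At all 6 time points each YT library had a higher PC2 score than each TT library. Fig. 1A plots one point per group, and the alternative that moved the result most was the one built from the 12 group means of untransformed TPM: there PC1 held 64.6% of the variance and the cultivars accounted for 70.6% of PC1 (exact permutation test over 64 exchanges, p = 0.031, the smallest they can give) and 2.84% of PC2 (p = 0.22, exact permutation test). In the alternatives that kept the libraries apart, the share of PC2 lay between 71.9% and 80.2%. The share of PC1 depended more on the choice: with TPM and the libraries kept apart it stayed at 1.49% or less, but its p fell to 0.021 with a pseudocount of 0.1, 0.034 without replicate 1 and 0.0071 without replicate 2, and with log2 CPM in place of TPM it was 13.7% with p = 0.00001 (same permutation test).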

To examine time-point-related transcriptional changes in YT and TT after cold treatment, we conducted a Principal Component Analysis (PCA), and observed that PC2 was quite different between TT and YT (Fig. 1A). YT and TT had a similar trend of time-point-related expression changes after cold treatment, slight expression changes occurred before 1 h, whereas dramatic expression changes occurred after 2 h (Fig. 1A). 

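On PC1 the TT groups had mean scores of −55.8 at 0 h, −28.9 at 0.5 h, −24.6 at 1 h, 12.6 at 2 h, 35.0 at 4 h and 63.5 at 8 h, and the YT groups −53.9, −38.6, −21.4, 4.76, 46.5 and 60.9 (n = 3 libraries each). The SDs of these scores were between 1.74 and 14.2, less than the step from 1 h to 2 h in either cultivar. Measured over all genes, the distance of the mean profile from that of 0 h was 105.6 at 0.5 h, 102.2 at 1 h, 111.0 at 2 h, 118.3 at 4 h and 137.5 at 8 h in TT. In YT it was 63.1, 81.0, 94.3, 113.5 and 128.1. Single replicates of one group lay between 60.0 and 92.2 apart on average. In YT the distance at 0.5 h was below that between its own single replicates at 0.5 h (79.3), and in TT it was above it (61.4), although a mean of 3 libraries carries less noise than a single library.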

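The 23740 genes that passed edgeR's expression filter were tested in one quasi-likelihood model of the 12 groups, and a gene was called when its log2 fold change against 0 h was above 1 in size with an adjusted p under 0.05, the thresholds of the Methods. The Methods name DESeq2 for this step, which was run as an alternative; among the alternatives that keep all libraries it moved the count of genes called up in TT at 0.5 h most, to 1344. The number of genes called rose from 1495 at 0.5 h to 5024 at 8 h in TT and from 372 to 4098 in YT. Among the called genes with a mean of at least 10 CPM and replicates that did not overlap, the largest rises in TT at 8 h were those of 2 NtCBF genes on chromosome 15. Nitab4.5_0000140g0200 (NtCBF19, 16690039 to 16690743) was at least 284-fold higher than at 0 h, and Nitab4.5_0001200g0100 (NtCBF21, 111401608 to 111402357) had a log2 fold change of 9.35 (SE 1.46, adjusted p = 8.26e-06). In YT the latter was at least 263-fold higher, and Nitab4.5_0000098g0140 (chromosome 19, 29292232 to 29292543) at least 184-fold. The largest fall in both cultivars was that of Nitab4.5_0001229g0010 (chromosome 21, 68809805 to 68810224), with a log2 fold change of −6.86 in TT (SE 0.628, adjusted p = 6.27e-10) and −6.15 in YT (adjusted p = 2.92e-09). Nitab4.5_0000680g0150 (chromosome 2, 1511167 to 1511682) followed in TT with −6.16 (SE 0.565, adjusted p = 6.44e-10), and its response differed between the cultivars by a log2 of 4.17 (SE 0.688, adjusted p = 0.000736 for the interaction). In YT the next largest fall was that of Nitab4.5_0004038g0030 (chromosome 10, 79704464 to 79705644), with −4.93 (SE 0.472, adjusted p = 2.45e-09). These calls held in every fit that left out one library.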

We then identified differentially expressed genes (DEGs) occurred in TY and TT at each time point after exposure to cold treatment compared with CK (Additional file 2: Table S2). We found that TT had more DGEs, especially for down-regulated genes, than YT at the same time point, suggesting that more genes are dynamic in TT relative to YT during cold stress. 

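In TT 1217 genes were up-regulated and 278 down-regulated at 0.5 h, 1341 and 428 at 1 h, 1912 and 1500 at 2 h, 2267 and 1407 at 4 h, and 2937 and 2087 at 8 h. The counts in YT were 346 and 26 at 0.5 h, 801 and 133 at 1 h, 1142 and 737 at 2 h, 2073 and 918 at 4 h, and 2359 and 1739 at 8 h. The ratio was widest at 0.5 h, where up-regulated genes made up 81.4% of the calls in TT and 93.0% in YT. With one library left out at a time, which moved the TT count more than any other alternative, the up-regulated genes at 0.5 h numbered 969 to 1381 in TT and 204 to 358 in YT, the lowest YT count coming without YT 0 h replicate 2. The down-regulated genes at 0.5 h fell to 140 in TT without TT 0.5 h replicate 2 and rose to 380 without TT 0 h replicate 3, against 17 in YT without YT 0 h replicate 2. At 1 h they fell to 283 in TT without TT 0 h replicate 2. At 4 h the ranges of up-regulated genes overlapped, with 1975 to 2431 in TT and 1643 to 2199 in YT. A larger count in one cultivar does not show that single genes responded differently. The difference in response was tested by an interaction term, which called 372 genes at 0.5 h (284 with a lower response in YT), 27 at 1 h, 470 at 2 h, 218 at 4 h and 1079 at 8 h. These counts depended on single libraries more than those against 0 h. They ranged from 83 without TT 0.5 h replicate 3 to 769 without TT 0 h replicate 3 at 0.5 h, and from 540 without TT 0 h replicate 1 to 1610 without YT 8 h replicate 1 at 8 h. At 1 h the count was 5 without YT 1 h replicate 2, at 2 h 83 without YT 0 h replicate 3, and at 4 h 28 without TT 4 h replicate 2. From the larger counts in TT, the paper proposes that more genes change dynamically in TT than in YT during cold stress.

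**Figure D1:**
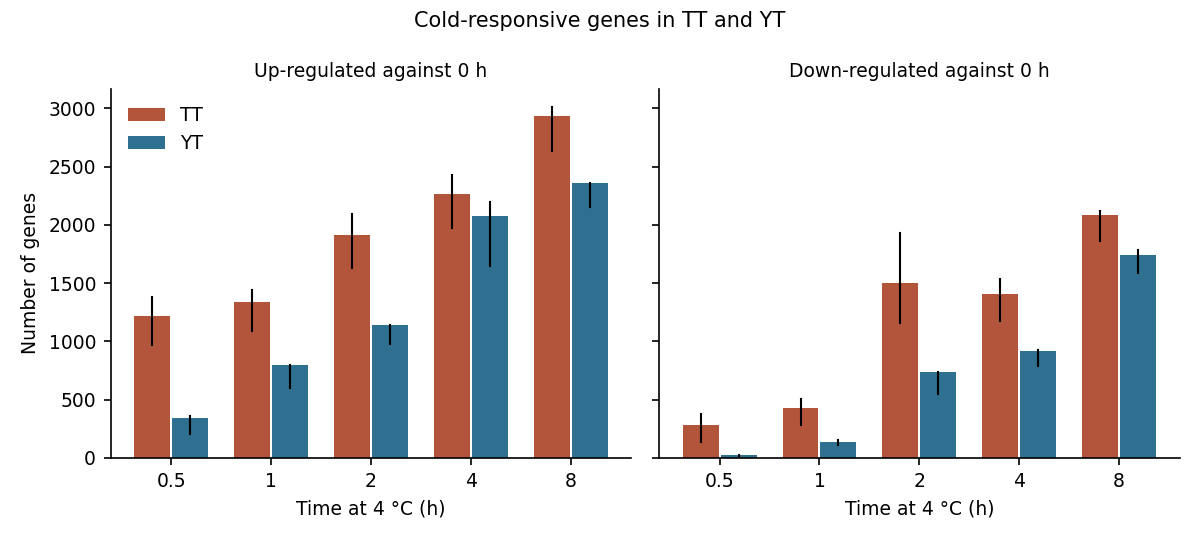
Number of genes up-regulated (left) and down-regulated (right) against 0 h on the vertical axis, by hours at 4 °C, in TT and YT. Bars show the counts with all libraries, 1217 in TT and 346 in YT for up-regulated genes at 0.5 h, and lines the range over the fits that each left out one library.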

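Over the 5 time points of cold, 7042 genes were called at least once in TT, 3879 of them up and 3249 down at some time point, and 5324 in YT, 3038 up and 2343 down. Either cultivar called 8700 genes. Fits that left out one library gave 6185 to 7552 genes for TT and 4827 to 5436 for YT, so the ranges did not overlap. With DESeq2 the counts were 7384 and 5669. All 5 comparisons of a cultivar share the 3 libraries at 0 h, which ties their fold changes together: across genes, the median r between the log2 fold changes of different time points was 0.644 in TT and 0.539 in YT, against 0.502 and 0.482 in simulated groups without any change. A gene called at several time points is therefore not as many independent calls.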

To assess cold-induced transcriptional changes in YT or TT, we counted total cold-induced DEGs, one of which differentially expressed at least at one time point, in YT (5622 DEGs) and TT (6799 DEGs). We then standardized the expression of DEGs by removing some extreme expression values and generated a heatmap with 10 subclusters to visualize time point related changes in YT (5602 DEGs, Fig. 1B) or TT (6774 DEGs, Fig. 1C) and between YT and TT. 

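Of the genes called in TT, the YT fold change had the same sign for 82.6% at 0.5 h, 92.6% at 1 h, 85.3% at 2 h, 93.0% at 4 h and 91.9% at 8 h. Their size was smaller in YT. Genes up-regulated in TT had a median log2 fold change of 2.19 in TT and 0.90 in YT at 0.5 h, 2.08 and 1.33 at 1 h, 1.71 and 1.08 at 2 h, 1.79 and 1.49 at 4 h, and 2.02 and 1.45 at 8 h. Because these genes were chosen by their calls in TT, their TT medians are raised by that choice. Called in both cultivars in the same direction were 316 genes at 0.5 h, 737 at 1 h, 1162 at 2 h, 1882 at 4 h and 2590 at 8 h.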

Time point related similar and distinct changes were observed between YT and TT in response to cold stimulus. 

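At one or more time points each, 2236 genes were up-regulated in both cultivars and 1253 down-regulated in both. Genes up in TT and down in YT at some time point numbered 164, and those down in TT and up in YT 149. Of these 313 genes, 30 moved in opposite directions at the same time point, 132 had an interaction call at any time point, and 125 went both up and down within TT or within YT. Called in TT alone were 3376 genes, of which 624 had an interaction call, and in YT alone 1658, of which 234 had one; for the remainder a difference between the cultivars was not shown. The opposing groups depended most on the processing: DESeq2 gave 202 and 196 genes, and fits of only the libraries compared gave 139 and 127. Leaving out one library gave 114 to 202 and 120 to 181 genes.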

After conducting pair-wise comparisons, we found that 1169 and 2418 genes were down- and up-regulated in TT and YT, 337 genes (165 genes up-regulated in TT but down-regulated in YT, and 172 genes down-regulated in TT but up-regulated in YT) exhibited opposing expression changes between TT and TY, and the rest of up- or down-regulated genes were specific to TT or YT (Fig. 1D).

**Fig. 1:**
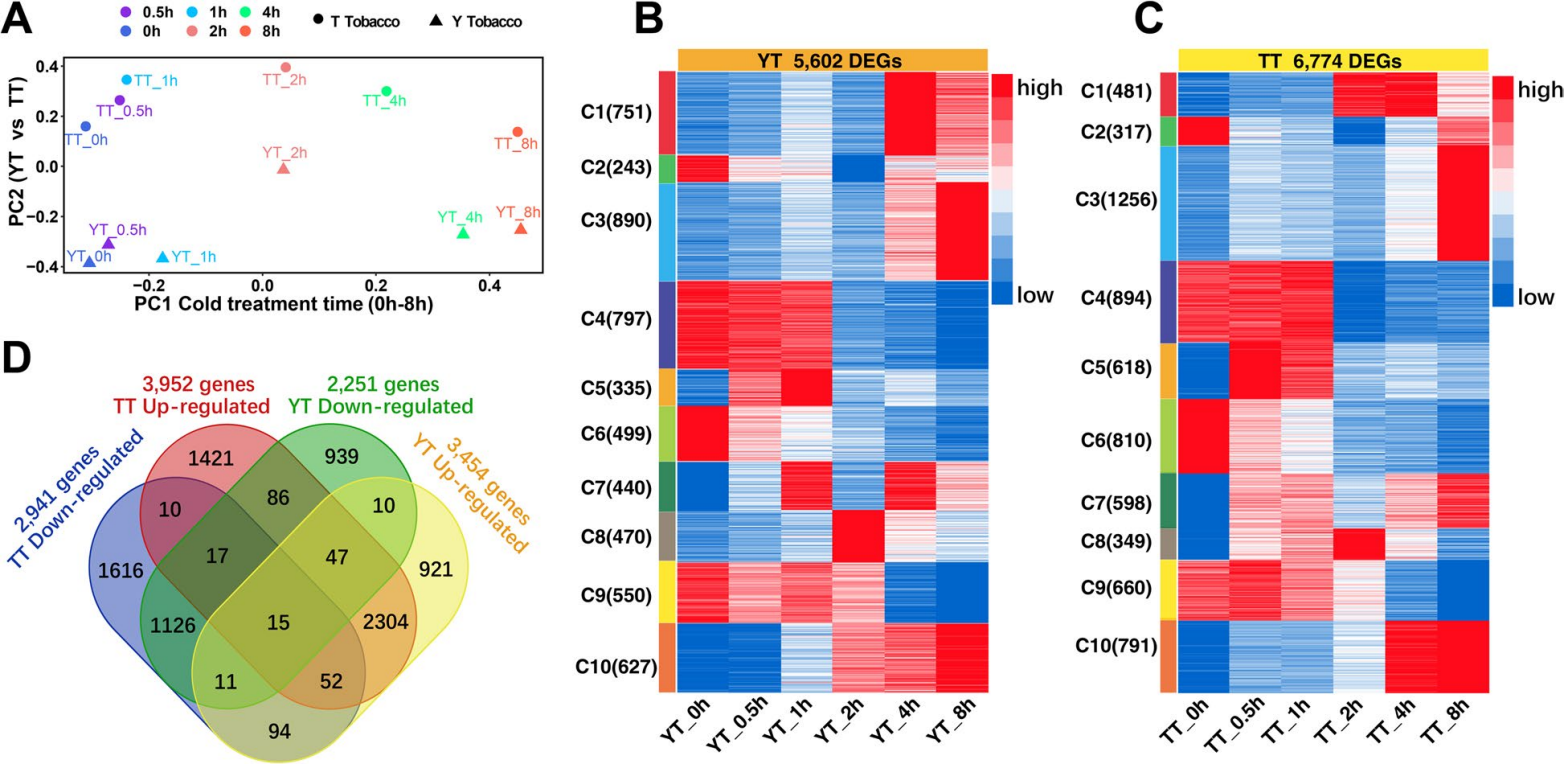
Characterization of differentially expressed genes before and after cold treatment in TT or YT. **A** Principal Component Analysis (PCA) of gene expression profiles in TT and YT before and after cold treatment. Each point represents one treatment for gene expression profiling. **B**, **C** Heatmaps showing genes differentially expressed at each time point in YT (**B**) or TT (**C**) before (0 h) and after cold treatment (0.5, 1, 2, 4, 8 h). 5602 DEGs in YT and 6774 DEGs in TT were analyzed by using k-means clustering. Each heatmap was generated through k-means clustering algorithm with the Z-score result of gene expression in Cluster 3.0 software. The color key representing the standardized gene expression levels from high (red) to low (blue). **D** Venn plots showing comparisons of genes that were up-regulated or down-regulated after cold treatment between YT and TT

To assess if DEGs are related to any significant biological relevance, we conducted GO term enrichment analyses using up- and down-regulated genes. We found that up-regulated genes had much more GO terms than down-regulated genes (Additional file 1: Fig. S2). Moreover, we found that GO terms differentially occurred in up-regulated genes specific to TT or YT. GO term functions in signal/molecular transduce activity, responses to stimuli, receptor/binding activity and (cellular) protein/primary metabolic processes were significantly enriched in the up-regulated genes in TT instead of YT. In contrast, functions in thylakoid, photosynthesis, membrane, extracellular region and generation of precursor metabolites and energy were overrepresented in the up-regulated genes in YT but not in TT (Additional file 1: Fig. S2). Furthermore, GO terms differentially occurred in genes up-regulated in TT but down-regulated in YT and genes down-regulated in TT but up-regulated in YT (Additional file 1: Fig. S2).

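Between the cultivars, 435 genes were YT-higher and 637 TT-higher at 0.5 h, 581 and 663 at 1 h, 633 and 528 at 2 h, 991 and 610 at 4 h, and 471 and 455 at 8 h. Fits of only the 6 libraries compared gave 275 and 303 genes at 2 h and 287 and 222 at 8 h. DESeq2 gave 513 and 731 at 0.5 h and 695 and 722 at 1 h. Single libraries mattered most at 2 h. Without TT 2 h replicate 2 the YT-higher genes numbered 342 and without TT 2 h replicate 1 they numbered 1171, while the TT-higher genes fell to 325 without YT 2 h replicate 2. At 4 h the YT-higher genes fell to 584 without TT 4 h replicate 1.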

To further assess cold-induced transcriptional changes between YT and TT, we identified DEGs occurred between YT and TT at each time point (Fig. 2A). 

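At 0 h, 827 genes were YT-higher and 618 TT-higher. The YT-higher genes numbered 503 without TT 0 h replicate 1 and 1079 without TT 0 h replicate 3, and DESeq2 gave 956. The largest differences among genes with a mean of at least 10 CPM and replicates that did not overlap were lower bounds, since one cultivar lay at the floor. Nitab4.5_0003151g0070 (CB5-B, chromosome 17, 46358286 to 46361364) was at least 266-fold higher in YT and Nitab4.5_0001740g0070 (chromosome 17, 46617738 to 46622140) at least 178-fold. In the other direction, Nitab4.5_0001840g0060 (PAP10, chromosome 12, 112416024 to 112419379) was at least 518-fold lower in YT and Nitab4.5_0002315g0110 (chromosome 8, 108233555 to 108234832) at least 363-fold. Positions refer to the Nitab-v4.5 models. Nitab4.5_0002315g0110 is one of 12 neighbouring genes on chromosome 8 that were TT-higher throughout, where counts missing in YT can stem from its sequence as well as from expression.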

We noticed that there were 857 YT-higher genes and 750 TT-higher genes before cold treatment (CK), reflecting genotype-related gene expression changes. 

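Over the 6 time points, 3990 genes differed between the cultivars at least once: 2190 were YT-higher and 1891 TT-higher at some time point, and 91 of them were both at different time points. In fits without one library the YT-higher genes numbered 1878 to 2707 and the TT-higher genes 1734 to 2027.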

As shown in Fig. 2B, 4,448 DEGs between YT and TT were grouped into 10 subclusters for showing genotype-related gene expression changes at each time point. For example, DEGs in C6 and C7 were highly expressed in YT and TT, respectively, at almost each time point. 

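At all 6 time points, 0 h included, 154 genes were YT-higher and 101 TT-higher, and at 5 or more time points 199 and 151. These 255 genes lay closer together on the chromosomes than randomly drawn genes: 125 had a neighbour on the same scaffold that differed in the same direction at all 6 time points, against a median of 19 and a 95th percentile of 29 over 10000 random reassignments among the tested genes. The first 5 Mb of chromosome 11 held 29 of them among 70 tested genes, 28 YT-higher, all between 434061 and 3169956, and the stretch of chromosome 8 from 105 to 110 Mb held 12 of 47, all TT-higher.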

To assess if the DEGs in each cluster have any significantly functional enrichment, we conducted GO term enrichment analyses. We observed variations in GO terms among 10 subclusters (Additional file 1: Fig. S3). DEGs in C10 exhibited highly enriched GO functions related to metabolic processes, membrane and thylakoid; GO functions of DEGs in C6 and C9 were overrepresented in response to stresses. Taken together, all above analyses indicate DEGs display variations in the expression profiles and GO terms functions at each time point between TT and YT, thereby resulting in changes in response to cold treatment between TT and YT.

**Fig. 2:**
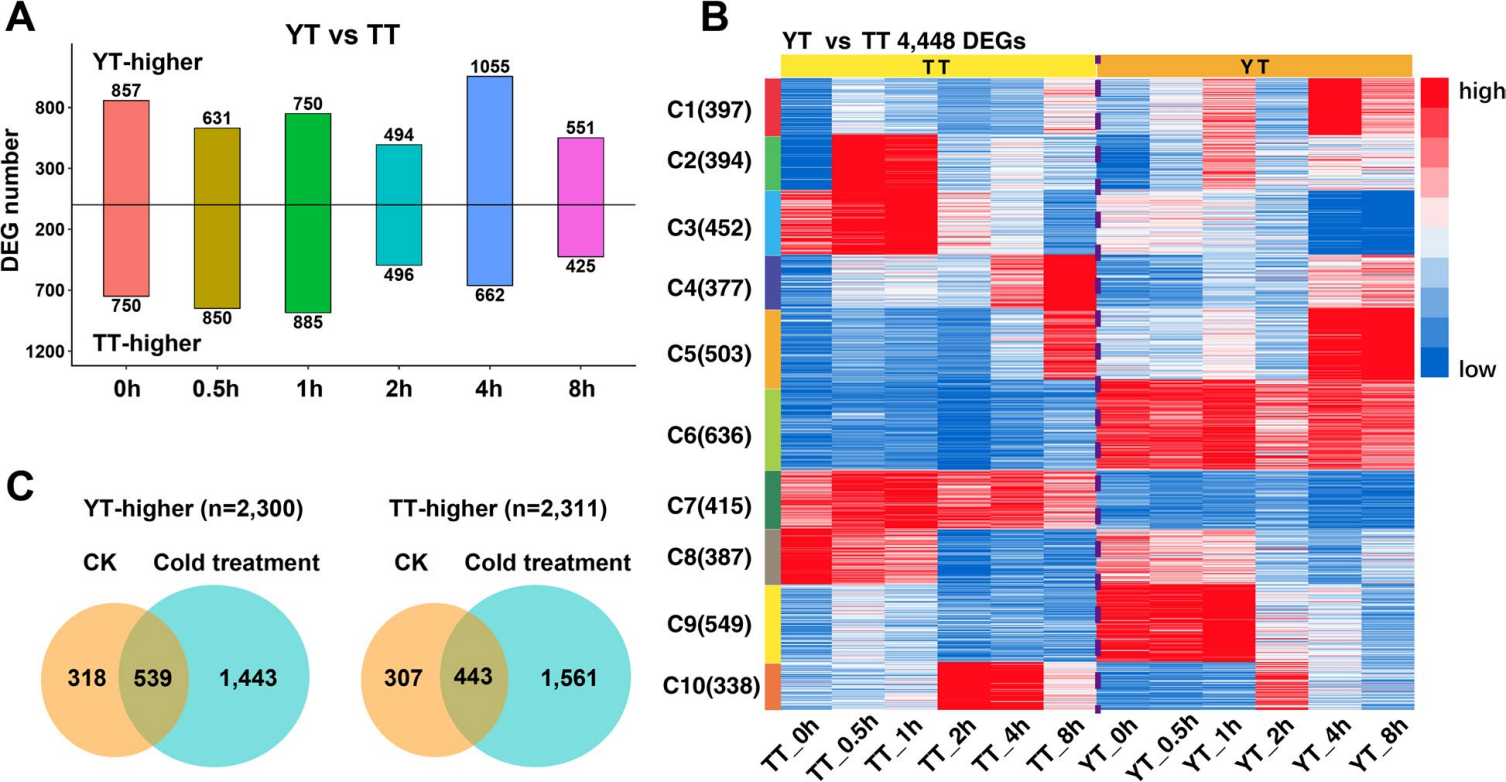
Characterization of differentially expressed genes between YT and TT in each time point. **A** Box plots showing the number of DEGs (TY or TT-higher) occurred at each time point. **B** Heatmap showing expression profiles of DEGs at each time point for YT vs TT. 4448 DEGs were analyzed by hierarchical clustering. The heatmap was generated through k-means clustering algorithm with the row-wise Z-score result of gene expression in Cluster 3.0 software. 4448 DEGs were grouped into 10 distinct subclusters according to gene expression profiles. The color key representing the standardized gene expression levels from high (red) to low (blue). **C** Venn plots showing comparison of genes that were up-regulated or down-regulated before (CK) or after cold treatment

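Genes that differed between the cultivars at a time point of cold but not at 0 h numbered 1363 YT-higher and 1273 TT-higher, and 483 and 414 differed both at 0 h and under cold. The alternative with most effect fitted only the libraries compared and gave 813 YT-higher and 1031 TT-higher genes, while DESeq2 gave 1689 and 1441. Fits without one library gave 1067 to 1879 and 1128 to 1406. A call under cold without one at 0 h does not show that the difference changed: an interaction at any time point was called for 1701 of the 23740 tested genes.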

Compared with CK, we identified 1443 YT-higher and 1561 TT-higher genes under cold treatment (Fig. 2C). According to GO term enrichment analyses, we observed distinct GO terms associated with up- or down-regulated genes in CK and cold treatment (Additional file 1: Fig. S4). In general, up-regulated genes in CK were mainly responsible for some fundamental biological functions such as DNA/protein/nucleotide binding activities and kinase/hydrolase/pyrophosphatase activities, whereas cold-induced up- or down-regulated genes were mainly enriched in some biologically regulatory functions, responses to stresses, photosynthesis-related functions and reproduction. Collectively, transcriptomic analyses show that TT and YT have some specific DEGs functioning in distinct biological processes during cold treatment, which possibly cause differential cold responses between YT and TT.

### Identification of differentially expressed TFs and protein kinases under cold treatment

It has been documented that transcription factors (TFs) [44, 45] and various types of protein kinases (PKs) [46–48] act as key regulators in response to abiotic/biotic stresses in plants. To assess how TFs and PKs are differentially expressed in TT/YT or between TT and YT under cold treatment, we classified all DEGs in TT/YT or between TT and YT into TFs, PKs and other genes (Additional file 1: Fig. S5). Compared with TT, YT had a similar number of down-regulated TFs and PKs but have less up-regulated TFs and PKs. Moreover, we observed variations in percentage of down- and up-regulated TFs in TT/YT or between TT and YT (Additional file 1: Fig. S6A). For instance, WRKY, MYB, NAC and AP2-EREBP TFs had relatively higher percentage than other up-regulated TFs in TT and YT. GRAS, C2H2 and bHLH TFs had similar percentage in both down- and up-regulated TFs in TT and YT. Similarly, we also observed variations in percentage of down- and up-regulated PKs in TT/YT or between TT and YT (Additional file 1: Fig. S6B). More Leucine Rich Repeat (LRR) Kinases XI&XII were down-regulated than other PKs in TT and YT, while more LRR Kinase VII and III were down-regulated in TT relative to YT.

To examine time-point-dependent expression changes of TFs and PKs under cold treatment, we conducted pairwise comparisons using differentially expressed TFs and PKs in TT and YT (Additional file 1: Fig. S7). For 609 TFs/384 PKs in TT (Additional file 1: Fig. S7A, B) and 526 TFs/303 PKs in YT (Additional file 1: Fig. S7C, D), which were differentially expressed at least at one time point after cold treatment, 89 TFs/79 PKs in TT and 47 TFs/19 PKs in YT were differentially expressed across all time points (Additional file 2: Table S3), other TFs and PKs were differentially expressed at one time point under cold treatment. Similarly, we conducted similar analyses using 347 TFs (Fig. 3A) and 217 PKs (Fig. 3B) differentially expressed at least at one time point between TT and YT under cold treatment. 

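Of the genes that Table S3 lists as differentially expressed across all time points, 76 of 88 TFs and 76 of 78 PKs in TT were called at all 5 time points, and 29 of 47 TFs and 13 of 19 PKs in YT. Adjusted over the list alone, these counts were 83, 77, 44 and 18. The study chose the list on these samples, so the first is not independent evidence. Nearly all went one way: of those called at all 5 time points, 72 TFs and 74 PKs in TT, and 26 TFs and 13 PKs in YT, were up-regulated. Every listed gene was called at 1 or more time points, and at least 4 time points called 84 and 77 of the genes in TT and 41 and 18 in YT. DESeq2 gave 81, 78, 35 and 16. The YT TFs called at all 5 time points numbered between 20 and 32 in fits without one library, the highest without TT 2 h replicate 2. Among all tested genes, 741 were called at all 5 time points in TT and 216 in YT; in simulated groups without change none was.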

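All 14 TFs and 6 PKs that Table S3 lists between the cultivars were called at each of the 5 time points of cold. YT-higher were 11 of the TFs and 2 of the PKs, and TT-higher 3 and 4. Adjusted over the list alone, the counts were 14 and 6 as well; the study chose this list on the same samples. Across all tested genes, 272 differed at each time point of cold, 162 YT-higher and 110 TT-higher.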

Compared with TT, we found that 14 TFs/6PKs were differentially expressed across all time points under cold treatment (Additional file 2: Table S3).

**Fig. 3:**
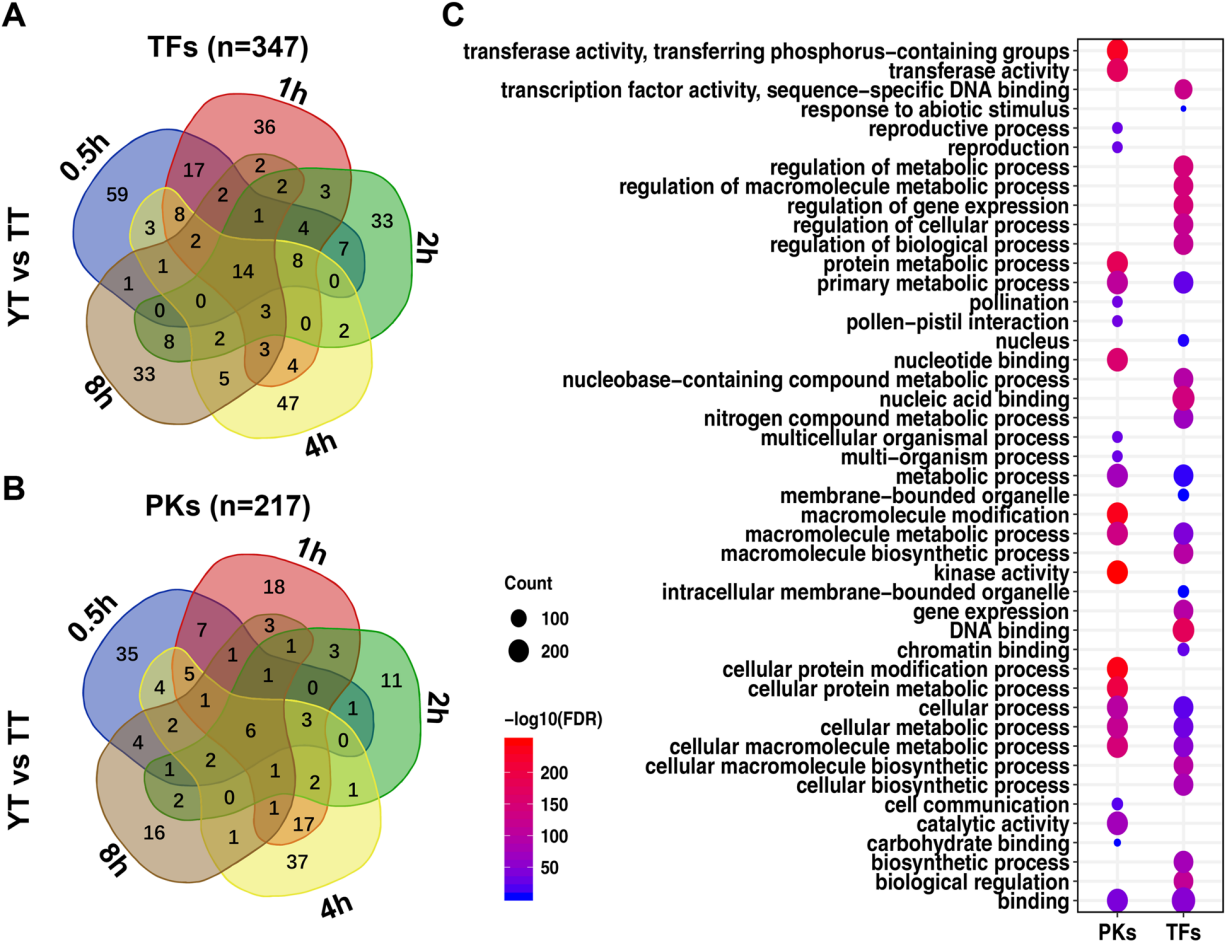
TFs or PKs differentially expressed between YT and TT under cold treatment. **A**, **B** Venn plots showing TFs (**A**) or PKs (**B**) differentially expressed at each time point between YT and TT after cold treatment (0.5 h, 1 h, 2 h, 4 h, 8 h). **C** GO term enrichment analyses of TFs or PKs that differentially expressed at least at one time point between YT and TT before (0 h) and after cold treatment (0.5 h, 1 h, 2 h, 4 h, 8 h)

After conducting GO term enrichment analyses, we found that 347 PKs had significantly enriched GO terms with functions in transferase activities, (cellular) protein metabolic processes, macromolecular/cellular protein modifications, kinase activities; as expected, GO terms with functions of 217 TFs were mainly overrepresented in transcription factor activities, nucleic acid/DNA binding, regulation of gene expression and metabolic processes and biological regulations (Fig. 3C). Based on the above analyses, we found that TFs differentially expressed in the two samples after cold treatment mainly included AP2-EREBP, BHLH, WRKY, MYB TF family, and protein kinases mainly included Leucine Rich repeat, Plant External Response Like Kinase and Calcium Dependent Protein Kinase. In addition to some of TFs or protein kinases already reported in cold responses of different plant species [41, 49], we found that some new genes such as *Nitab4.5_0002105g0060* (*C2H2*) (Additional file 2: Table S3) were potentially in relation to cold responses, which are necessary to be functionally validated in tobacco or other plants.

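Nitab4.5_0002105g0060 lies on chromosome 17 from 202383944 to 202384383 on the minus strand and has 2 exons. It had 7.96 ± 1.53 CPM (SD, n = 3) in TT at 0 h and 89.0 ± 18.7 at 0.5 h, 68.8 ± 21.1 at 1 h, 32.6 ± 18.9 at 2 h, 20.6 ± 6.38 at 4 h and 20.4 ± 3.11 at 8 h. In YT it had 10.3 ± 1.94 CPM at 0 h, then 40.7 ± 6.54, 44.2 ± 2.03, 18.3 ± 3.61, 28.6 ± 19.3 and 23.0 ± 8.89 (SD, n = 3 each). The log2 fold change in TT was 3.48 at 0.5 h (SE 0.389, adjusted p = 1.30e-07) and still 1.36 at 8 h (SE 0.367, adjusted p = 0.00356). In YT it was 1.97 at 0.5 h (SE 0.367, adjusted p = 0.00133), 0.82 at 2 h (SE 0.361, adjusted p = 0.133, not called) and 1.15 at 8 h (SE 0.362, adjusted p = 0.0135). The last call held in 3 of the 6 fits without one library, with an adjusted p of up to 0.111. The weaker rise in YT at 0.5 h, an interaction of −1.51 (SE 0.508, adjusted p = 0.0914), was not called; DESeq2 and the fit of only the libraries compared did call it.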

### Weighted gene co-expression network analysis (WGCNA)

To further unveil if hub genes or TFs are involved in cold responses through interacting with other genes or TFs in TT and YT, we conducted Weighted Gene Co-Expression Network Analysis (WGCNA) [50] using 9583 DEGs that were differentially expressed at least at one time point in TT or YT after cold treatment. In particular, WGCNA specifically focused on two well correlated biological replicates (Additional file 1: Fig. S8). 

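Lists of all genes of each module were not used here, so eigengenes were computed from the 50 hub genes that the paper lists for the pink module and the 50 for the brown module. Fig. S8 does not name the 2 replicates by number, and all 3 replicates of each group were kept. TPM values were standardized per gene over the 36 libraries, and the eigengene is their first principal component, oriented along the mean of the hub genes. It held 89.0% of the variance of the pink hub genes and 92.5% of that of the brown ones. Hub genes were chosen by the paper on these libraries, so their values are not independent evidence about the modules.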

We obtained 17 co-expression modules visualized using different colors according to the WGCNA package function (Fig. 4A). After extracting the number of genes and TFs in each module, we observed variations in the number of genes or TFs per module, ranging from 38 genes and 2 TFs in the grey60 module to 2258 genes and 233 TFs in the turquoise module with an averaged number as 488 genes and 44 TFs (Additional file 1: Fig. S9). In addition, we constructed module-time point correlation heatmap to clearly visualize the correlation between each module and each time point (Fig. 4B). We also examined the overall expression trend of co-expressed genes in each module at each time point (Additional file 1: Fig. S10). We found that the overall expression levels of genes in the brown module at each time was higher in YT than in TT; Genes in the pink module tended to be up-regulated at the first time point of cold treatment (0.5 h) in YT and TT.

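Among the 50 brown hub genes, 34 were YT-higher and 10 TT-higher at all 6 time points. The brown eigengene in YT was 1.16 ± 0.0370 at 0 h, 1.05 ± 0.130 at 0.5 h, 1.10 ± 0.0674 at 1 h, 0.808 ± 0.0663 at 2 h, 0.907 ± 0.111 at 4 h and 0.841 ± 0.126 at 8 h (SD, n = 3 each), and in TT it stayed between −1.01 and −0.939. The lowest YT library had 0.697 and the highest TT library −0.933, so the cultivars formed separate clusters with 98.7% of the variance between them. The eigengene follows the mean of the hub genes, and 11 of the 50 ran against it. The pink hub genes had a median log2 fold change of 3.76 at 0.5 h in TT and 1.85 in YT, positive for each of the 50 genes in both cultivars.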

**Fig. 4:**
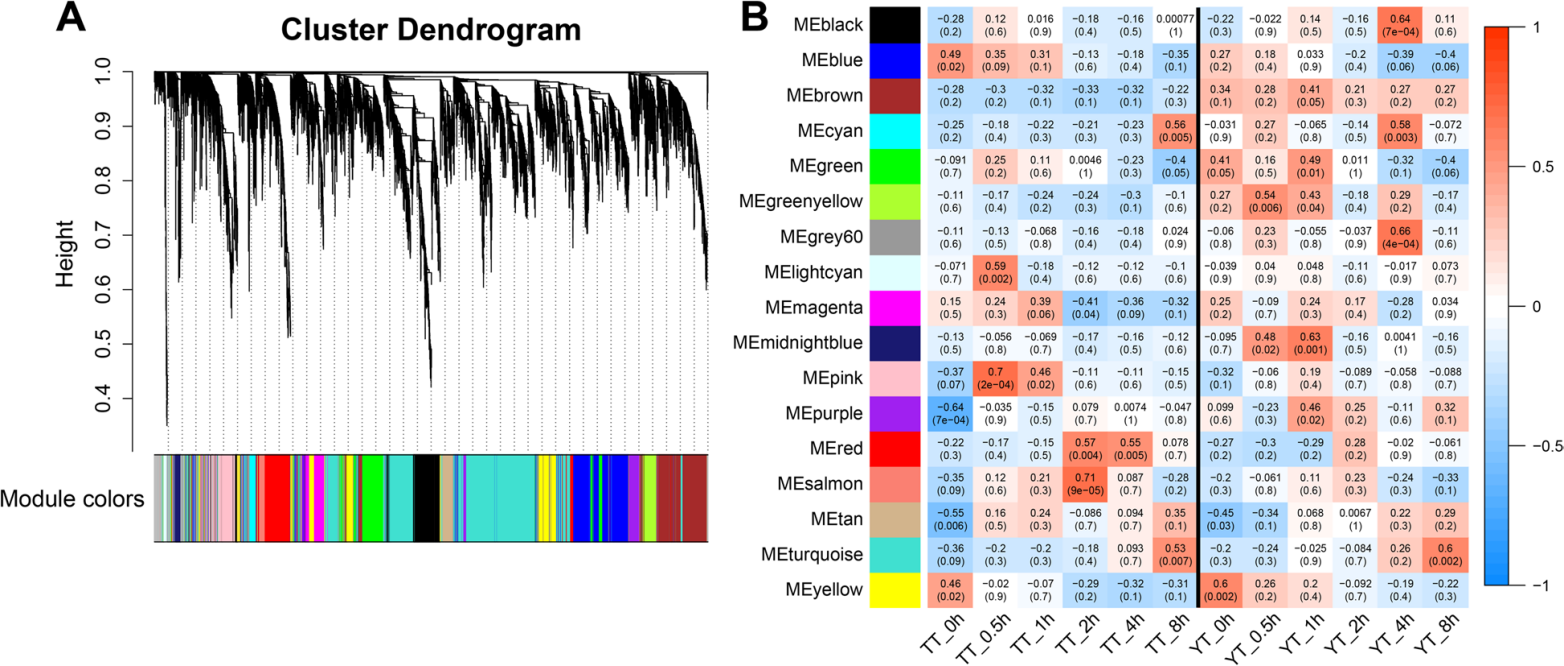
Identification of co-expression gene modules using differentially expressed genes. **A** Hierarchical cluster tree showing co-expression modules identified by WGCNA. Each leaf in the tree represents one gene. The major tree branches constitute 17 modules labelled by different colors. The *x*-axis represents genes, and the *y*-axis represents the co-expression distance. Modules were identified using dynamic tree cutting by dividing the dendrogram at significant branch points. The horizontal bar immediately below the dendrogram represents modules indicated with different colors. **B** Module-time point correlation. Each row represents a module. Each column corresponds to a specific sample. The color of each cell at the row–column intersection indicates the correlation coefficient between the module and sample. Red indicates a high degree of correlation between a specific module and the sample

### Identification of key genes involved in cold responses in tobacco

We connected the 17 modules with each time point post cold treatment in TT and YT. According to module-time point association, we found that the correlation coefficient between genes in the pink module and time points was very low before cold treatment (0 h), while became very high at 0.5 h after cold treatment in TT. 

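The pink eigengene in TT was −1.08 ± 0.0215 at 0 h, 2.30 ± 1.24 at 0.5 h, 1.16 ± 0.692 at 1 h, −0.343 ± 0.332 at 2 h, −0.156 ± 0.430 at 4 h and −0.439 ± 0.184 at 8 h (SD, n = 3 each). Its Pearson r with membership in a group, coded 1 for the 3 libraries of that group and 0 for the others, was −0.33 for TT 0 h and 0.702 for TT 0.5 h (permutation test over 100000 resamples, p = 0.00045). Spearman's rho for TT 0.5 h was 0.46 (permutation test, p = 0.0012). This was the only one of the 24 relations, 12 groups by 2 modules, for which a p was computed. The permutations exchanged single libraries, although replicates of a group resemble each other, so both p can be too small. The paper singled out this relation and chose the hub genes on these libraries, so neither p is independent evidence for it. The relation rests on 3 libraries: without replicate 1 of every group r was 0.813, and without replicate 2 it was 0.638. For 1 h, 2 h, 4 h and 8 h in TT, r was 0.355, −0.105, −0.0478 and −0.134. The change to log2(TPM + 1) moved r for TT 0.5 h most, to 0.513. Against 0 h, 50 of the 50 hub genes were up-regulated in TT at 0.5 h, 49 at 1 h, 42 at 2 h, 39 at 4 h and 35 at 8 h, with the same counts adjusted over the list alone. None was down-regulated, and at an unadjusted p under 0.05 1 was, at 8 h.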

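In YT the pink eigengene was −0.949 ± 0.0541 at 0 h, −0.0744 ± 0.0263 at 0.5 h, 0.525 ± 0.138 at 1 h, −0.469 ± 0.174 at 2 h, −0.161 ± 0.795 at 4 h and −0.309 ± 0.107 at 8 h (SD, n = 3 each). Up-regulated pink hub genes numbered 34 at 0.5 h, 46 at 1 h, 31 at 2 h, 39 at 4 h and 36 at 8 h, and adjusted over the list alone 40, 47, 34, 40 and 36, a list the study chose on these samples. The count at 0.5 h was 25 to 31 in fits without one library and 38 with DESeq2. All 50 genes had a lower level in YT than in TT at 0.5 h, by a median log2 of −1.49 (from −3.01 to −0.81), and 37 of them were called. The interaction at 0.5 h had a median of −1.68 and was called for 15 genes, or 36 adjusted over the list alone. At 1 h, 2 h, 4 h and 8 h it was called for 1, 1, 1 and 3 genes, so a weaker response in YT was shown mainly for 0.5 h.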

A similar trend occurred in YT, but the change was relatively weak (Figs. 4B and 5A). Meanwhile, the pink module containing 471 genes, including 80 TFs, was the module with the most TF relative to the other modules (Additional file 1: Fig. S9). To assess roles of genes in the pink module in cold responses, we conducted GO term enrichment analyses, and observed that they were mainly involved in various biological and metabolic processes (Additional file 1: Fig. S11A). GO terms related to the regulation of gene expression, metabolic processes, cellular processes and biological processes and DNA binding were enriched for genes after cold treatment, which is consistent with the possibility that plants adjust changes responding to cold treatment.

**Fig. 5:**
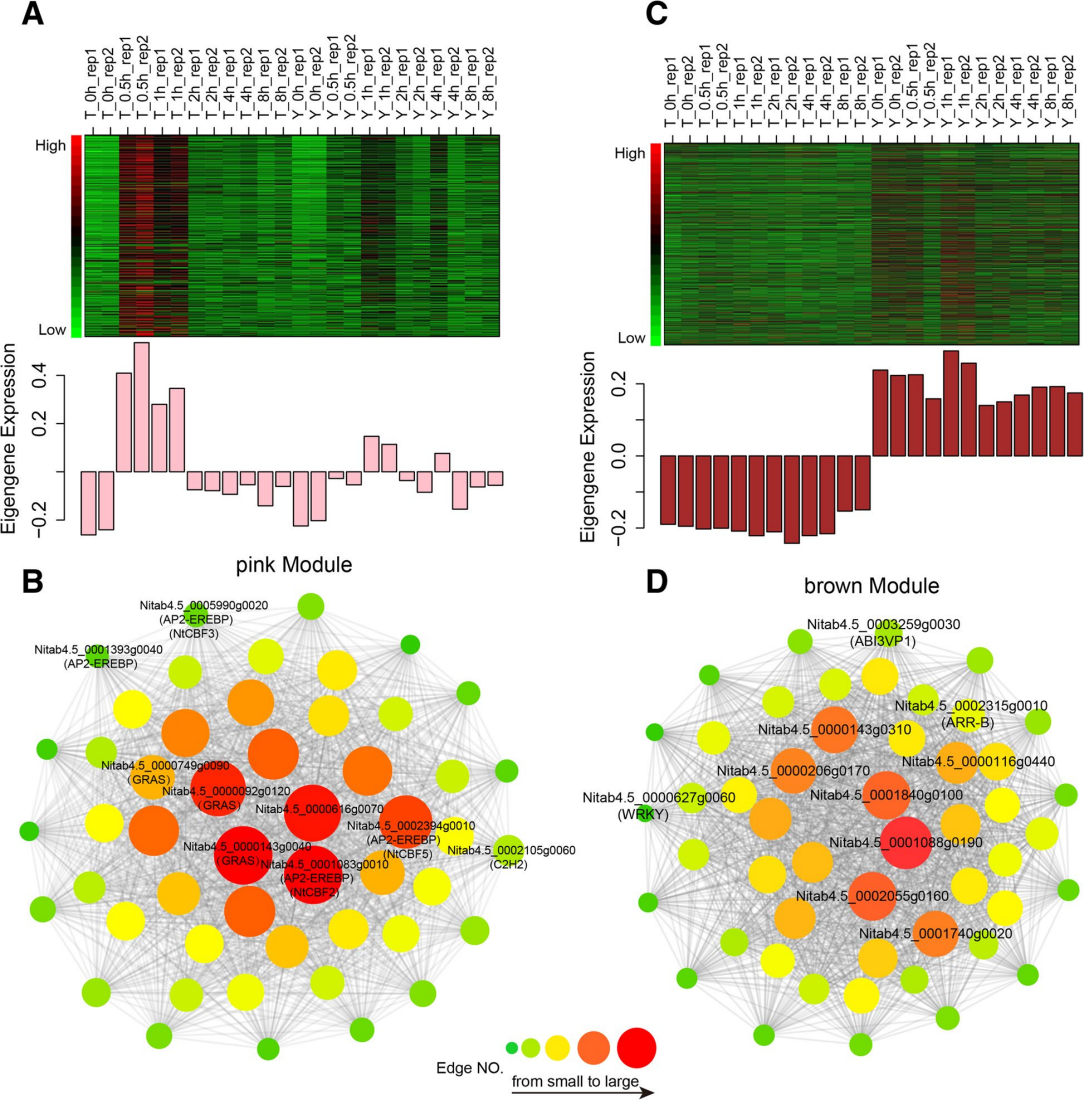
Analyses of the pink and brown module. **A** Module gene expression pattern of the brown module, red indicates high expression level and green indicates low expression level. **B** The correlation network of the pink module. A gene network is constructed by using WGCNA, in which each node represents a gene; the connecting line (edge) between genes represents the co-expression correlation. The genes with edge weights > 0.1 and sorting the top 50 by the number of edges are visualized by Cytoscape. The size and color of each circle represent the number of edges. **C** Module gene expression pattern of the brown module, red indicates high expression level and green indicates low expression level. **D** The correlation network of the pink module. A gene network is constructed by using WGCNA, in which each node represents a gene; the connecting line (edge) between genes represents the co-expression correlation. The genes with edge weights > 0.1 and sorting the top 50 by the number of edges are visualized by Cytoscape. The size and color of each circle represent the number of edges

To further assess if genes in the pink module are involved in cold responses through interacting with other genes. We generated a co-expression network containing genes with edge weights > 0.1 and the top 50 number of edges, which were derived from DEGs in the pink module. 

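The 50 pink hub genes lay on 49 scaffolds, and 2 of them shared one. Their median log2 fold changes in TT after 0.5 h were 3.37 at 1 h, 1.88 at 2 h, 2.08 at 4 h and 1.85 at 8 h, and in YT 2.17, 1.44, 1.88 and 1.70. Before cold, 2 of the 50 differed between YT and TT, both YT-higher; at 1 h and 2 h 3 each and at 8 h 1 differed. At 4 h the count was 0, against 1 YT-higher and 3 TT-higher genes with an unadjusted p under 0.05 in edgeR's test.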

We obtained the top 50 hub genes in the pink module, which contain 8 TFs and 42 other genes (Fig. 5B, Additional file 2: Table S4). Specific descriptions of hub genes in the network are listed in Additional file 2: Table S4. We indeed found some important cold-related and stress-related genes, such as *NtCBF* [41] that play important regulatory roles in coping with cold stress [18], other AP2-EREBP, GRAS and C2H2 TF family.

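NtCBF5 (Nitab4.5_0002394g0010, chromosome 6, 99170480 to 99171139) had a log2 fold change at 0.5 h of 8.68 in TT (SE 0.929, adjusted p = 6.57e-08) and 4.68 in YT (SE 0.761, adjusted p = 0.000281). The interaction, −4.0 (SE 1.15, adjusted p = 0.0585), was not called, though DESeq2 and the fit of only the libraries compared called it. NtCBF3 (Nitab4.5_0005990g0020, chromosome 4, 55165949 to 55166602) rose by 7.87 in TT (SE 1.05, adjusted p = 2.45e-06) and 7.31 in YT (SE 1.12, adjusted p = 0.00015). Another AP2-EREBP gene, ERF3 (Nitab4.5_0001393g0040, chromosome 12, 3946510 to 3947175), rose by 1.9 in TT (SE 0.350, adjusted p = 0.000275) and 1.34 in YT (adjusted p = 0.0316); the YT call was lost without YT 0 h replicate 1, 2 or 3 and without YT 0.5 h replicate 2 or 3, where the log2 fold change was 1.12 at the lowest. The GRAS gene SCL13 (Nitab4.5_0000143g0040, chromosome 11, 1030518 to 1032122) rose by 2.35 in TT (SE 0.296, adjusted p = 9.65e-07) and by 0.72 in YT (SE 0.284, adjusted p = 0.293, not called). Its interaction of −1.63 (SE 0.403, adjusted p = 0.0333) was called, but only in 6 of the 12 fits without one library; it was −1.35 without TT 0.5 h replicate 3. For the GRAS gene PAT1 (Nitab4.5_0000092g0120, chromosome 21, 61068457 to 61070205) the rise was 4.49 in TT (SE 0.523, adjusted p = 2.58e-07) and 2.46 in YT (adjusted p = 0.00248).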

### Identification of genes responsible for differential cold responses between TT and YT

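The cultivar alone, coded 1 for all YT libraries, gives each YT group an r of 0.302 in such a table of 12 groups, and the brown eigengene had a mean r of 0.30 over the 6 YT groups. At 0 h, before cold, 45 of the 50 brown hub genes already differed between the cultivars. Called against 0 h at any time point were 8 of the 50 in TT and 2 in YT. Fits without one library gave 6 to 10 and 1 to 3, the lowest in YT without YT 0 h replicate 1 and the highest without YT 2 h replicate 2, and fits of only the libraries compared gave 2 and 0. In YT 0 were up- or down-regulated at 0.5 h, 1 h, 2 h and 4 h, where edgeR's unadjusted p was under 0.05 for 1 up-regulated gene at 0.5 h, 2 up and 8 down at 1 h, 1 up and 5 down at 2 h, and 2 up and 2 down at 4 h, and 2 were up-regulated at 8 h. Adjusted over the list alone, none was called in YT. An interaction was called for 7 genes, each at a single time point.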

After a closer examination, we found that only the brown module exhibited a high association with all time-points in YT instead of TT (Fig. 4B), suggesting that this module may contain genes responsible for cold tolerance in YT. 

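YT-higher brown hub genes numbered 34 at 0 h, 37 at 0.5 h, 34 at 1 h, 35 at 2 h, 37 at 4 h and 37 at 8 h, and TT-higher ones 11 at each time point except 8 h, where they numbered 10. Adjusted over the list alone, the counts did not change; the study chose the list on these samples. The median size of the log2 difference was 2.96 at 0 h and 3.11 at 8 h. Of the 50 genes, 16 lay on chromosome 17 and 13 on the first 5 Mb of chromosome 11. Another brown hub gene lay on the same scaffold for 27 of them, against a median of 2 and a 95th percentile of 4 for random lists of 50 genes.

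**Figure D2:**
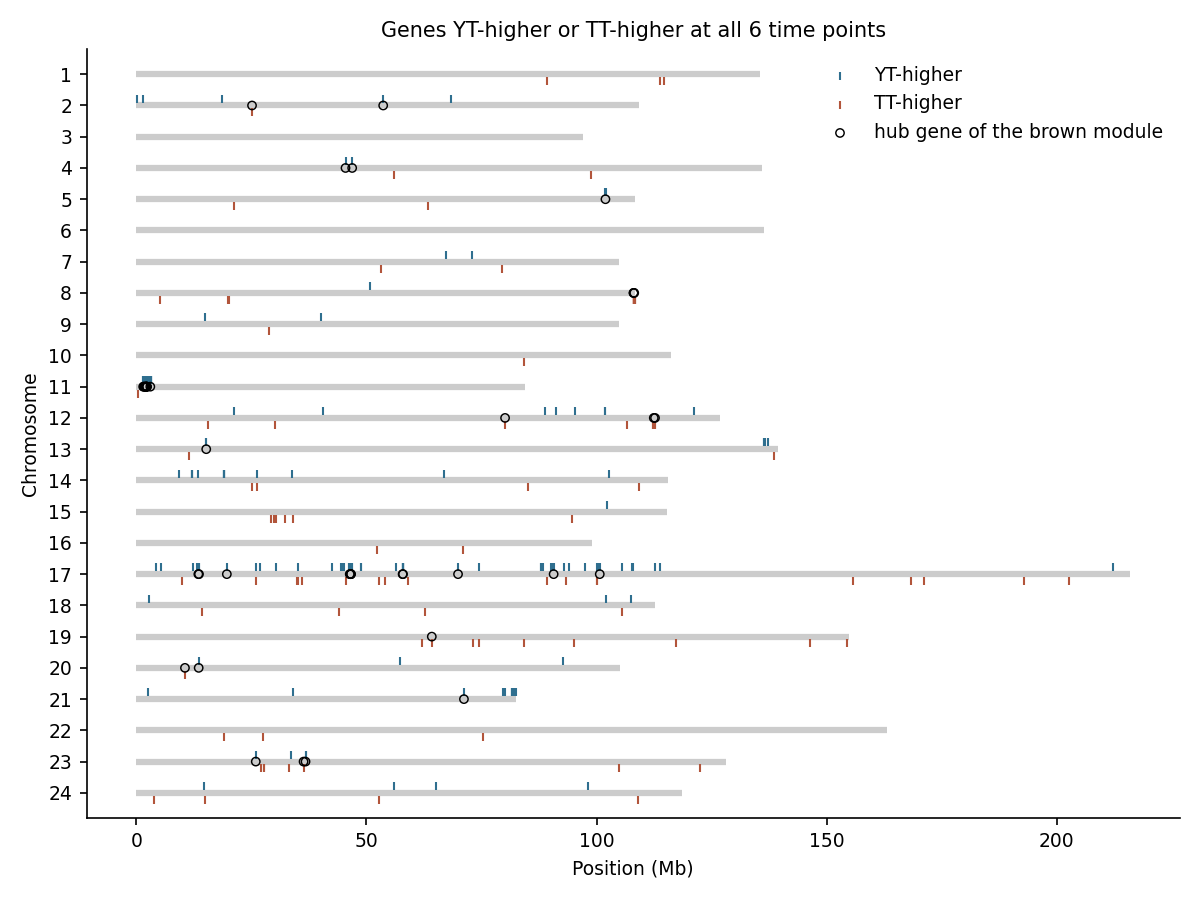
Positions in Mb (horizontal axis) on the 24 chromosomes (vertical axis) of the genes YT-higher or TT-higher at all 6 time points, each a tick, with circles around hub genes of the brown module. The start of chromosome 11 held 29 of these 255 genes, 28 of them YT-higher.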

Consistently, we found that genes in the brown module were mainly up-regulated at all time-points in YT as compared to TT (Fig. 5C). To assess if co-expression genes in the brown module are possibly involved in differential cold responses between TT and YT, we performed GO term enrichment analyses, and found that they were mainly involved in responses to stress or stimuli (Additional file 1: Fig. S11B).

Similarly, we conducted a co-expression network containing genes with edge weights > 0.1 and the top 50 number of edges, which were derived from DEGs in the brown module (Fig. 5D). 

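RAP74 (Nitab4.5_0000143g0310, chromosome 11, 1893258 to 1904304) was YT-higher by a log2 of 3.28 at 0 h (SE 0.181, adjusted p = 5.73e-14) and 3.13 at 8 h. A UDP-glycosyltransferase gene (Nitab4.5_0001740g0020, chromosome 17, 46577965 to 46590286) was YT-higher by 1.64 at 0 h (SE 0.162, adjusted p = 1.36e-08) and 1.87 at 8 h. WRKY21 (Nitab4.5_0000627g0060, chromosome 17, 19658841 to 19660560) had 1.98 ± 0.576 CPM in TT and 23.7 ± 2.54 in YT at 0 h (SD, n = 3 each), a log2 difference of 3.58 (SE 0.283, adjusted p = 1.17e-10), and 2.77 ± 1.23 against 33.8 ± 7.43 CPM at 8 h. For ABI3/VP1 (Nitab4.5_0003259g0030, chromosome 5, 101917122 to 101929519) the difference was 1.02 at 0 h (SE 0.156, adjusted p = 3.07e-05) and 1.81 at 8 h (SE 0.160, adjusted p = 1.41e-09). The call at 0 h fell below the threshold without TT 0 h replicate 1 (0.993), without TT 0 h replicate 2 (0.945) and without YT 0 h replicate 1 (0.986). PSP (Nitab4.5_0000116g0440, chromosome 19, 64187225 to 64191496) was TT-higher, by −4.57 at 0 h (SE 0.365, adjusted p = 1.52e-10) and −3.24 at 8 h. ARR12 (Nitab4.5_0002315g0010, chromosome 8, 108010054 to 108014309) had 21.9 ± 2.46 CPM in TT at 0 h (SD, n = 3) and at most 4 counts in any YT library. At 0 h it was at least 197-fold lower in YT, a bound taken from the floor of 3 counts. It belongs to the stretch of 12 neighbouring TT-higher genes, where counts missing in YT can stem from the sequence of YT. All 6 genes were called at all 6 time points.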

We found that the co-expression network contained some hub genes like *RAP74*, UDP-Glycosyltransferase, *WRKY21*, *ABI3/VP1* (ABSCISIC ACID INSENSITIVE 3/VIVIPAROUS 1, RAV), *PSP* (3-phosphoserine phosphatase) and *ARR12* (type A response regulator 12) genes (Additional file 2: Table S5). Some of these genes have been found to be involved in stress responses or signal transduction in plants [51–56]. Moreover, *AtRAP74* is involved in osmatic stress and ABA signaling through interacting with CTD phosphatase-like 3 (CPL3) and CPL4 [57].

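Further hub genes, both annotated as coatomer subunits alpha, differed in opposite directions. Nitab4.5_0001840g0100 (chromosome 12, 112683830 to 112688922) was TT-higher by a log2 of −7.16 at 0 h (SE 0.299) and −5.72 at 8 h. Nitab4.5_0003674g0060 (chromosome 20, 13540605 to 13545662) was YT-higher by 1.02 at 0 h (SE 0.114) and 1.47 at 8 h; at 0 h it fell to 0.942 without TT 0 h replicate 3 and 0.944 without YT 0 h replicate 3, below the threshold. Summed, their CPM in YT was 1.09 times that in TT (permutation test over 18 libraries of each cultivar, p = 0.016), a small difference beside those of the single genes. TOM2A (Nitab4.5_0002055g0160, chromosome 23, 25944204 to 25950991) was YT-higher by 2.47 at 0 h (SE 0.136) and 1.98 at 8 h. From the higher expression in YT at every time point and the association with all YT time points, the paper proposes that the brown module may underlie the different responses of the cultivars to cold.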

Taken together, all above analyses indicate that differential expression of genes in the brown module may cause differential responses to cold treatment between TT and YT.

### Roles of hub transcription factors (TFs) in cold stress

Based on WGCNA, we identified some important hub genes that were co-expressed in the same module with each other. We speculate if they have certain regulatory relationships with each other, and they play important roles in the regulation of DEGs under cold treatment. By using tree-based methods [58], we generated inferring regulatory networks to study the regulatory relationship between TFs and DEGs by using 11 hub TFs in the pink or brown module as regulators. We obtained genetic regulatory networks (GRNs) containing 11 TFs through the R package GENIE3 (Additional file 1: Fig. S12, Additional file 2: Table S7). We found that 11 TFs had possible interaction relationships with the aforementioned hub genes, but also with genes within other modules (Additional file 1: Fig. S12), indicating that 11 TFs play vital regulatory roles in responding to cold stress in TT or YT. To visualize the regulatory relationship among these genes more clearly, we exemplified the network only containing the hub genes/TFs of the pink or brown module identified in WGCNA (Fig. 6). We observed clearly regulatory relationships occurred between hub TFs and hub genes. For instance, in the brown module, the three hub TFs (ABI3/VP1, ARR-B and WRKY) exhibited regulatory relationships with hub genes or with each other (Fig. 6). It has been documented that WRKY TF family is involved in cold stress in several plants [59], such as *Arabidopsis* [60] and eggplant [61]. Moreover, regulatory relationships between TFs and hub genes also occurred in the pink module, including cold-responsive TFs *NtCBF2*, *NtCBF3* and *NtCBF5*, which were well characterized in tobacco [41]. 

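GENIE3 was not run; as a substitute, a random forest (ranger, 1000 trees) predicted the TPM of each of the 100 hub genes from the 11 hub TFs, and a TF with a weight of 0.2 or more was taken as an edge. Of 1089 possible edges, 159 reached this weight, 147 from brown TFs to brown hub genes and 12 from pink TFs to pink ones, with 0 between the modules. The edges among pink genes depended on single replicates and on the scale. They numbered 2 without replicate 1, 7 without replicate 2 or 3, and 22 with log2(TPM + 1). The 147 brown edges, which are all that are possible within that module, did not change in number in these fits. A count at its maximum does not show changes of weights above 0.2. Each of the 3 brown TFs had 49 edges, and the weights among these TFs lay between 0.355 and 0.394. The weights of a target gene were scaled to sum to 1 over its TFs. Where the TFs of a module vary together they share this sum, so 3 brown TFs reach 0.2 more readily than 8 pink TFs. The numbers of brown and pink edges therefore cannot be compared as strengths of the modules. The libraries form 2 clusters by cultivar, so no pooled correlation is given for the brown TFs. Within the 18 TT libraries the median absolute r between brown TFs and brown hub genes was 0.194, against 0.251 for random lists. Within the 18 YT libraries the median absolute r was 0.169, against 0.267 for random lists. The pairs of ARR-B in that value rest on at most 4 counts in any YT library. Pairs of the other brown TFs were not tested apart, so no conclusion is drawn from YT. Within TT, ARR-B had 3 edges, ABI3/VP1 7 and WRKY 3; within YT the counts were 0, 0 and 5. Over both modules, 15 edges were left in TT, the lowest total of the alternatives, and 27 in YT, of which 9 ran from pink TFs to brown hub genes. A weight of 0.3 left 22 edges over all libraries.

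**Figure D3:**
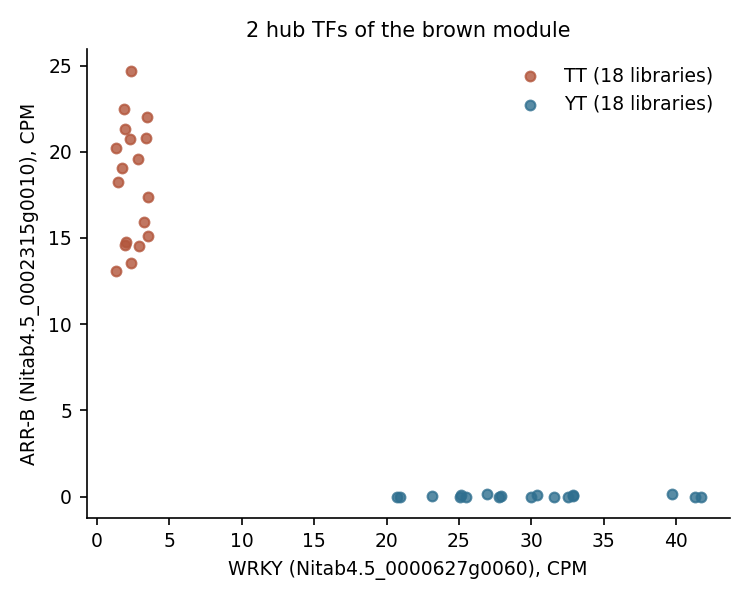
CPM of the hub TFs WRKY (horizontal axis) and ARR-B (vertical axis) in each of the 36 libraries, coloured by cultivar. The libraries form separate clusters for TT and YT, and within YT ARR-B stays near 0.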

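By the same random forest weights over all libraries, of which few among pink genes stayed without replicate 1, NtCBF2 had 1 edge to a pink hub gene (highest weight 0.217), NtCBF3 1 (0.211) and NtCBF5 3 (0.250). Pink TFs and pink hub genes varied together inside each cultivar. Their median absolute r was 0.945 in the 18 TT libraries and 0.838 in the 18 YT libraries, above all 10000 random lists. The paper chose these genes for their co-expression on libraries of this study. A value above random lists follows from that choice and is not independent evidence. A weight says that a TF helps to predict a gene over these libraries, not that it regulates it, and in TT every pink hub gene rose at 0.5 h together with the TFs that predict it.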

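The C2H2 gene Nitab4.5_0002105g0060 had 3 edges (highest weight 0.253). Of the GRAS genes, Nitab4.5_0000092g0120 had 2, Nitab4.5_0000143g0040 1 and Nitab4.5_0000749g0090 1. ERF3, of the AP2-EREBP family, had 0, its highest weight being 0.175. With 8 pink TFs sharing the weight of a target, a weight below 0.2 does not show that a TF is unrelated to it. Nitab4.5_0000749g0090 (chromosome 8, 89121141 to 89122889) rose by a log2 of 3.39 in TT at 0.5 h (adjusted p = 1.94e-06) and 1.76 in YT (adjusted p = 0.0169). In YT the call was lost without YT 0 h replicate 1, 2 or 3 and without YT 0.5 h replicate 3, where the log2 fold change was 1.50.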

Some of TFs (*GRAS*, *C2H2* and *AP2-EREBP*) associated with stress/stimulus responses were also detected in the network and exhibited regulatory relationships with other hub genes and DEGs (Fig. 6; Additional file 1: Fig. S12). In *Arabidopsis*, *GRAS* gene is stress-inducible and functions in enhanced cold tolerance via regulating the expression of other related genes [62]. Thus, according to GRN, we identified genes already known to be associated with cold stress in tobacco, such as *NtCBF* genes; more importantly, we also identified other genes that were involved in cold responses.

**Fig. 6:**
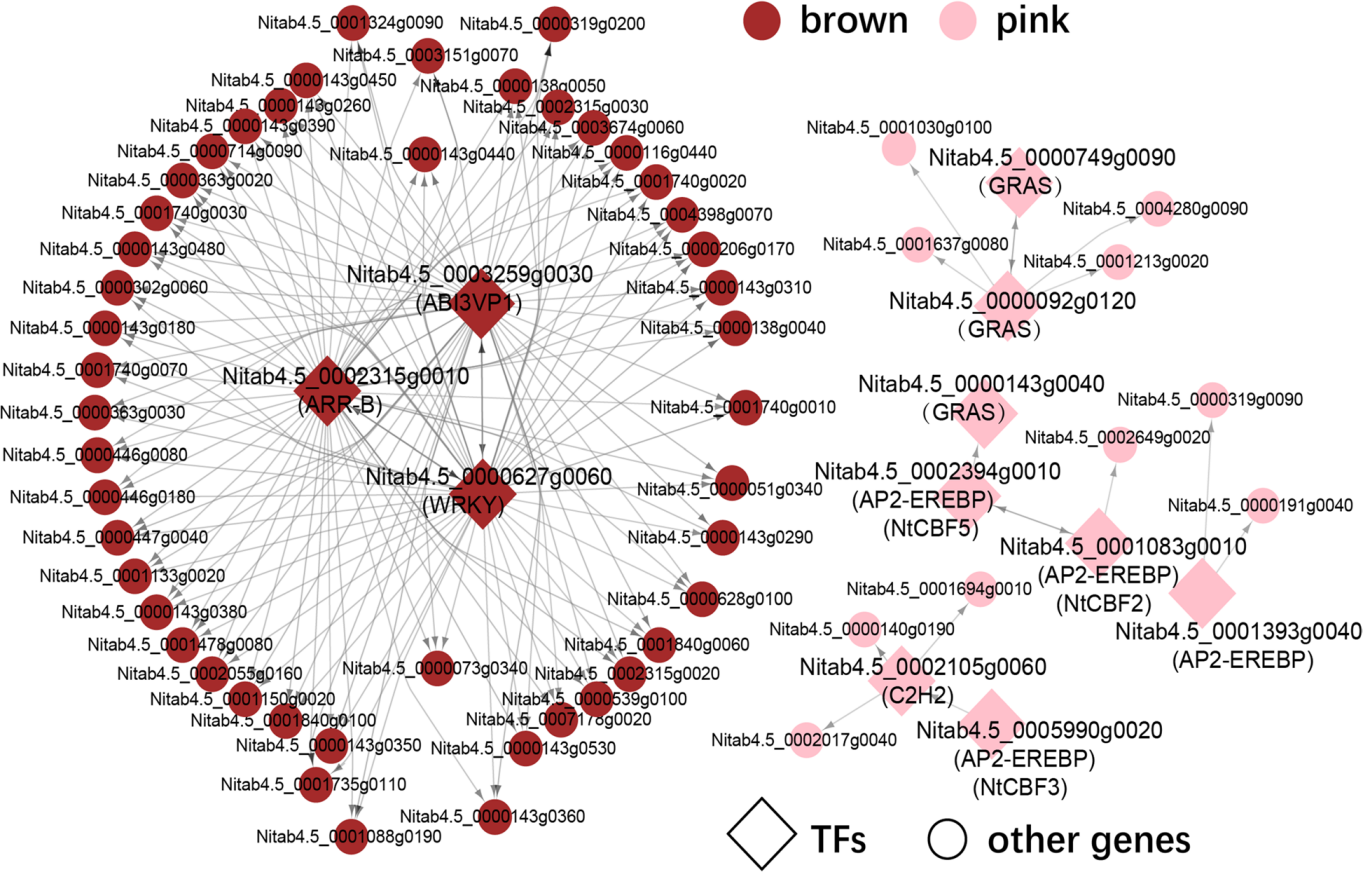
Genetic regulatory networks (GRNs) between hub genes. The circle represents gene, the diamond represents TF, and the connecting line is divided into source and arrow. The gene pointed by the arrow represents the gene targeted by source transcription factor. If both ends of the connecting line are arrows, the two TFs regulate each other

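In the RNA-seq data, the 13 genes of Table S8 were all tested. Of them 6 were up-regulated in TT at 0.5 h, 6 at 1 h, 5 at 2 h, 5 at 4 h and 4 at 8 h, and in YT 5, 6, 3, 5 and 5; adjusted over the list alone, the counts were the same, and the list was chosen from these samples. One gene was down-regulated in TT at 2 h . Between the cultivars, 6 were YT-higher at each of the 6 time points, and TT-higher were 1, 6, 1, 2, 1 and 1.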

To verify the accuracy of DEGs identified by RNA-seq data and hub genes identified through the GRNs, we conducted qRT-PCR assay for 13 randomly selected DEGs, including 6 hub genes /TFs in the pink module (Fig. 7A, B, C, D, E, F), and 7 hub genes/TFs in the brown module (Fig. 7G, H, I; Additional file 1: Fig. S14 A, B, C, D). 

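COBL7 (Nitab4.5_0000616g0070, chromosome 17, 118545650 to 118548995), from the pink module, rose by a log2 of 3.79 in TT at 0.5 h (SE 0.369, adjusted p = 1.33e-08) and 1.37 at 8 h, and by 2.16 and 2.19 in YT. Its interaction at 0.5 h, −1.63 (adjusted p = 0.0594), was not called, though DESeq2 and the fit of only the libraries compared called it. Over the 13 genes, an interaction was called for 1 gene at 0.5 h with a lower response in YT, 1 at 2 h and 1 at 8 h with a higher one; at 1 h and 4 h the count was 0, against 2 genes each with an unadjusted p under 0.05 in edgeR's test. Adjusted over the list alone, 4 genes had a lower response in YT at 0.5 h.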

We found that 9 genes (ca. 69%), including 6 (100%) genes in the pink module, 3 (ca. 43%) genes in the brown modules, exhibited a similar trend of expression change under cold treatment as compared to the results from RNA-seq (Fig. 7). For instance, *Nitab4.5_0001083g0010 (NtCBF2)* was up-regulated at all time points examined (0.5 h, 1 h, 2 h, 4 h, 8 h) as compared to the CK (0 h) (Fig. 7A), *Nitab4.5_0001088g0190* was up-regulated in YT relative to TT in each time point (Fig. 7G), while the remaining 4 genes were distinct from the RNA-seq results (Additional file 1: Fig. S14). 

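NtCBF2 lies on chromosome 4 from 55301495 to 55302151 on the minus strand, in a single exon. It had 0.642 ± 0.284 CPM (SD, n = 3) in TT at 0 h, then 142 ± 70.4, 95.4 ± 51.3, 25.6 ± 15.8, 47.7 ± 36.5 and 16.4 ± 8.36 from 0.5 h to 8 h. In YT the levels were 0.764 ± 0.870 at 0 h, then 27.9 ± 7.57, 45.5 ± 4.25, 21.8 ± 4.34, 29.3 ± 35.7 and 30.9 ± 19.2 (SD, n = 3 each). It was called up-regulated at all 5 time points in both cultivars and in every fit without one library. The log2 fold change in TT was 7.77 at 0.5 h (SE 0.926, adjusted p = 3.65e-07) and 4.65 at 8 h (SE 0.867, adjusted p = 7.12e-05), and in YT 5.15 (SE 0.847, adjusted p = 0.00031) and 5.30 (SE 0.850, adjusted p = 1.13e-05). YT and TT did not differ at 0 h, with a log2 difference of 0.26 (SE 1.04, adjusted p = 0.896). At 0.5 h the level was lower in YT, with a log2 difference of −2.35 (SE 0.671, adjusted p = 0.0246), a call that held in 2 of 6 fits without one library, with an adjusted p of up to 0.0931. The interaction at 0.5 h was −2.61 (SE 1.23, adjusted p = 0.208) and was not called. It ranged from −3.09 to −1.08 over the 12 fits without one library, and none of them called it. Nitab4.5_0001088g0190 (chromosome 11, 3033315 to 3040187) had 7.98 ± 1.63 CPM in TT and 55.2 ± 6.09 in YT at 0 h (SD, n = 3 each). It was YT-higher by a log2 of 2.79 at 0 h, 3.05 at 0.5 h, 3.35 at 1 h, 2.64 at 2 h, 3.23 at 4 h and 3.10 at 8 h (SE 0.155 to 0.160).

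**Figure D4:**
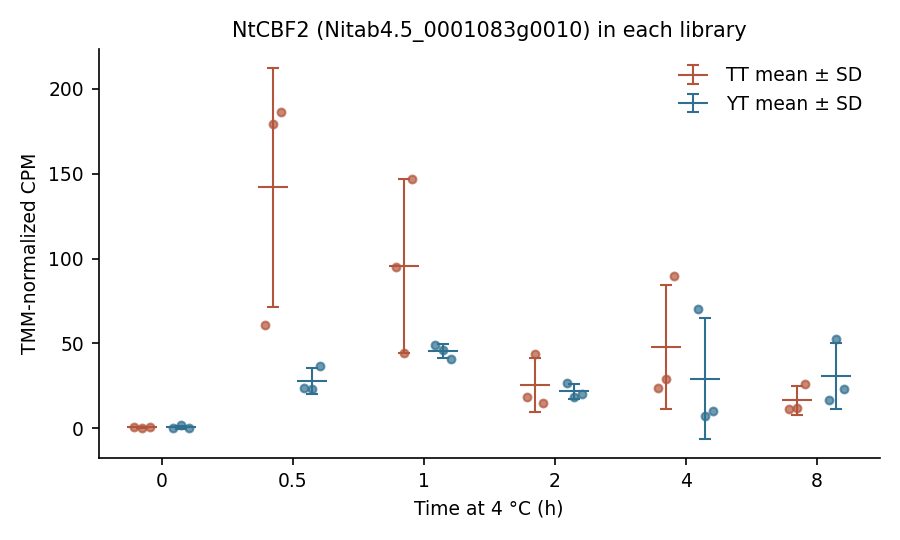
TMM-normalized CPM of NtCBF2 (vertical axis) by hours at 4 °C, with one point per library and bars for the mean and SD of the 3 libraries of a group, in TT and YT. At 0.5 h the mean was 142 in TT and 27.9 in YT.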

Inconsistency between RNA-seq and qRT-PCR assay were most likely caused by the variations in different batch of biological samples with cold treatment. Even though we followed the same procedures as we did for RNA-seq for growing the material and cold treatment, it is hard to obtain 100% reproducibility at gene expression levels as before. We also cannot exclude the possibility that parts of DEGs identified by RNA-seq could be false positive, which are possibly not directly caused by cold treatment.

**Fig. 7:**
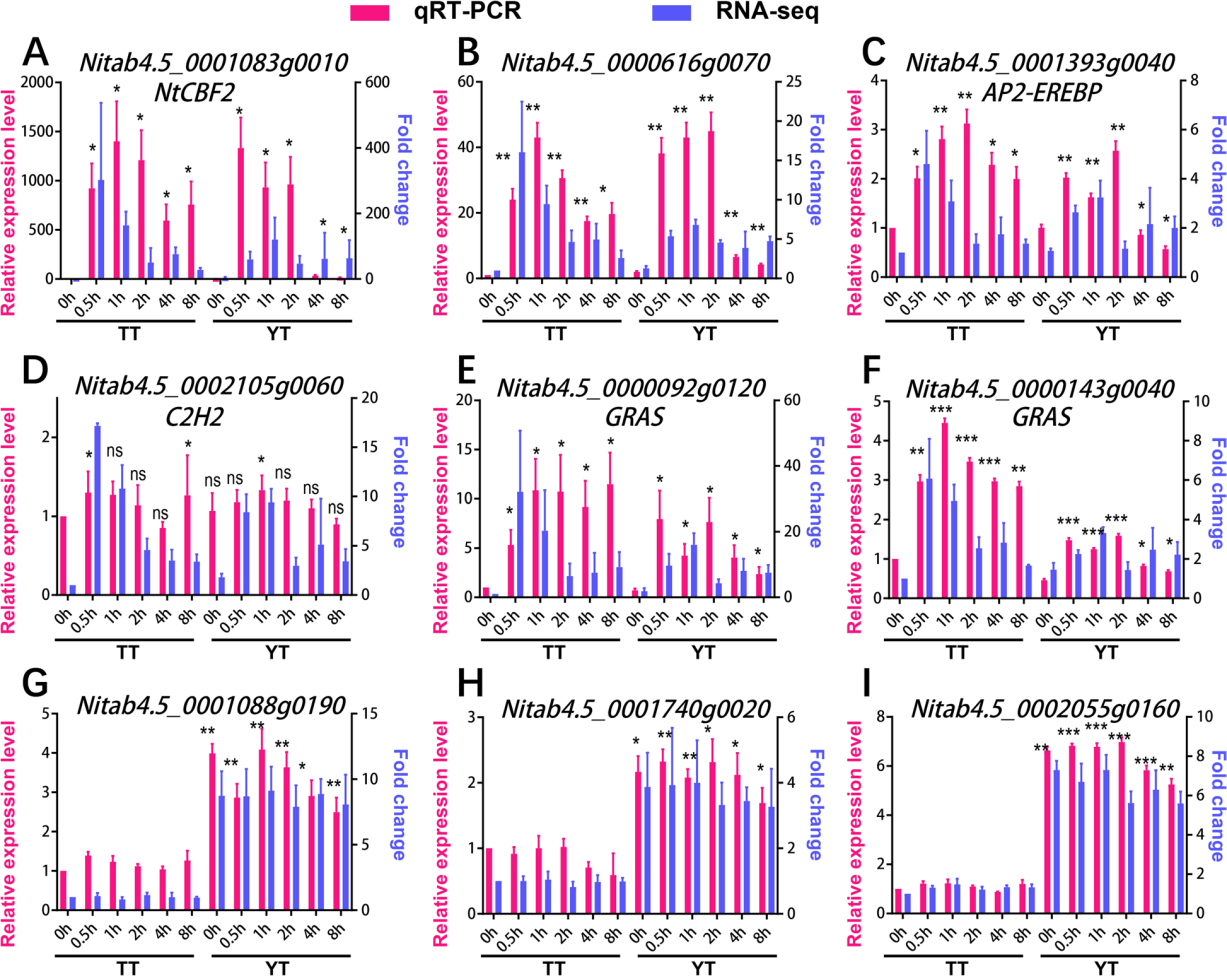
qRT-PCR assay of some key genes identified in the network. A dual y-axis plot illustrating in parallel comparisons of each individual gene examined detected by RNA-seq (expression fold change compared to 0 h of TT, blue) and qRT-PCR (relative expression levels, red). The right coordinate (y axis) with blue represents the expression fold change of RNA-seq, the left coordinate (y axis) with red represents the relative expression levels of qRT-PCR. The transcription levels of each gene in each time point were normalized relative to the internal control (*NtActin7*). Relative expression levels of genes examined were calculated and expressed as 2^-ΔΔCT^ [63] relative to the expression levels of the corresponding *NtActin7*, which were set as 1.0. The mean expression levels were calculated from three biological replicates. Error bars are standard deviations of three biological replicates. Significance test was determined using Student’s t test. “ns”: not significant, “*”: *p* < 0.05, “**”: *p* < 0.01, “***”: *p* < 0.001

To further confirm the role of *NtCBF2* in enhancing cold tolerance, we generated CRISPR-Cas9 based *NtCBF2* knockout (KO) transgenic line with K326 background (Fig. 8A, Additional file 1: Fig. S13). After conducting cold treatment, we found that the transgenic line with loss of *NtCBF2* gene function exhibited two droop leaves at 5 h post cold treatment, by contrast, the cold damage was even severe for extended cold treatment, since the transgenic line exhibited four droop leaves at 8 h post cold treatment as compared to the WT grown in the normal conditions. This result confirmed that *NtCBF2* gene can function in cold responses and tolerance, indicating the accuracy of constructed TF-centered regulatory network related to cold responses in tobacco. Furthermore, we compared the time course related differential expression pattern of qRT-PCR results for *NtCBF2* between TT and YT. We found that fold changes of its expression levels between YT and TT were increased at 0.5 h, 4 h and 8 h post cold treatment as compared to CK (0 h), while the cold-induced expression trend of *NtCBF2* was opposite between YT and TT at 0.5 h relative to 4 h/8 h (Fig. 8B). After cold treatment, *NtCBF2* was more expressed at 0.5 h, but much less expressed at 4 h and 8 h in YT than in TT (Fig. 8B). To assess if there exist any sequence variations resulting in differential expression of *NtCBF2* under cold treatment between two varieties, we conducted RT-PCR to obtain full CDS sequences, and conducted PCR to amplify the promoter region (1.5 kb upstream of ATG) from each variety for sequencing. We did not observe any sequence polymorphisms in the cDNA and promoter regions of *NtCBF2* between YT and TT (Additional file 1: Fig. S15). The underlying regulatory mechanisms need to be further investigated. The possible reasons related to cold inducible expression change of this gene between YT and TT were discussed in the discussion section.

**Fig. 8:**
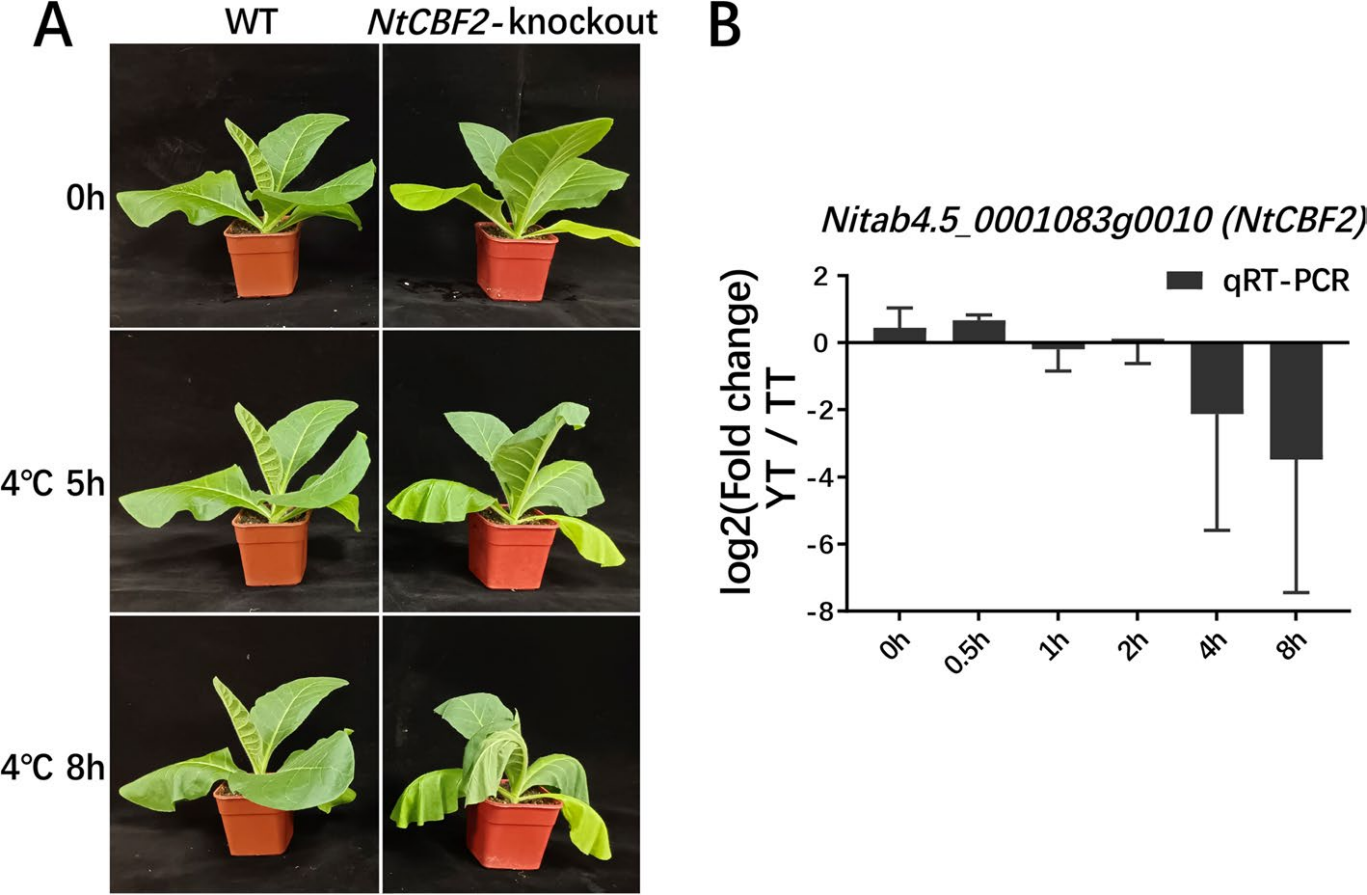
Experimental validation of *NtCBF2*. **A** CRISPR-Cas9 based validation of *NtCBF2* gene functioning in cold tolerance or responses. **B** The time course related differential expression of *NtCBF2* between TT and YT

## Discussion

To cope with a variety of environmental stresses adversely affecting plant normal growth and development, sessile plants have to adjust changes at multiple levels to adapt to these stresses for better survival. They include morphological, physiological, biochemical, metabolic, genetic and epigenetic changes [64–67]. Global transcriptional changes in response to cold stress have been intensively investigated in various plant species [22, 23, 32, 68–70]. However, transcriptomic network studies related to cold treatment are quite limited in tobacco. In this study, we conducted comprehensive multiple time-point transcriptomic analyses between cold-susceptible tobacco cultivar TT and cold-tolerance tobacco cultivar YT. We observed genes up- or down-regulated at each time point in each cultivar or between two cultivars (Additional file 2: Table S2), including cold-responsive genes or TFs such as protein kinases and *NtCBF* genes (Additional file 2: Table S6). Similar comparative transcriptomic studies related to cold treatment have also been conducted in two tobacco varieties with contrasting cold sensitivity [71], due to tobacco genome sequences unavailable at that time, 3557 cold induced DEGs were identified using the assembled all unique genes and 1840 DEGs were functionally annotated when using Potato (*Solanum tuberosum*) genome as reference. For a parallel comparison between two studies, we reanalyzed 1840 DEGs as we did by using tobacco (*Nicotiana Tabacum*) genome sequence as reference for gene annotations. We found that only 940 DEGs best matched in *Nicotiana Tabacum* genome. 

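Of the 354 genes of Table S10, 329 were called against 0 h at some time point, 287 in TT and 258 in YT, and 334 with DESeq2. The list holds only genes of the earlier study that the paper also called on these samples. The count was thus largely fixed in advance and does not measure how far the studies match. The 3 shared genes that are hub genes are Nitab4.5_0002394g0010, Nitab4.5_0000532g0070 and Nitab4.5_0001244g0020. CYP707A1 (Nitab4.5_0000532g0070, chromosome 15, 101370888 to 101373142) rose by a log2 of 6.43 in TT at 0.5 h (SE 0.616, adjusted p = 1.07e-08) and 3.41 in YT (SE 0.532, adjusted p = 0.000179). Its interaction at 0.5 h was −3.02 (SE 0.723, adjusted p = 0.0285), a call that held in 5 of the 12 fits without one library, with −2.80 without TT 0.5 h replicate 3. Nitab4.5_0001244g0020 (chromosome 19, 72601963 to 72602901) rose by 4.51 in TT at 0.5 h (adjusted p = 2.1e-05) and by 2.11 in YT (adjusted p = 0.0787), where it was called with DESeq2 and in the fit of only the libraries compared.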

According to the overlapping comparison, we found that 354 out of 940 (ca. 38%) DEGs were also present in 9583 DEGs and 3 of them, *Nitab. 4.5_0000532G0070*, *Nitab. 4.5_0001244G0020* and *Nitab. 4.5_0002394G0010* (*NtCBF5*), were present in 100 hub genes in our study. Inconsistency between two cold related studies in tobacco is most likely caused by using different reference genomes for identification of DEGs and subsequent gene annotation.

Moreover, our study also provided evidence showing transcriptional changes between TT and YT, which possibly explains transcriptome-based differential responses to cold stress between TT and YT. It provided evidence showing common mechanisms involved in cold responses between TT and YT. *NtCBF* genes, cold-responsive genes, were up-regulated in both TT and YT. In particular, TT and YT share similar co-expression gene networks (the pink module, Fig. 5B). 

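The 21 names of Table S6 stand for 15 gene IDs, of which 9 are on the count list and were tested; the other 6 were not analysed here. Of the 9 genes, 9 were up-regulated in TT at 0.5 h, 9 at 1 h, 7 at 2 h, 9 at 4 h and 9 at 8 h, and in YT 6, 7, 6, 9 and 9. Adjusted over the list alone, the counts were 9, 9, 8, 9 and 9 in TT and 7, 9, 7, 9 and 9 in YT. None was down-regulated at any time point, nor was any at an unadjusted p under 0.05 in edgeR's test. In each comparison with 0 h, between 3 and 6 of the 9 genes had a group at the floor, so the size of their rise is known only as a lower bound and no median is given. At 0.5 h NtCBF10 (Nitab4.5_0002419g0050, chromosome 6, 95458780 to 95459427) was at least 78.7-fold higher than at 0 h in TT and at least 8.46-fold in YT, NtCBF11 (Nitab4.5_0005990g0030, chromosome 4, 55023145 to 55023798) at least 53.0-fold and 19.4-fold, and NtCBF17 (Nitab4.5_0001834g0020, chromosome 20, 78283367 to 78284068) at least 12.2-fold in TT, while in YT it lay at the floor at both time points. NtCBF9 (Nitab4.5_0002419g0020, chromosome 6, 95162086 to 95167271) rose by a log2 of 7.07 in TT (SE 0.991, adjusted p = 7.6e-06) and was at least 6.55-fold higher in YT. Some of these calls rested on single libraries: that of NtCBF10 in YT was lost without YT 0 h replicate 1 or 2 (adjusted p up to 0.0608), that of NtCBF11 in YT without any YT 0 h library or without YT 0.5 h replicate 1 or 2 (up to 0.159), and that of NtCBF17 in TT without TT 0 h replicate 2 or 3 or TT 0.5 h replicate 3 (up to 0.0758). At 0.5 h 7 of the 9 were TT-higher, 8 adjusted over the list alone, while an interaction was called for none at any time point. At 0.5 h it was called for 1 gene adjusted over the list alone, and 2 genes had an unadjusted p under 0.05 in edgeR's test.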

We also observed genotype-related gene expression changes under normal growth condition (CK). There were 857 up-regulated genes and 750 down-regulated genes in YT compared to TT before cold treatment (Fig. 2A). Moreover, YT displayed less gene expression changes than TT under cold treatment (Additional file 2: Table S2), thus YT can spend less energy to remodel chromatin structure for reprogramming gene transcription than TT. We assume that those DEGs before cold induction may help to enhance YT to tolerate cold stress at initial stages in response to cold stress. In addition, we found that TT-specific up-regulated genes including gene upregulated in TT but down-regulated in YT exhibited more GO term enrichment associated with various biological and metabolic processes and stress responses. Plants need to consume more energy to complete those processes, thus have to use less energy to cope with cold stress, therefore resulting in sensitivity to cold treatment. Eukaryotic cells need to spend energy from oxidation of metabolic fuels to accomplish all kinds of energy-dependent biological processes [72]. Peroxisome with ATP supply is essential for seedling development in *Arabidopsis* [73]. By contrast, YT-specific up-regulated genes including gene up-regulated in YT but down-regulated in TT mainly function in photosynthesis, membrane functions, and production of energy. Thus, YT can produce more energy and maintain membrane stability to facilitate the plants to endure cold injury. It has been reported that plants with cold acclimation have increased photosynthetic capacity [74–78]. Remodeling of membrane proteins and lipids and maintenance of membrane fluidity and permeability are one of the principal adaptation strategies for plants accommodating to cold stress [79–81].

In addition, we observed differential co-expression network between TT and YT. Genes in the brown module with GO terms enriched in stress responses were up-regulated in YT instead of TT (Fig. 5C, Additional file 1: Fig. S11B). More importantly, we identified 3 TF (ABI3/VP1, ARR-B and WRKY) mainly functioning in differential cold responses between two cultivars, and 3 key TFs (GRAS, AP2-EREBP and C2H2) primarily involved in cold responses (Fig. 6). Some of them have been well documented to be involved in cold or stress responses in other plant species. For example, C2H2 zinc finger gene family (ZAT12 and ZAT10) have been reported to be involved in stress responses [82, 83]. Tobacco GRAS are homologous to SCL13 and PAT1 in *Arabidopsis*, which are involved in phytochrome A (PhyA) signal transduction and B (PhyB)-related environmental temperature responses, respectively [84–86]. Ethylene responsive element binding factors (ERFs) are involved in various abiotic stresses, such as cold, drought and salinity [87]. COBL7 gene has been reported to function in cellulose biosynthesis in *Arabidopsis* and rice [88, 89]. The involvement of AP2-EREBP families in stress responses have been documented in a couple of plants, such as *Arabidopsis* [90], rice [91], maize [92], cotton [93], *Brachypodium Distachyon* [94], *Ammopiptanthus nanus* [95]. CERK1 has been reported to mediate roles of chitin in salt stress in *Arabidopsis* [96]. AtWRKY21 and ARR 12 have been reported to act as negative regulators during drought stress in *Arabidopsis* [52, 97]. Salinity stress can increase expression of PSP in *Brassica juncea* [51]. Ser/Thr phosphatase type 2A (PP2A) plays crucial roles in the regulation of adaptive biotic and abiotic stress responses in plants [98]. *Arabidopsis* transgenic plants with overexpression of AB13/VP1 gens (*MtRAV*3) from *M. truncatula* increase tolerance to cold treatment [99]. Rice transgenic plants with overexpression of *GSA1* encoding a UDP-glucosyltransferase can enhance tolerance to heat, NaCl and PEG stresses [56]. Our study also showed that proteinase kinases were differentially expressed under cold stress, suggesting that protein kinases can potentially act as key regulators in response to cold treatment in tobacco. Protein kinases have been reported to play vital roles in cascading signal transduction during abiotic stresses in plants [100, 101]. Maize plants with constitutive expression of tobacco mitogen-activated protein kinase kinase kinase (*Nicotiana PK1*) exhibited enhanced freezing resistance [102]. Tobacco plants with overexpression of *Malus domestica* calcium-dependent protein kinases (*MdCPK1a*) gene had low levels of ROS accumulation, resulting in increased cold resistance [103]. The roles of protein kinases in cold responses in tobacco need to be further investigated.

In addition, it is worth noting that *NtCBF2* was selected through WGCNA using DEGs between TT and YT, but was only functionally validated in K326 background instead of either cultivar examined. Higher expression of *NtCBF2* at the early stage of cold treatment may facilitate YT to enhance cold resistance than TT. This was evidenced by the qRT-PCR results that *NtCBF2* was more expressed at 0 h (before cold treatment) and 0.5 h post cold treatment but was much less expressed at 4 h and 8 h after cold treatment in YT as compared to TT (Fig. 8B). Thus, YT may activate cold responses earlier, thereby being subjected to less cold damage than TT at the beginning of cold treatment. In addition to *NtCBF2*, YT had more cold responsive genes with higher expression than TT after cold treatment (Fig. 5). Thus, differential cold responses between two varieties are possibly caused by differential expression of some of key cold responsive genes or potential difference in functions of their downstream targets of cold responsive TFs.

Given that no sequence polymorphisms occurred in the cDNA and proximal promoter regions of *NtCBF2* between YT and TT (Additional file 1: Fig. S15), differential transcription of *NtCBF2* between YT and TT could be caused by several possibilities: 1) differential expression of its upstream regulators such as TFs; 2) sequence variations occurred in the distal cis-regulatory elements (CREs) affecting the binding of the regulatory protein or protein complex; 3) occurrence of distinct epigenetic mechanisms, such as DNA methylation, histone modifications and chromatin openness. Further evidence needs to be provided. Epigenetic characterization like DNA methylation and histone modifications may help to reveal possible mechanisms responsible for differential expression of cold responsive genes like *NtCBF2* under cold treatment between YT and TT.

## Conclusions

Collectively, through comprehensive multiple time-point transcriptomic and network analyses, we identified key genes and transcription factors that contribute to differential cold tolerance of two tobacco cultivars. Thus, our study provides valuable transcriptomic resources for studying cold adaptation mechanisms in plants. It helps to identify key cold responsive genes for genetic modifications of tobacco cultivars for improving cold/freezing tolerance.

## Materials and methods

### Plant growth and cold treatment

Two cultivated tobacco (*Nicotiana tabacum* L.) varieties with contrasting cold responses, Taiyan8 tobacco (TT, cold susceptibility) and Yanyan97 tobacco (YT, cold resistance) provided by Drs. Risheng Hu and Yangyang Li from Hunan Tobacco Research Institute, were used in this study. The seeds were sterilized in 75% ethanol for 10 min at room temperature (RT) and washed with sterile water for five times. Sterilized seeds were germinated and grown in 1/2 MS medium in an illuminated incubator (16/8 h day/night light cycle, 26/24 °C day/night temperature setting with 70% relative humidity). Tobacco seedlings at the five-leaf stage were used for cold treatment at 4 °C. Leaves were collected from CK and cold-treated plants at different time points (0, 0.5 h, 1.0 h, 2.0 h, 4.0 h and 8.0 h). Collected samples were immediately frozen in liquid nitrogen for RNA preparation. Each sample was biologically triplicated for transcriptomic analyses.

### RNA-seq library preparation and data analyses

Total RNA was prepared from tobacco leaves using TRIzol Reagent (ThermoFisher Scientific, Cat # 15596026). After complete removal of genomic DNA contamination using DNase treatment, total 10 μg purified RNA was used for mRNA enrichment using poly(T)-conjugated magnetic beads. mRNA-seq libraries were constructed using an Illumina TruSeq RNA Sample Prep Kit following the manufacturer’s manual. All libraries were sequenced on Illumina Hiseq4500 platform.

The raw sequence data were processed to remove low-quality reads using FastQC (v0.11.5) and Trim_Galore (v 0.6.4). The filtered high-quality reads were mapped to the Nicotiana tabacum genome [104] (ftp://ftp.solgenomics.net/genomes/Nicotiana_tabacum/edwards_et_al_2017/annotation/) using HISAT2 (v2.0.5) with default parameters. Reads with a mapping quality below 20 were excluded for further analyses using SAMtools (v1.9). StringTie (v1.3.4d) and FeatureCounts (v1.6.4) were used to obtain transcripts per million (TPM) and read counts for all annotated genes in the tobacco genome. Correlation between the biological triplicates was determined using Pearson correlation coefficient with TPM value.

A Principal Component Analysis (PCA) was performed using prcomp utilities in the R package. Differential gene expression levels were analyzed using DESeq2. Genes with expression levels of |log_2_^(fold change)^| > 1 and padj. < 0.05 were retained for downstream analyses. Gene Ontology (GO) enrichment analyses were conducted by using the online website AgriGO (http://systemsbiology.cau.edu.cn/agriGOv2/specises_analysis.php?&SpeciseID=15& latin=Nicotiana_tabacum), which is specifically designed for agricultural species.

### qRT-PCR assay

For qRT-PCR assay, total RNA was extracted from the samples with similar treatment as we did for RNA-seq. The extracted RNA was treated with DNase for removal of genomic DNA contamination followed by reverse-transcription for synthesis of the first cDNA strand. qRT-PCR was conducted using the SYBR mix. *NtActin7* was used as an internal control. Relative expression levels of genes examined were calculated from three independent biological replicates and expressed as 2^-ΔΔCT^ [63]. Primers for qRT-PCR assay are listed in Additional file 2: Table S9.

### Identification of *NtCBF* genes

For identification of cold-responsive *NtCBF* genes, We followed the *NtCBF* gene named by dehydration-responsive element-binding (DREB) protein in the previous literatures [41]. To extract the corresponding gene id, the DREB protein sequences were further aligned to *Nicotiana tabacum* protein genome (ftp://ftp.solgenomics.net/genomes/Nicotiana_tabacum/edwards_et_al_2017/annotation/) using Protein-Protein BLAST (v2.9.0+). Detailed information of 21 CBF genes is listed in Additional file 2: Table S6.

### Generation of the K326 transgenic line

The *Nitab4.5_0001083g0010.1*(*NtCBF2*) gene identified in the GRN was chose for preparing a CRISPR-Cas9 vector (Additional file 2: Table S9). The vector was used for generation of transgenic plant using leaf disc transformation as the published procedures [105]. Homozygous transgenic plants were screening through sequencing and grown in the growth chamber for collecting more seeds for the cold treatment experiments.

### Co-expression network analyses

Weighted Gene Co-Expression Network Analysis (WGCNA) package [50] was used in R for co-expression network analyses. The 9583 DEGs with TPM values greater than 1 at least at one time point in two cultivars were used for WGCNA (https://horvath.genetics.ucla.edu/html/CoexpressionNetwork/Rpackages/WGCNA/Tutorials/). A convenient 1-step network construction and module detection function were used for generation of co-expression gene network and identification of each module with distinct functions. The eigenvalues were used to indicate association of genes between each module and at each time point within each cultivar. All co-expressed DEGs were grouped into 17 cultivar- and time-point-specific modules. Each network was visualized using Cytoscape (v.3.7.2).

### Genetic regulatory networks (GRNs) analyses

We followed the user manual of the R package GENIE3 (v1.12.0), (https://bioconductor.riken.jp/packages/release/bioc/vignettes/GENIE3/inst/doc/GENIE3.html) [58], to generate a regulatory network containing 9583 DEGs at each time point in the two varieties and 11 identified hub TFs as regulators. Subsequently, we set the threshold (weight > =0.2) to obtain a regulatory network diagram with a strong regulatory relationship between 11 TFs and 3308 DEGs (Additional file 1: Fig. S12) (See Additional file 2: Table S7 for detailed information of the regulation network diagram). The GRNs were visualized using Cytoscape (v.3.7.2).

### Statement of plant material used in the study

Study protocol must comply with relevant institutional, national, and international guidelines and legislation.

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

## Data Availability

The raw RNA-seq data used in this study were deposited in the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE173352. The materials of this study were provided by Hunan Tobacco Research Institute. A voucher specimen of this material has not been deposited in a publicly available herbarium. Correspondence and requests for materials should be addressed to Wenli Zhang () or Risheng Hu ().

## Abbreviations

ABI3/VP1: ABSCISIC ACID INSENSITIVE 3/VIVIPAROUS 1, RAV
ARR: Type A response regulator
CBF: C-REPEAT BINDING FACTOR
COR: Cold Regulated
CPL: CTD phosphatase-like
DEGs: Differentially expressed genes
DREB: Dehydration-responsive element-binding
ERFs: Ethylene responsive element binding factors
GO: Gene Ontology
GRNs: Genetic regulatory networks
PCA: Principal Component Analysis
PKs: Protein kinases
PP2A: Ser/Thr phosphatase type 2A
PSP: 3-phosphoserine phosphatase
RT: Room temperature
TPM: Transcripts per million
TFs: Transcription factors
TT: Tai tobacco
WGCNA: Weighted Gene Co-Expression Network Analysis
YT: Yan tobacco

# Supplementary material for: Transcriptome-based gene regulatory network analyses of differential cold tolerance of two tobacco cultivars
**Source:** BMC Plant Biol. 2022 Jul 26;22:369. doi: 10.1186/s12870-022-03767-7
**Supplement:** Supplementary file 1 — Additional file 1.

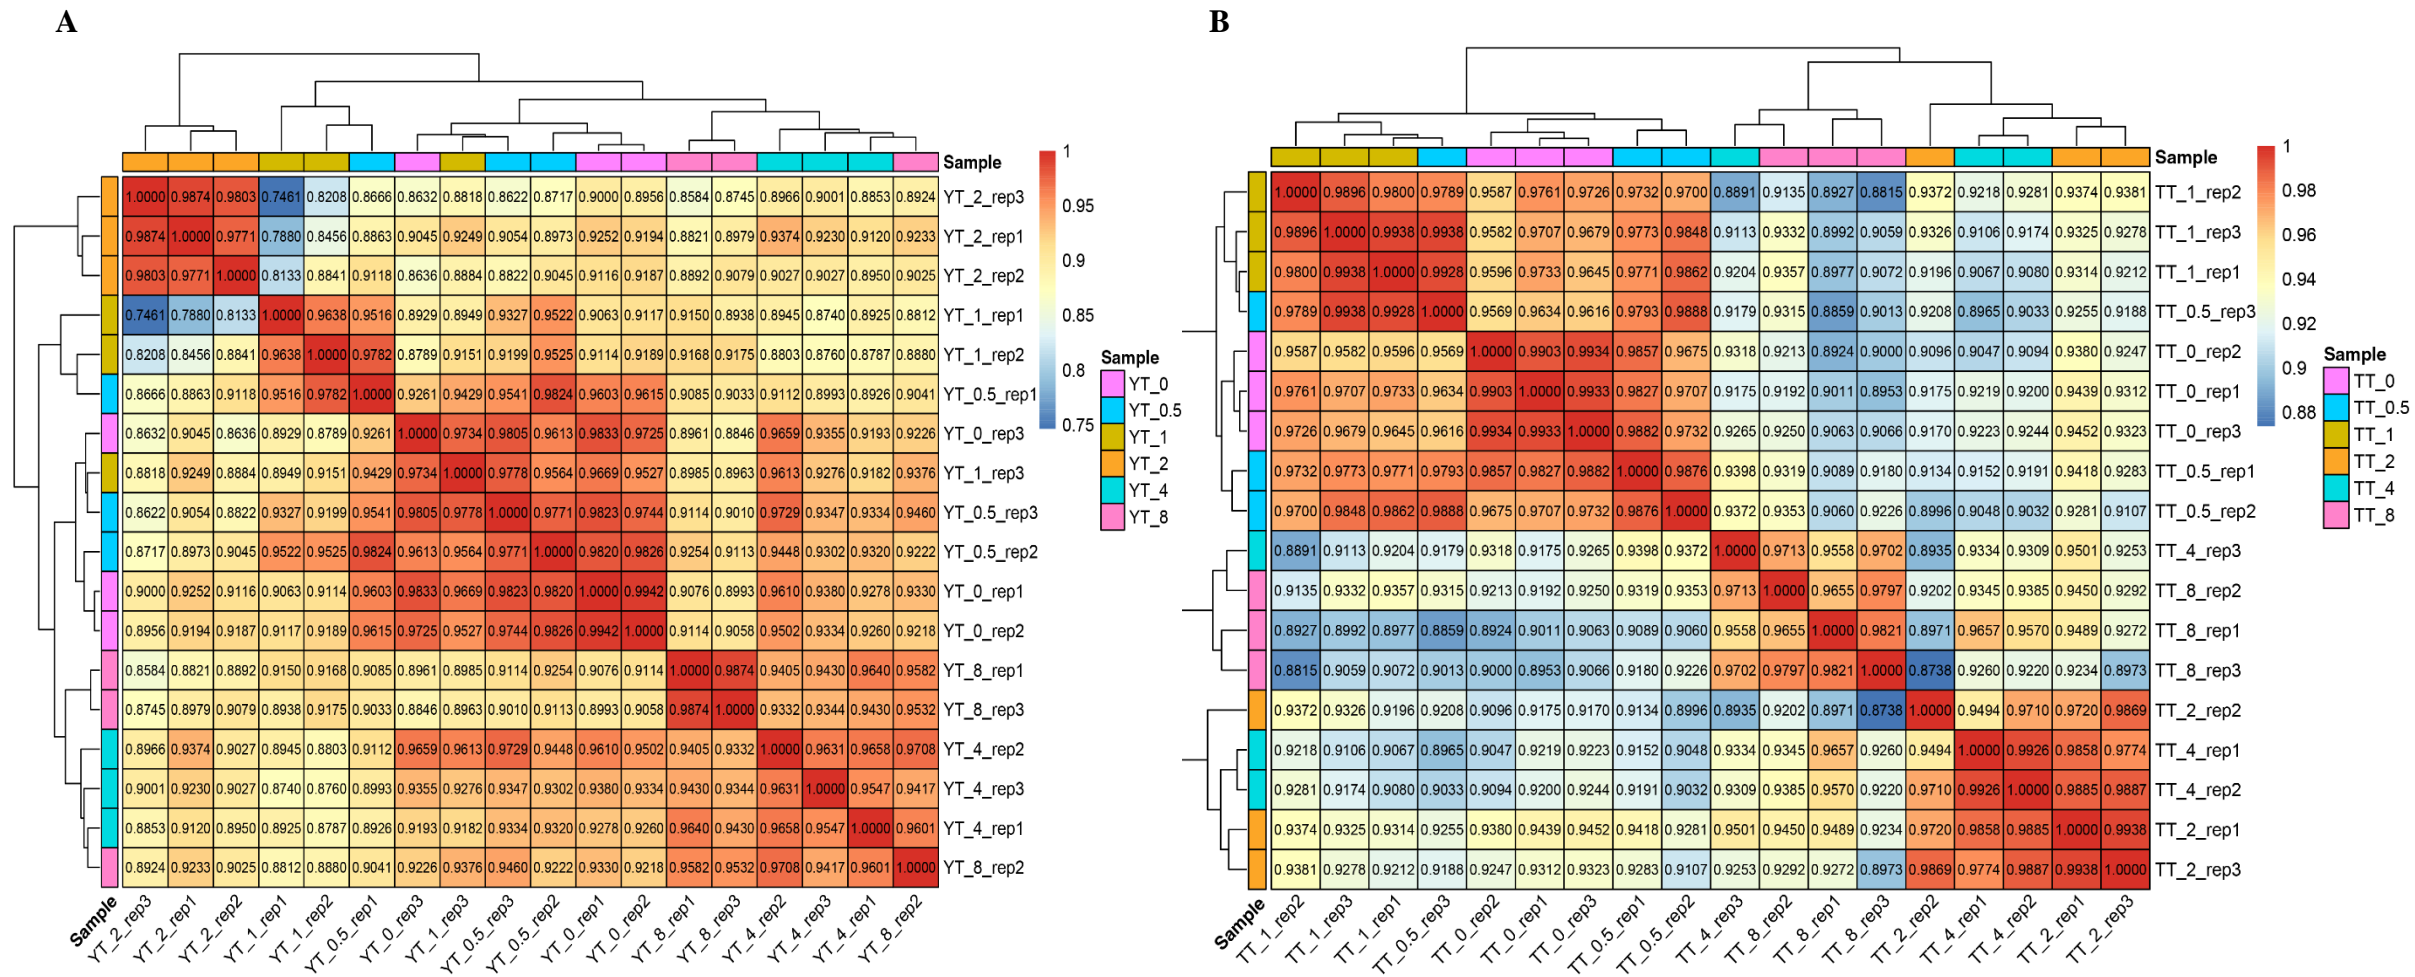

**Additional file 1: Fig. S1 Hierarchically clustered correlation matrix of RNA-seq data generated from YT (A) and TT (B) subjected to cold treatment at different time points. Three biological replicates for each time point. Pearson correlations were calculated and hierarchically clustered by the heatmap package in R.**

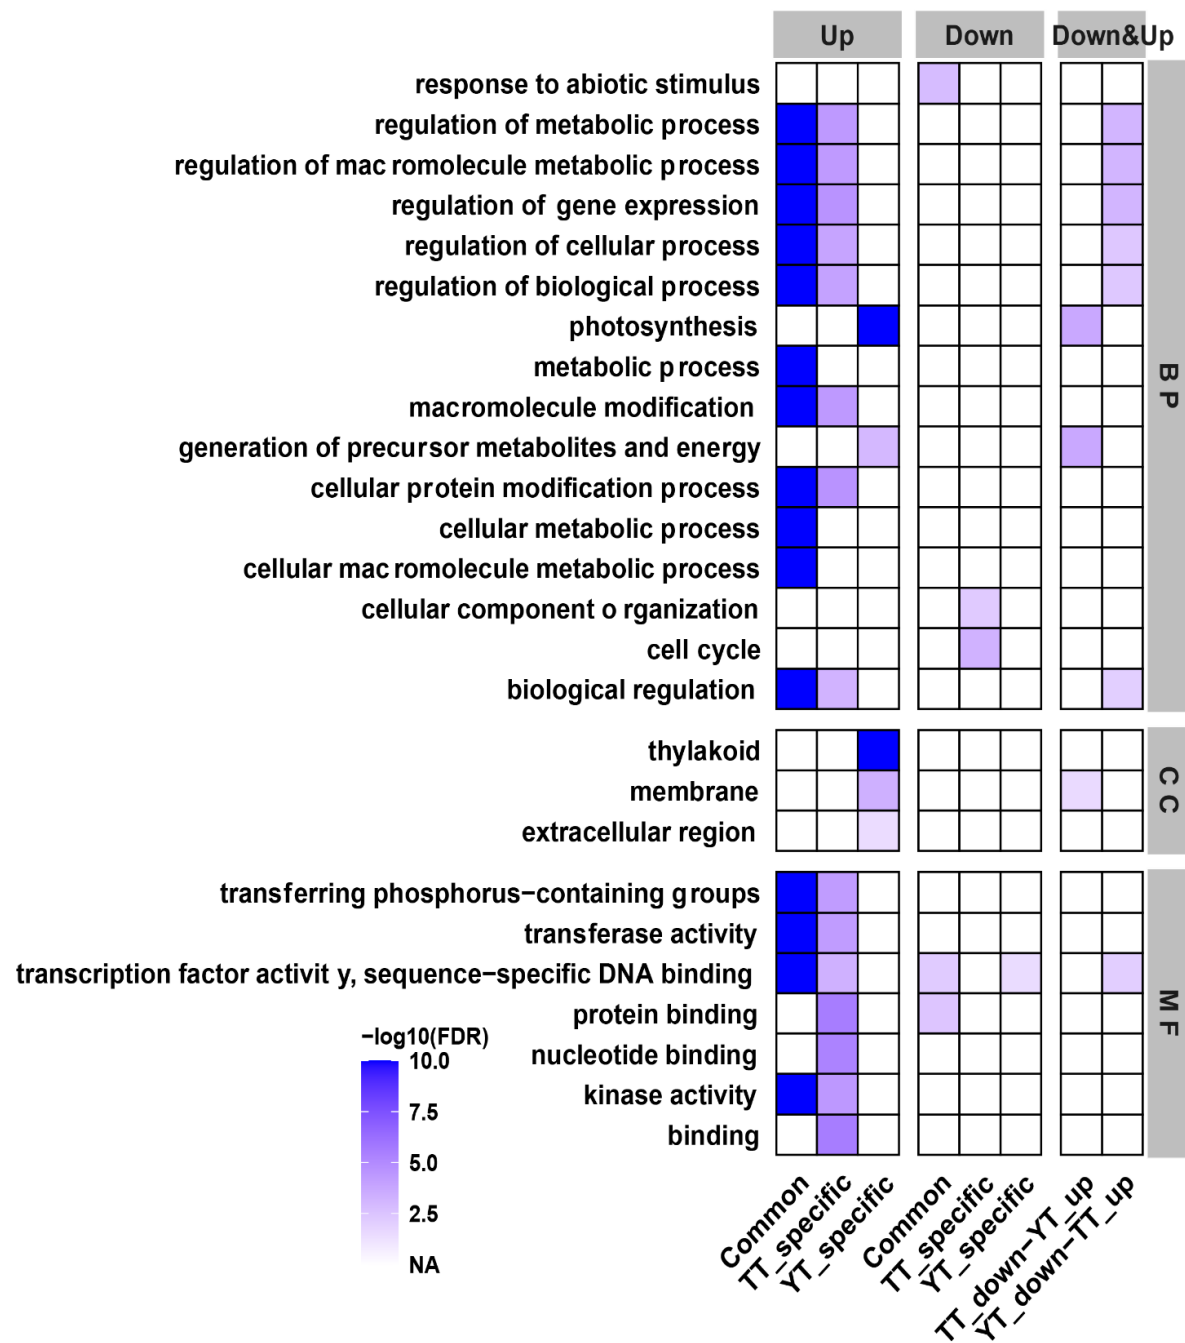

**Additional file 1: Fig. S2** GO term enrichment analyses of up-regulated or down-regulated genes that were specific for YT or TT or shared between YT and TT.

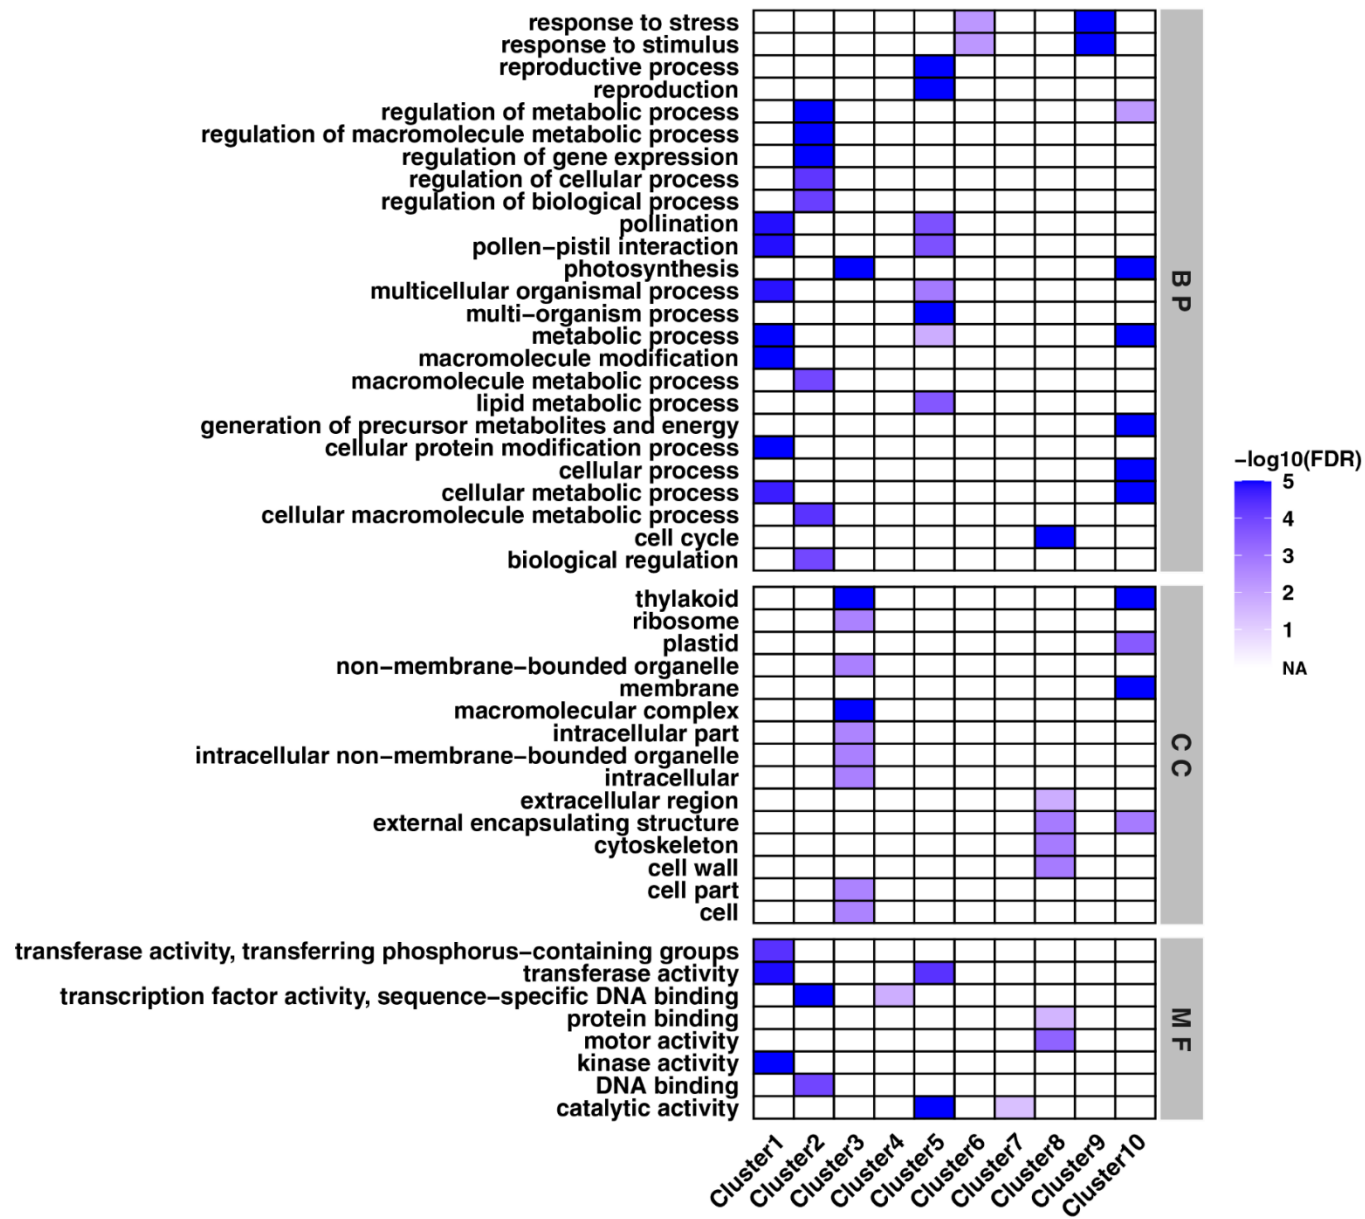

Additional file 1: Fig. S3 GO term enrichment analyses of each cluster in Fig.2B.

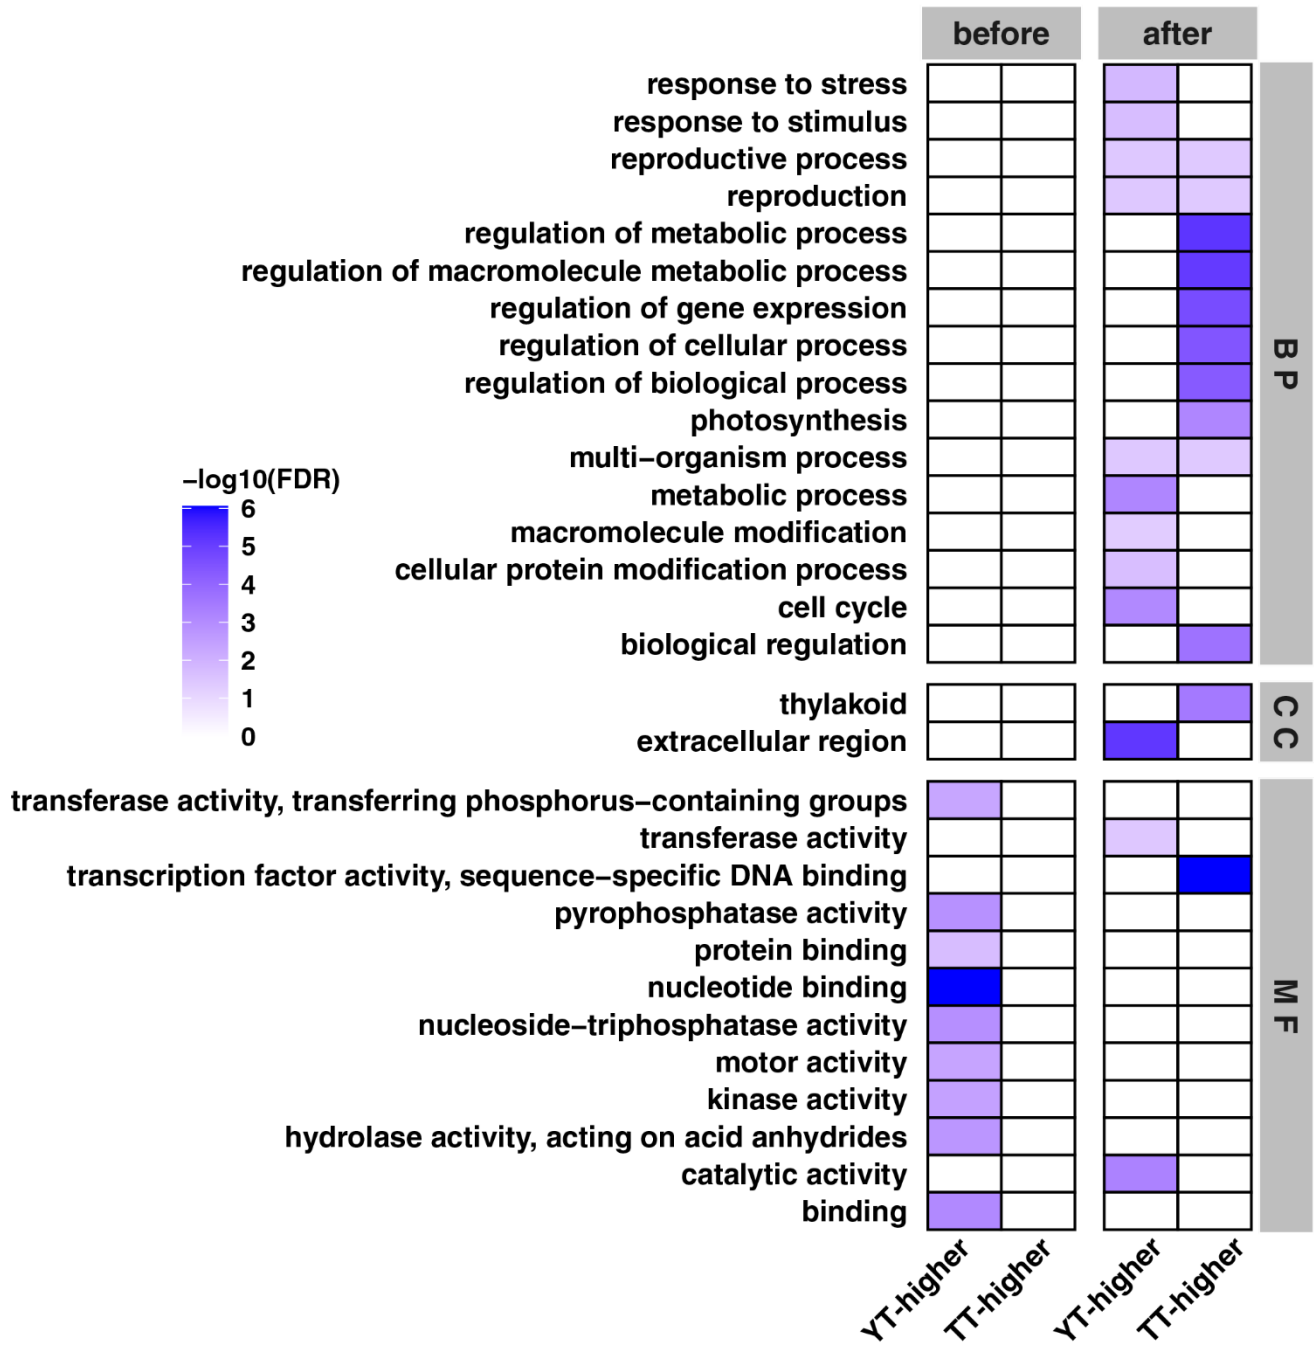

**Additional file 1: Fig. S4** GO term enrichment analyses of genes that were up-regulated or down-regulated before (CK) or after cold treatment.

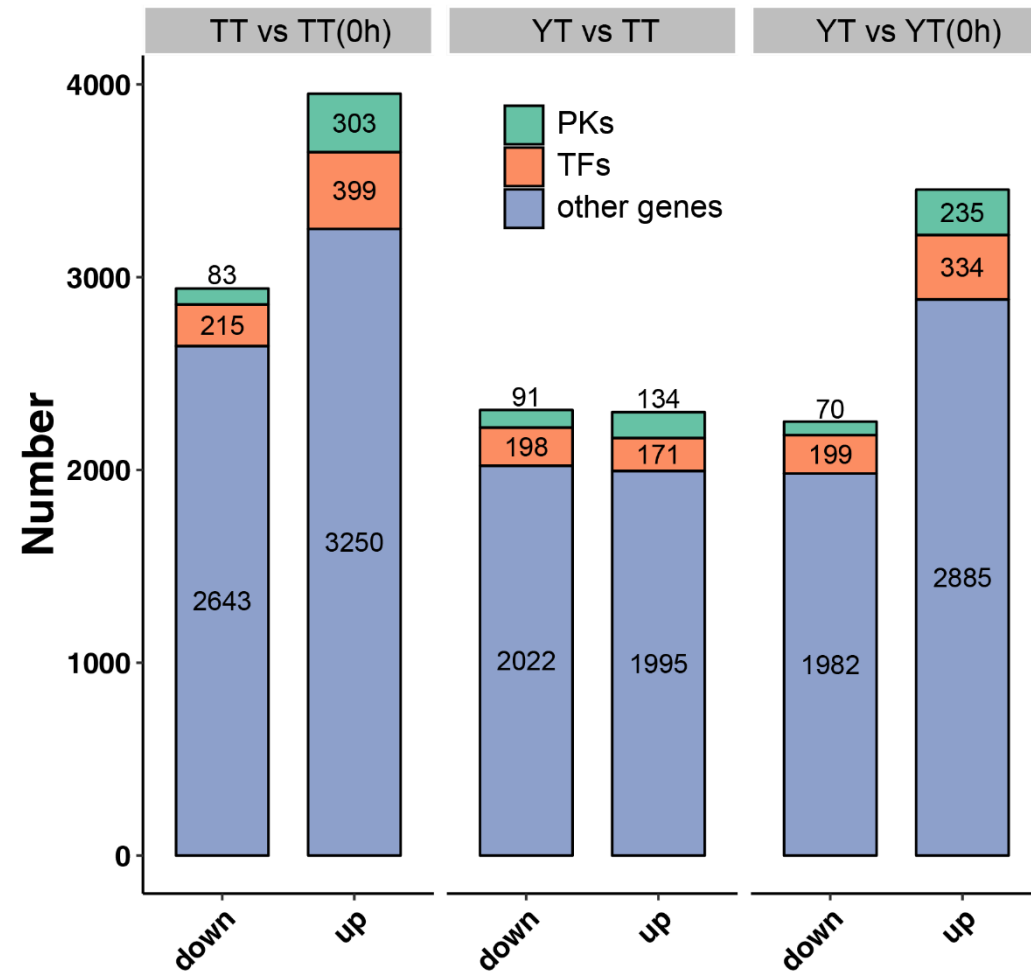

**Additional file 1: Fig. S5** Bar plots showing the number of genes, TFs and PKs differentially expressed at least at one time point in TT, YY or between YT and TT before (0 h) and after cold treatment (0.5 h, 1 h, 2 h, 4 h, 8 h).

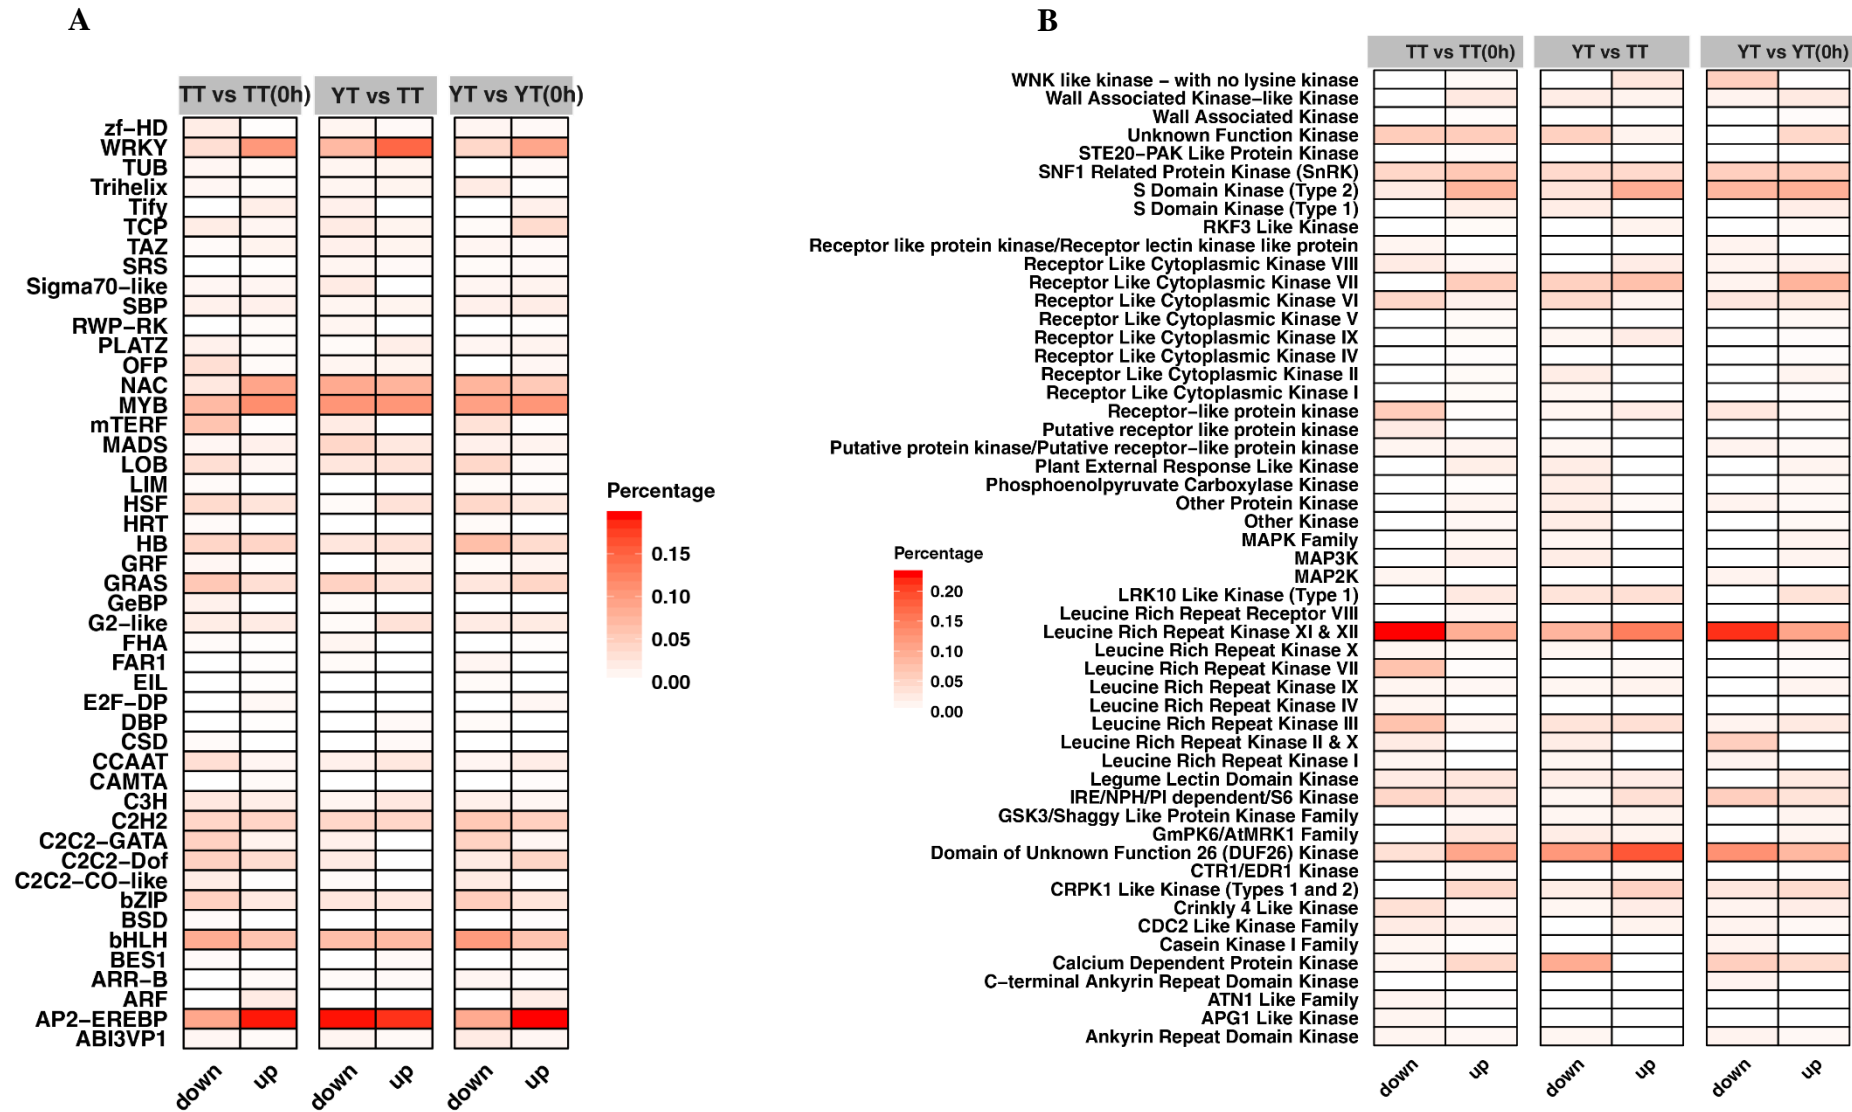

**Additional file 1: Fig. S6 (A, B)** Heatmap showing the type percentage of the TFs (A) or PKs (B) differentially expressed at least at one time point in TT, YY or between YT and TT before (0 h) and after cold treatment (0.5 h, 1 h, 2 h, 4 h, 8 h).

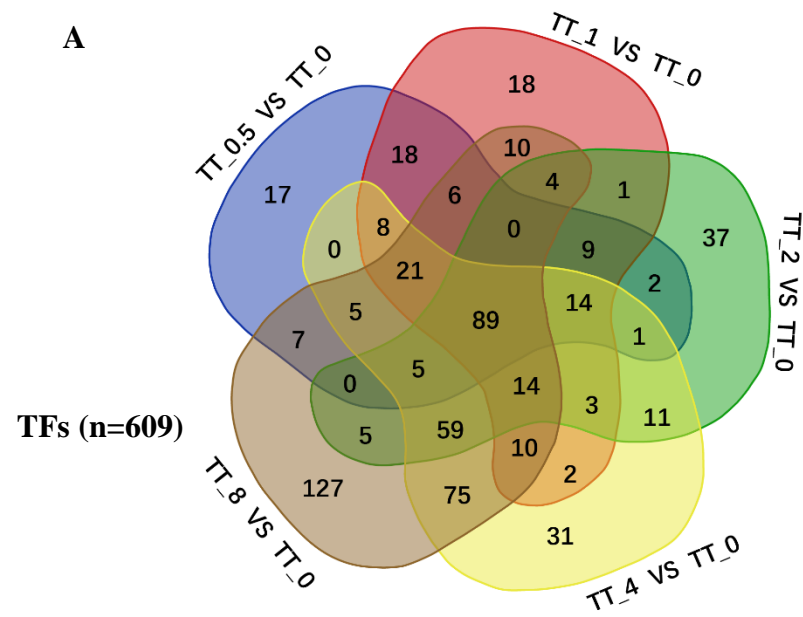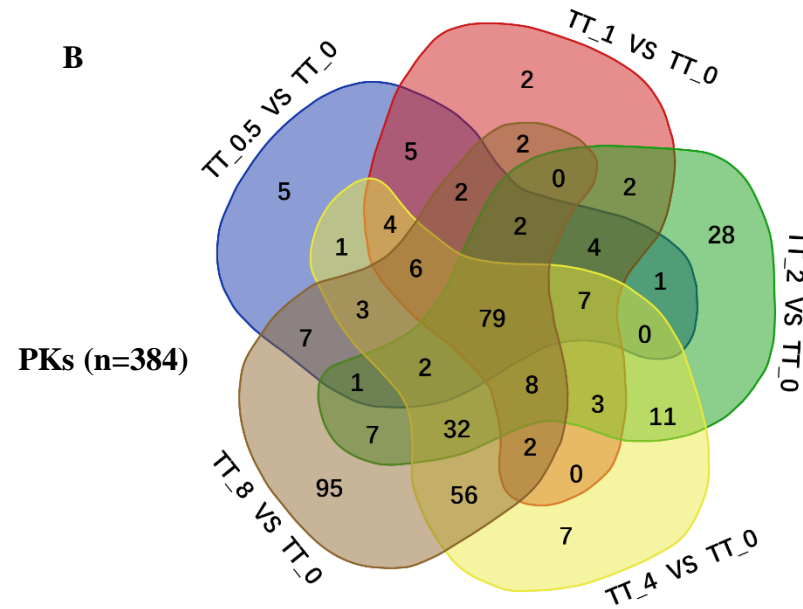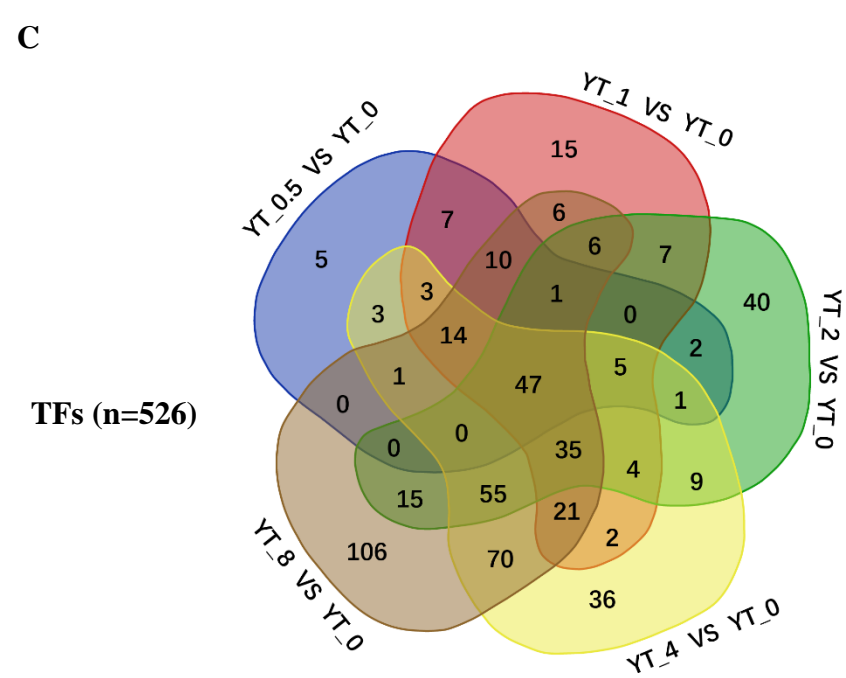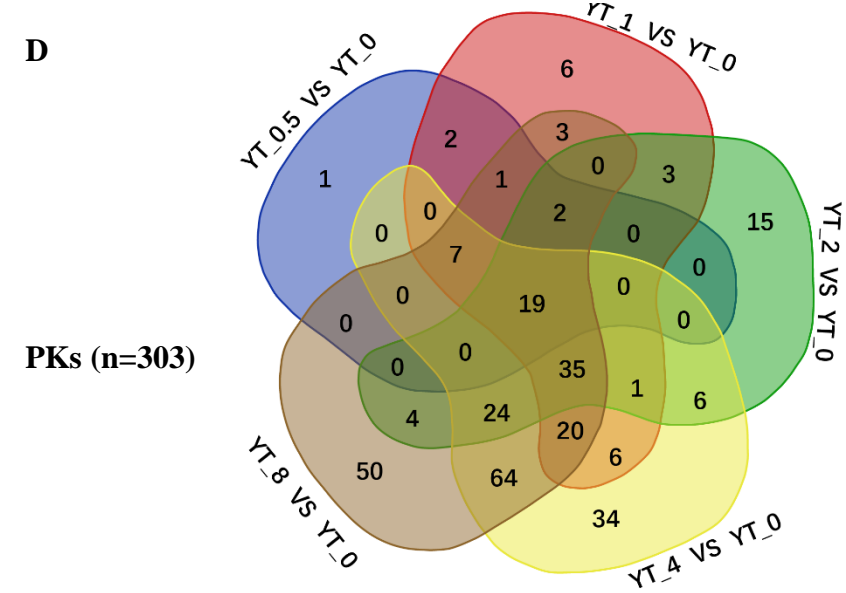

**Additional file 1: Fig. S7 (A, B)** Venn plots showing TFs (A) or PKs (B) differentially expressed at cold treatment (0.5 h, 1 h, 2 h, 4 h, 8 h) relative to 0 h in TT. (C, D) Venn plots showing TFs (C) or PKs (D) differentially expressed at cold treatment (0.5 h, 1 h, 2 h, 4 h, 8 h) relative to 0 h in YT.

# Cluster Dendrogram

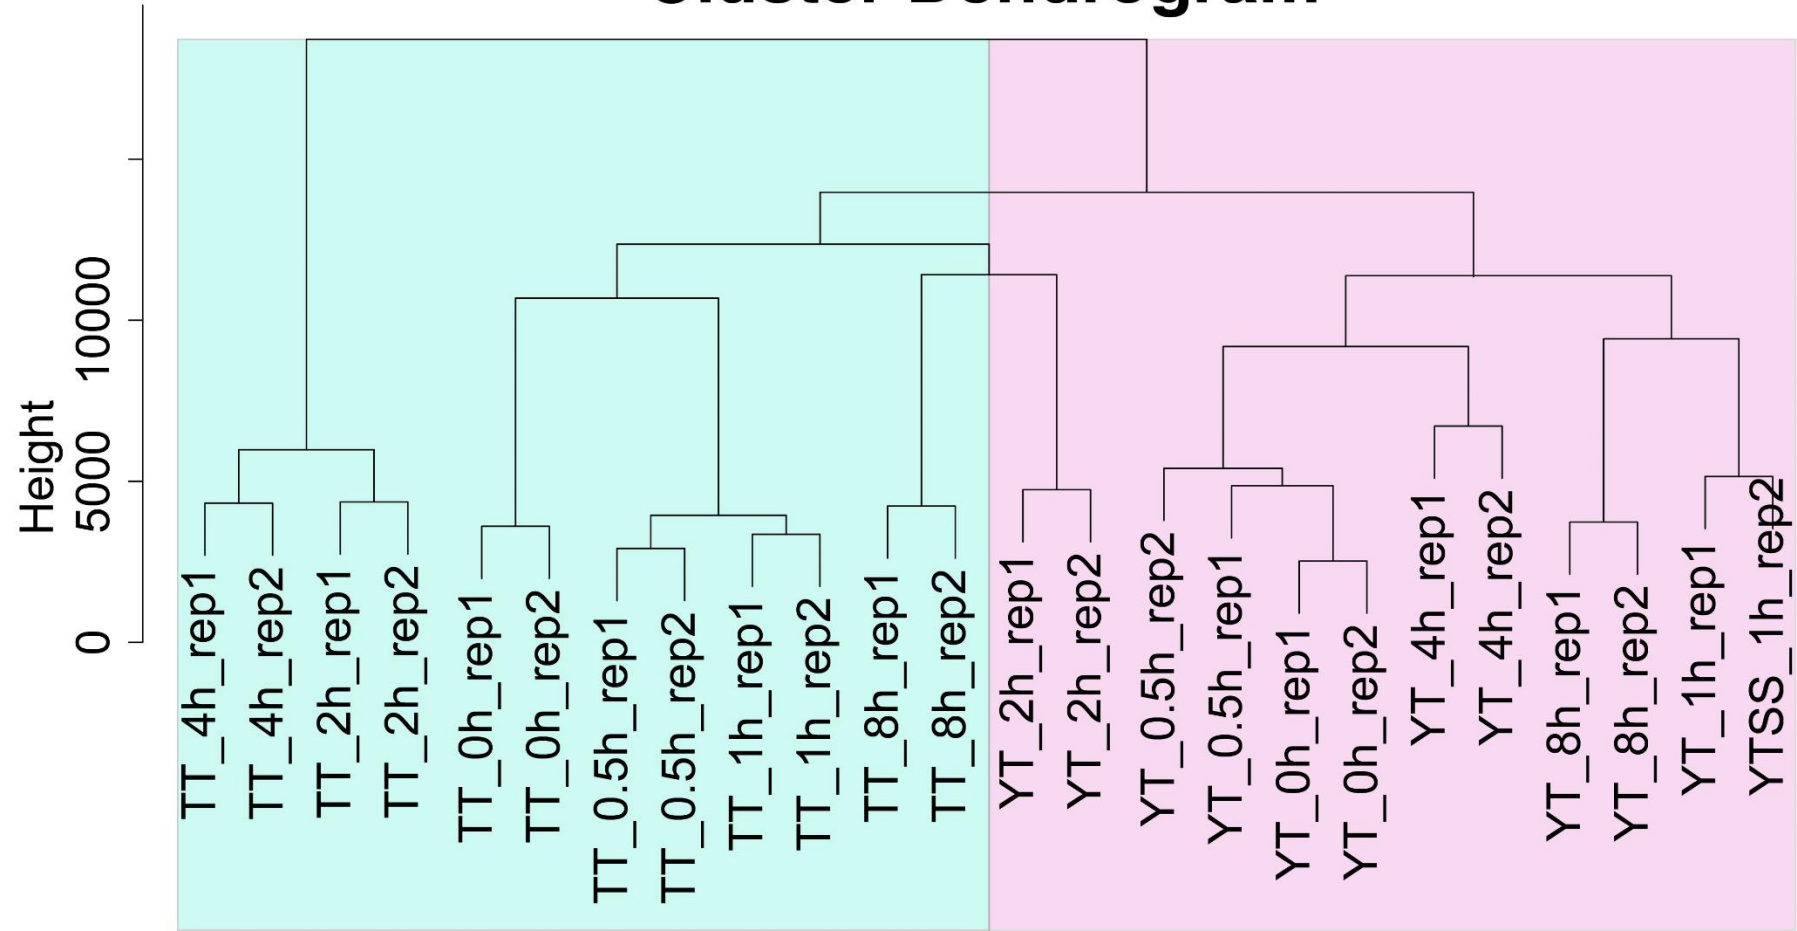

Additional file 1: Fig. S8 The clustering tree diagram shows different clustering groups.

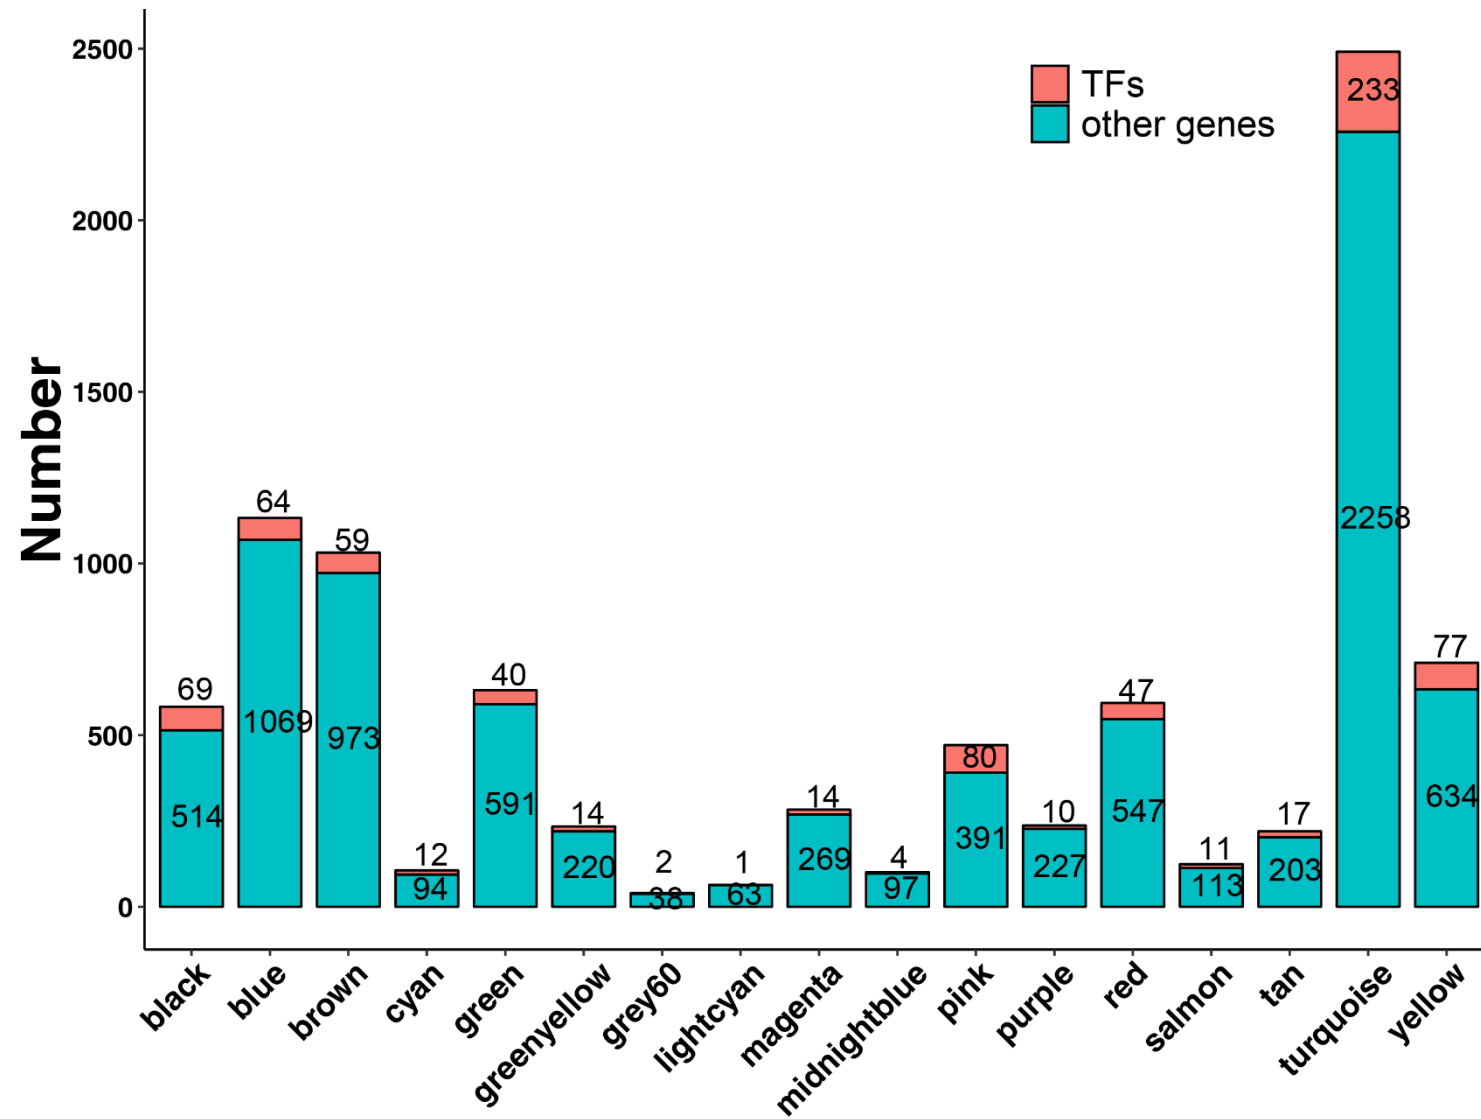

**Additional file 1: Fig. S9** Bar plots showing the number of genes and TFs distributed in the 17 co-expression modules.

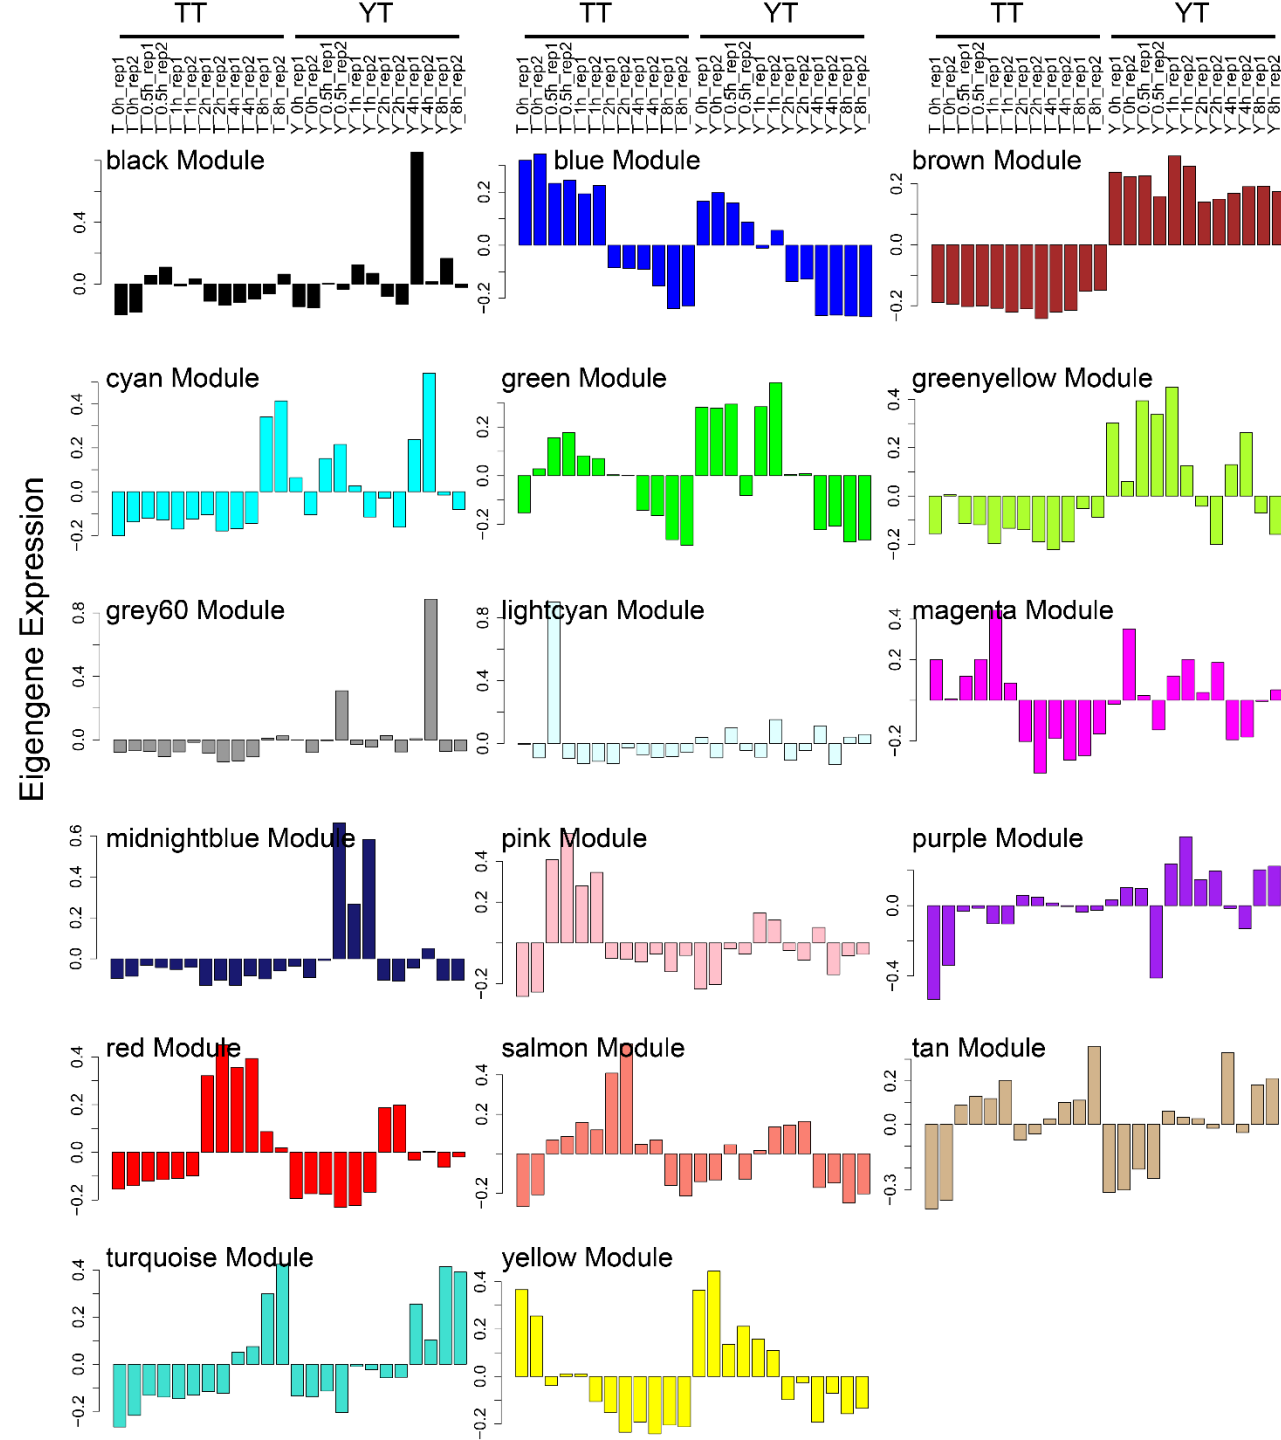

**Additional file 1: Fig. S10** Module standardized gene expression pattern of each module.

A

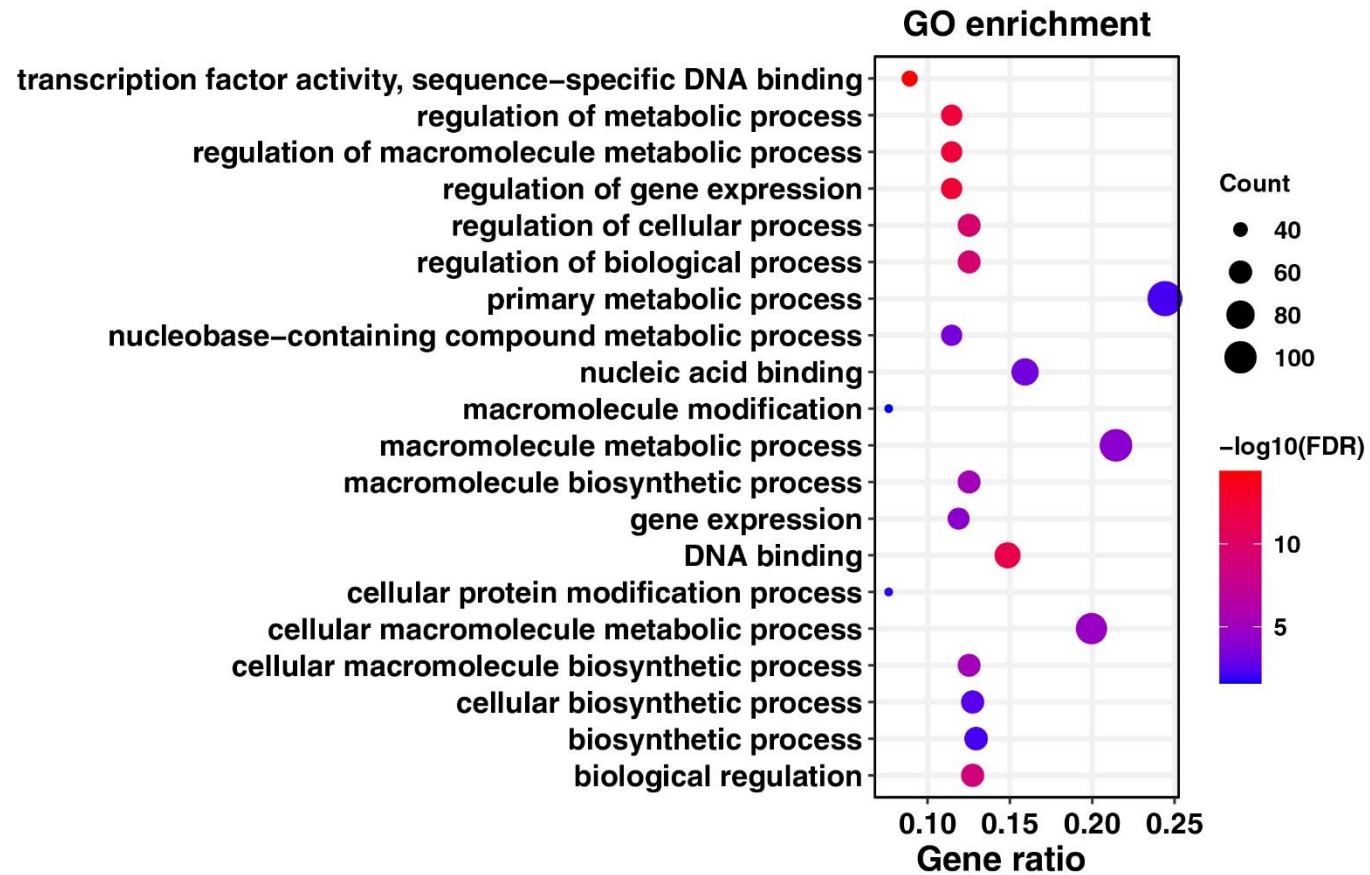

B

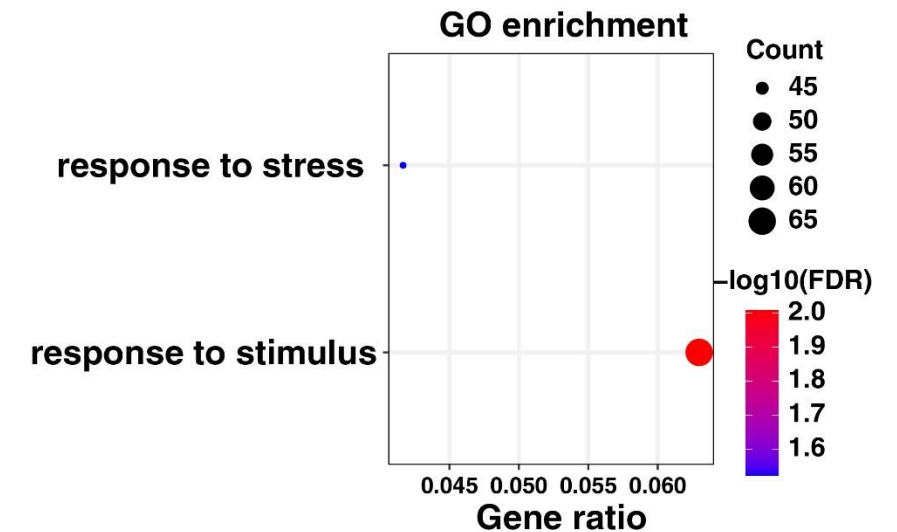

**Additional file 1: Fig. S11** (A) GO term enrichment analysis of genes in the pink module. (B) GO term enrichment analysis of genes in the brown module.

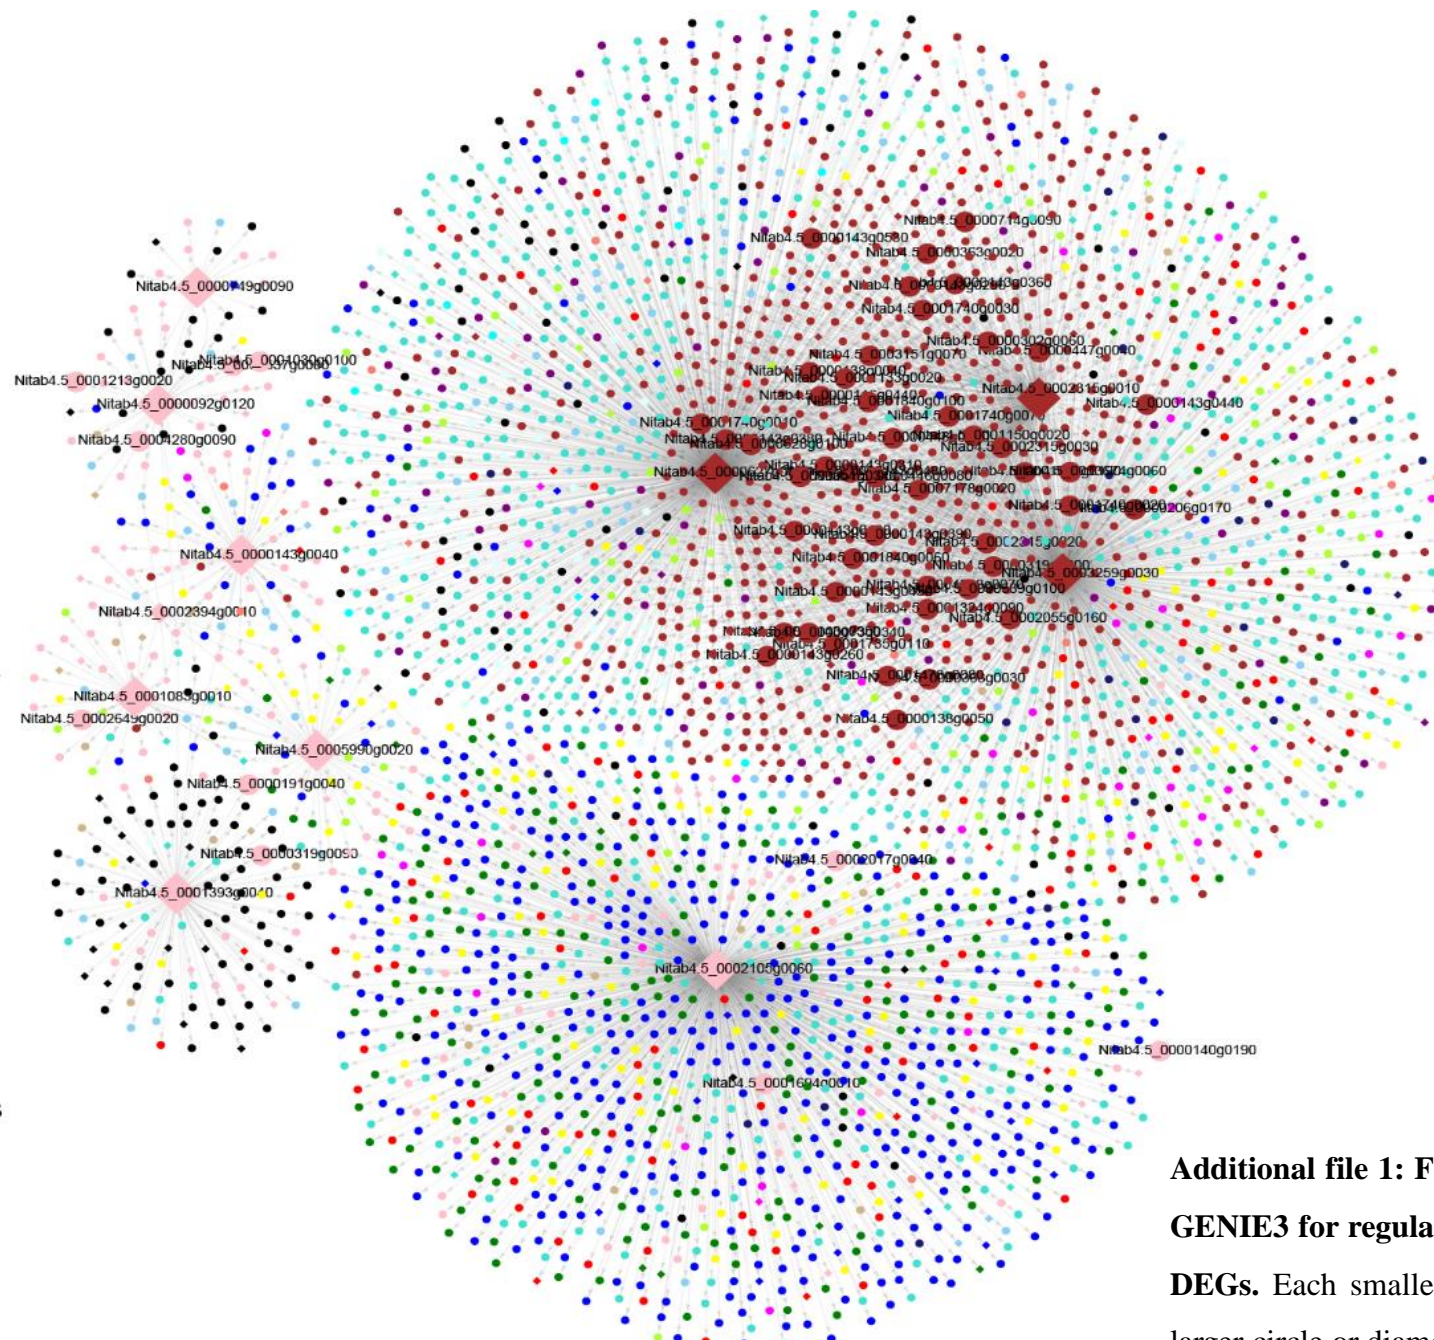

**Additional file 1: Fig. S12 Genetic regulatory networks (GRNs) constructed by GENIE3 for regulatory relationship between 11 transcription factors and 3,308 DEGs.** Each smallest circle or diamond represents the common DEGs, and each larger circle or diamond represents hub genes/TFs.

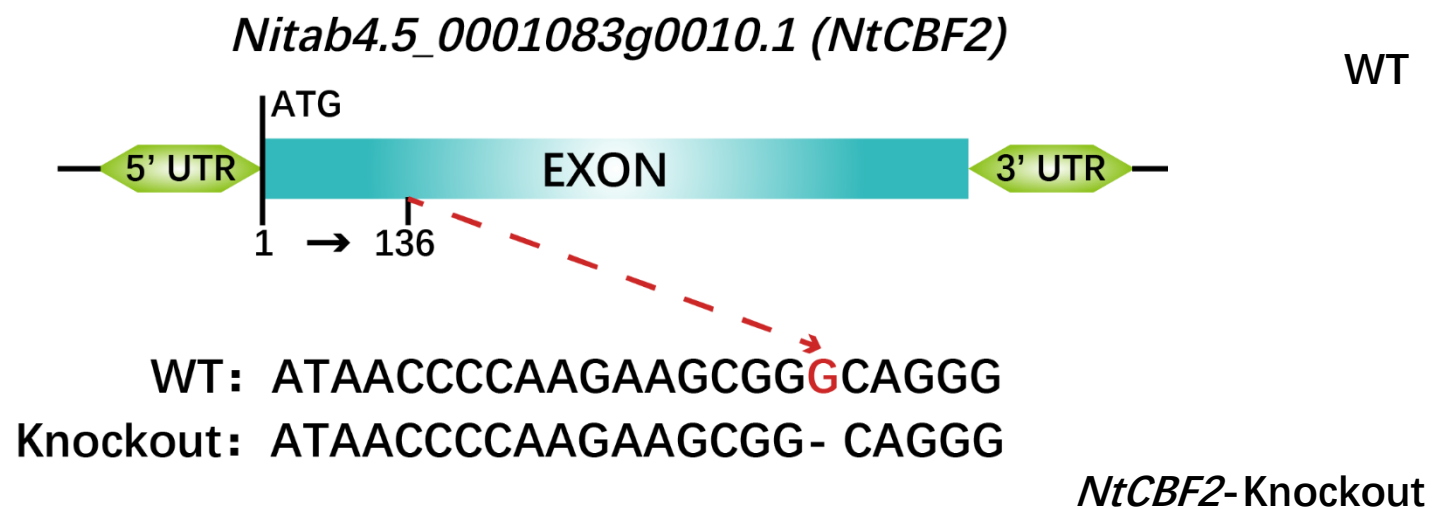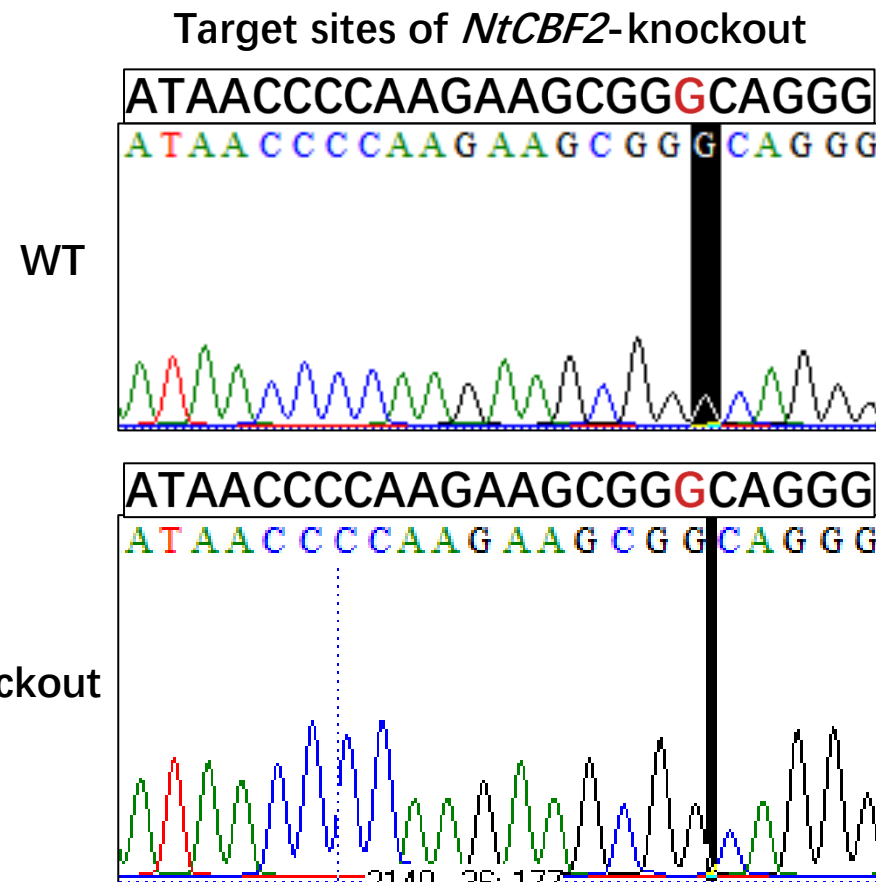

**Additional file 1: Fig. S13** Sanger sequencing confirming the CRISPR-Cas9 related transgenic line with sequence mutation in the exon of *NtCBF2*.

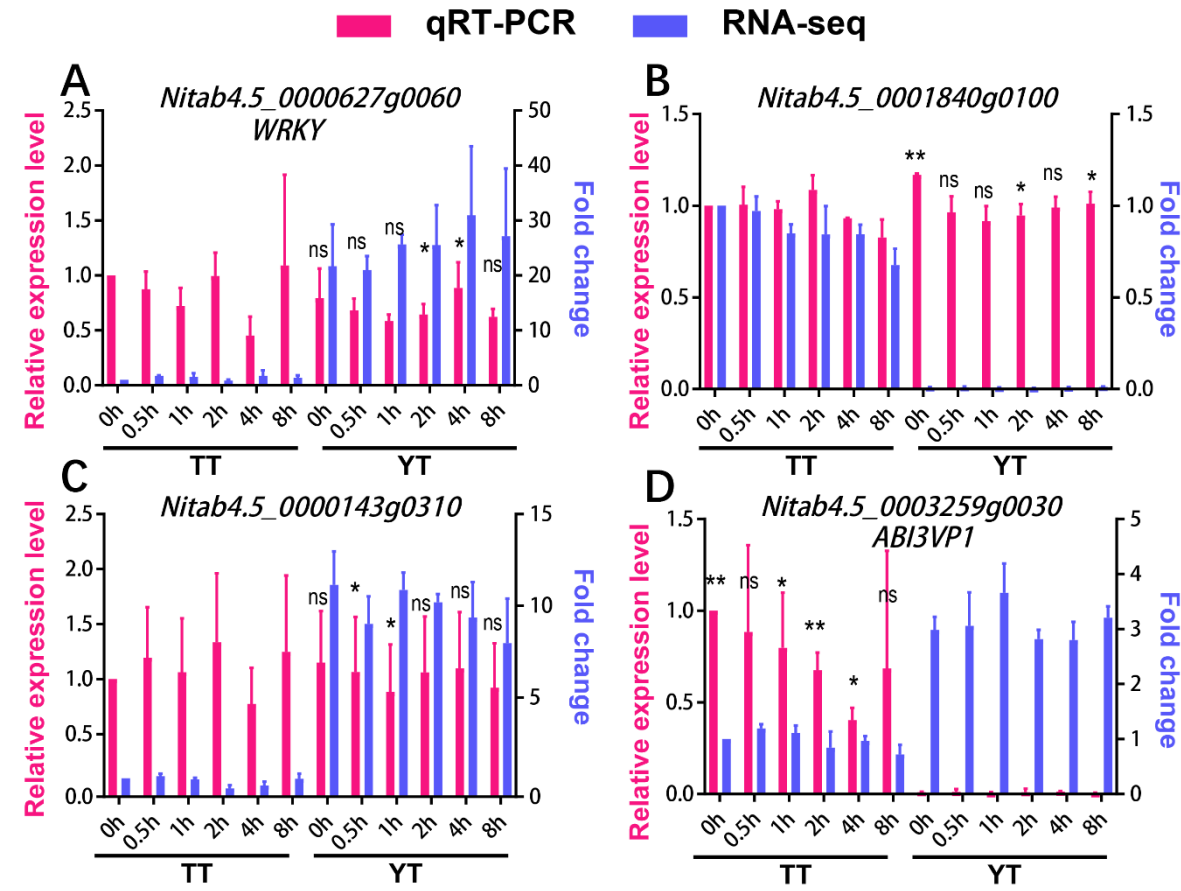

**Additional file 1: Fig. S14 qRT-PCR validation of 4 key genes identified in the network.** A dual y-axis plot illustrating in-parallel comparison between RNA-seq (expression fold change compared to 0 hours of TT, blue) and qRT-PCR (relative expression levels, red) of each individual gene examined. The right coordinate (y axis) with blue represents expression fold change of RNA-seq, the left coordinate (y axis) with red represents the relative expression levels of qRT-PCR. The transcript levels of each gene in each time point were normalized relative to the internal control of gene *NtActin7*. Relative expression levels of genes examined were calculated and expressed as  $2^{-\Delta\Delta CT}$  relative to the expression levels of the corresponding genes in *NtActin7*, which were set as 1.0. The mean expression levels were calculated from three biological replicates. Error bars are standard deviations of three biological replicates. Significance test was determined using Student's t test. “\*”:  $p < 0.05$ , “\*\*”:  $p < 0.01$ , “\*\*\*”:  $p < 0.001$ .

How the deposited data were processed for this re-analysis (not part of the article)

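Leaf RNA of tobacco seedlings was sequenced in 36 libraries, 3 for each of the cultivars TT (Taiyan8) and YT (Yanyan97) at 0, 0.5, 1, 2, 4 and 8 h of 4 °C. The authors checked the reads with FastQC 0.11.5, trimmed them with Trim_Galore 0.6.4, mapped them with HISAT2 2.0.5 at default parameters and removed alignments with a mapping quality below 20 with SAMtools 1.9. The deposited counts are reads per gene that the authors counted with featureCounts 1.6.4 on the Nitab-v4.5 gene models, unstranded, each read singly and without multi-mapping reads, and they are not normalized. The deposited TPM values were made by the authors with StringTie 1.3.4d and are already scaled for gene length and depth. Both files hold 35519 genes on 24 chromosomes. Libraries were assigned to cultivar, time point and replicate from the sample labels alone, and 0 columns of values of no sample were used.

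Depth per group, as counts on genes in the lowest, middle and highest library, was 26416612, 26640088 and 26691552 in TT at 0 h; 22466934, 24878993 and 25085034 at 0.5 h; 24351085, 25200553 and 25493736 at 1 h; 23998812, 24314973 and 24346640 at 2 h; 24189596, 24403144 and 24447814 at 4 h; and 24446683, 25005173 and 25046321 at 8 h. In YT it was 23857897, 25151558 and 25405926 at 0 h; 22837809, 23921894 and 25959408 at 0.5 h; 22642806, 23885179 and 24727576 at 1 h; 23223507, 24248459 and 24767449 at 2 h; 15484160, 23428139 and 24566338 at 4 h; and 22239372, 24062556 and 25504968 at 8 h. Counting error was smaller than the spread between replicates for genes with at least 20 counts in a pair of libraries. Genes with 3 counts or fewer in every library of a group were treated as at the floor, and their fold changes are given as lower bounds.

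Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were filtered with filterByExpr, which left 23740, libraries were scaled with TMM factors, and one quasi-likelihood model with a term for each of the 12 groups was fitted to all 36 libraries. The 21 comparisons were each time point of cold against 0 h within each cultivar, YT against TT at each of the 6 time points, and 5 interactions (the response to cold in YT minus that in TT). A gene was called with a log2 fold change above 1 in size and a Benjamini-Hochberg adjusted p under 0.05, the thresholds of the paper's Methods; all tests are two-sided. The Methods name DESeq2 for this step. The design set before the data were examined took edgeR as the main test and DESeq2 1.42.0 as an alternative, so the counts printed first are edgeR's. Positive values between the cultivars are YT-higher. CPM are TMM-scaled, and log2 CPM used a prior count of 2. The scripts were tested on simulated data: of 200 genes changed in the simulation edgeR called 168 in their direction and 1 of the unchanged genes, and DESeq2 called 176 and 10.

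Principal components were computed with prcomp on log2(TPM + 1) of genes with a mean TPM of 1 or more, and the share of a component that lies between the cultivars was tested by permuting the cultivars within time points (100000 resamples, one-sided for a larger share). Eigengenes of the pink and brown modules were computed from the 50 hub genes of each module in the paper's tables, over all 36 libraries; the design had foreseen replicates 1 and 2, but Fig. S8 does not identify the paper's replicates by number. WGCNA and GENIE3 were not used here. Weights of the 11 hub TFs for the hub genes came from random forests (ranger 0.17.0, 1000 trees per gene). They were scaled to sum to 1 for each hub gene, with edges at weights of 0.2 or more. Tables were handled with data.table 1.17.8, and plots drawn with matplotlib 3.10.9 in Python 3.11.15.

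Genes were named in the text by a rule: every gene the paper names in its text or in Fig. 5 to 8, the 13 genes of Table S8, the 11 hub TFs, the NtCBF genes of Table S6, the 3 genes of the Discussion shared with the earlier study, and, for 8 h against 0 h in each cultivar and YT against TT at 0 h, the 2 called genes with the largest rise and the 2 with the largest fall among those with replicates that did not overlap and a mean of at least 10 CPM over the 6 libraries.

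The alternatives tried were DESeq2 with its own size factors and filtering, DESeq2's size factors in the edgeR fit, no expression filter (28347 genes), fits of only the libraries compared (21318 to 22749 genes), the replicate number as an additive block, and leaving out each library in turn. For the components and eigengenes they were a pseudocount of 0.1, all genes with a TPM above 0, group means of untransformed TPM, log2(TPM + 1), CPM in place of TPM, and leaving out each replicate number. For the weights they were a limit of 0.3, the libraries of each cultivar alone, log2(TPM + 1), CPM in place of TPM, and leaving out each replicate number. GO terms, the subclusters of Fig. 1 and Fig. 2, whole modules, the qRT-PCR data and the mutant plants were not analysed here. Positions are those of the Nitab-v4.5 gene models on the genome that the paper cites.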

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

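Of the tests in this part, the comparison of draws that exchange equal numbers of libraries, both tests on chromosome 8, and the test of scaffolds by direction were chosen only after the result was seen.

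The response to cold differed between YT and TT, by an interaction term, for 372 genes at 0.5 h (88 with a higher and 284 with a lower log2 fold change in YT), 27 at 1 h (8 and 19), 470 at 2 h (236 and 234), 218 at 4 h (88 and 130) and 1079 at 8 h (517 and 562). At an unadjusted p under 0.05 in edgeR's test the numbers were 5178, 2421, 4752, 4817 and 5947. They were singled out because the difference between the cultivars was itself tested. DESeq2 moved the share of higher responses by up to 12.1 points: 35.8% against 23.7% at 0.5 h and 41.2% against 29.6% at 1 h. Other groupings of the libraries gave as many genes in 7 of 60 draws at 0.5 h, 7 of 60 at 1 h, 6 of 60 at 2 h and 7 of 60 at 4 h, and in 2 of 60 at 8 h, the real grouping included. These counts decide nothing, because a draw that exchanges the cultivars at a single time point turns the constant difference between the cultivars into an interaction by construction. Of the 31 draws per time point that exchange equal numbers, only the real grouping gave as many genes, and the highest other count was 1. Single libraries also moved these counts. At 1 h the count ranged from 5 without YT 1 h replicate 2 to 29 without YT 1 h replicate 3. At 4 h it ranged from 28 without TT 4 h replicate 2 to 543 without TT 0 h replicate 3. Which genes differ in their response to cold therefore stays open.

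Of the 255 genes that differed in one direction at all 6 time points, 125 had such a neighbour on their scaffold, more than the 29 of the 95th percentile of random reassignments. The paper does not report on positions. Genes that respond to cold can also share a scaffold, as NtCBF3 and NtCBF11 did on chromosome 4. The random reassignments did not allow for such neighbours, so the count of 125 alone does not exclude a response to cold. For the brown hub genes a response to cold as the whole cause is excluded, since 45 of 50 differed at 0 h. A candidate explanation is that stretches of the genome differ between the cultivars and carry their genes along; the count of 125 is what this needs, but it does not say whether expression or the sequence of the reads differs. Reads of a diverged TT haplotype lost in mapping cannot give the whole pattern, because 10 brown hub genes were TT-higher at all 6 time points. For the 34 YT-higher brown hub genes that loss was not tested apart and remains possible. Of 36 scaffolds with at least 2 of the 255 genes, 25 held genes of one direction only. When directions were reassigned, the median was 12 and the 95th percentile 16. Some of these scaffolds held only TT-higher genes, so the count does not speak for a loss of TT reads. Whether an effect of the stretches on cold tolerance exists was not tested.

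On chromosome 8, 12 neighbouring genes between 105 and 110 Mb were TT-higher at all 6 time points. The segment from 108010054 to 108286630 holds 14 genes, all with more than 3 counts in a TT library, and 11 of them (78.6%) had 3 counts or fewer in all 18 YT libraries. The limit chosen for a missing segment was 90% and was not met. The 3 other genes had up to 4.64% of their TT level in YT. A segment that is absent in YT, and a segment whose YT reads are not counted, therefore cannot be told apart from low expression of its genes, because a few counts can come from reads of similar genes elsewhere. The genes next to the segment, Nitab4.5_0004783g0010 and Nitab4.5_0002315g0150, had log2 differences of −0.043 and −0.580. They were named after their values were seen. Another candidate explanation is that a segment of chromosome 21 stands in its place in YT: the 60 tested genes from 79 to 83 Mb of chromosome 21 had a median log2 difference of 0.835, within the range of 0.7 to 1.3 that a doubled segment would give, at the 99.8 percentile of windows of as many genes, and the 52 genes there that were not called at all 6 time points had 0.758. Of the 60 genes, 48 had a positive difference, 24 of them above 1, and the others did not rise. The window was chosen after its values were seen. One pair of similar genes had YT-to-TT ratios of 0.000687 for Nitab4.5_0002315g0030 on chromosome 8 and 1.97 for Nitab4.5_0001478g0080. Their sum was lower in YT, with a ratio of 0.903 (permutation test over 18 libraries of each cultivar, p = 0.0089). DNA of the cultivars was not analysed here.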

How the results depend on the processing

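No alternative in this part was added later, and no test was chosen only after the result was seen.

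Of 65 results, 49 kept their direction and their side of the threshold, or stayed within 1.5 times their count, under all alternatives that keep all libraries, and 44 also in the fits without one library. DESeq2's size factors and no filter changed none of 59 results each, and the replicate block changed none of 59 either. Libraries of the same replicate number were not paired: over 16 comparisons, 0 had all 3 same-number pairs above an r of 0.1, and 7 of 48 pairs were, from −0.192 to 0.233. With the replicate block, the interactions numbered 359, 25, 504, 190 and 1052 genes, against 372, 27, 470, 218 and 1079 without it.

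DESeq2 changed 5 of 59 results. It gave 42 genes down-regulated in YT at 0.5 h (26 with edgeR) and 665 genes with a different response at 0.5 h, 119 at 1 h, 922 at 2 h and 659 at 4 h. Fits of only the libraries compared changed 12 of 59: 42 genes down-regulated in YT at 0.5 h, 275 YT-higher and 303 TT-higher at 2 h, 287 and 222 at 8 h, 813 YT-higher under cold but not at 0 h, 710 interactions at 0.5 h, 98 at 1 h, 587 at 4 h and 551 at 8 h, and 2 brown hub genes called against 0 h in TT and 0 in YT. The cause was not tested; fewer libraries enter the dispersion estimates of those fits.

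The share of PC2 between the cultivars fell to 2.84% with the 12 group means of untransformed TPM, where PC1 held it. The mean r of the brown eigengene with the YT groups was 0.300456 with log2(TPM + 1) and 0.300419 with CPM, against 0.299572, changes above its SD of 0.000534 but small. TF edges numbered 15 within TT, 27 within YT and 22 at a weight of 0.3, against 159. A stricter limit lowers the count by construction. Within one cultivar the difference between the cultivars is lost and the libraries are fewer, and their effects were not told apart. Edges among pink genes numbered 2 within TT and 13 within YT, against 12.

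Fits without one library changed 58 of 858 values. Their ranges were 140 (without TT 0.5 h replicate 2) to 380 (without TT 0 h replicate 3) genes down-regulated in TT at 0.5 h; 283 (TT 0 h replicate 2) to 503 (TT 0 h replicate 3) at 1 h; 204 (YT 0 h replicate 2) to 358 (YT 0.5 h replicate 1) up-regulated and 17 (YT 0 h replicate 2) to 26 (YT 0.5 h replicate 2) down-regulated in YT at 0.5 h; 503 (TT 0 h replicate 1) to 1079 (TT 0 h replicate 3) YT-higher at 0 h; 342 (TT 2 h replicate 2) to 1171 (TT 2 h replicate 1) YT-higher and 325 (YT 2 h replicate 2) to 700 (TT 2 h replicate 1) TT-higher at 2 h; 584 (TT 4 h replicate 1) to 1026 (YT 4 h replicate 2) YT-higher at 4 h; and 1 (YT 0 h replicate 1) to 3 (YT 2 h replicate 2) brown hub genes called against 0 h in YT. Interactions ranged from 83 (TT 0.5 h replicate 3) to 769 (TT 0 h replicate 3) at 0.5 h, 5 (YT 1 h replicate 2) to 29 (YT 1 h replicate 3) at 1 h, 83 (YT 0 h replicate 3) to 897 (TT 2 h replicate 1) at 2 h, 28 (TT 4 h replicate 2) to 543 (TT 0 h replicate 3) at 4 h and 540 (TT 0 h replicate 1) to 1610 (YT 8 h replicate 1) at 8 h.

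Of 83 comparisons of named genes, 63 were called, and 54 of these in every fit. Interactions at 0.5 h that were not called reversed sign for 3 genes. For Nitab4.5_0001200g0100 (0.30) the value was −0.145 with DESeq2, −0.109 without TT 0 h replicate 1, −0.187 without TT 0.5 h replicate 1 and −0.346 without YT 0.5 h replicate 1, and at most 0.776 without TT 0.5 h replicate 2. For Nitab4.5_0002419g0020 it was −3.45 without TT 0 h replicate 2, −0.379 without TT 0.5 h replicate 1, −0.00330 without TT 0.5 h replicate 2 and −0.580 without YT 0.5 h replicate 3, and at most 0.936 without TT 0.5 h replicate 3. For Nitab4.5_0005990g0020 (−0.56) it was 1.14 without YT 0 h replicate 2 and −1.12, its lowest, without TT 0 h replicate 1. Among the other values of named genes, DESeq2 made 6 stronger and the fits of only the libraries compared 7, and the fits without one library made 37 weaker and 2 stronger of 600. Folds of the 13 genes of Table S8 to TT at 0 h moved for 8 genes with CPM, 5 with a pseudocount of 1 and 1 with one of 0.1.

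Depth limits genes near the floor: a gene with 3 counts or fewer in a group has only a lower bound of its fold change, which holds for 3 or 4 of the 9 NtCBF genes in each comparison of TT with 0 h and for 5 or 6 in YT.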

Differences from the paper's values

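No test in this part was chosen after the result was seen; the eigengenes were computed over 3 replicates instead of the 2 foreseen. The paper's Methods name DESeq2 for differential expression, and the values here come from edgeR with the same thresholds, as set before the data were examined.

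For genes down-regulated in TT at 0.5 h the paper's supplement gives 440 and the value here was 278. With DESeq2, with only the libraries compared (306), without TT 0 h replicate 3 and without TT 0.5 h replicate 1, the value came within 1.5 times the paper's; with DESeq2's size factors (262), no filter (263), the replicate block (257) and the other fits without one library it did not. For genes up-regulated in YT at 0.5 h the paper's value is 522 and the value here 346. DESeq2 (475), DESeq2's size factors (356), no filter (356), only the libraries compared (398) and the fit without YT 0.5 h replicate 1 (358) came within 1.5 times the paper's value, all still below it; the replicate block (341) and the other fits without one library did not. For genes down-regulated in YT the paper's values are 72 at 0.5 h and 281 at 1 h, and those here 26 and 133. None of the alternatives set before the data were examined came within 1.5 times of these: DESeq2 gave 42 and 152, its size factors 23 at 0.5 h and a count below edgeR's at 1 h, no filter 28 and 132, only the libraries compared 42 and 165, and the replicate block 24 and 133.

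Of the 47 TFs that the paper lists as differentially expressed at all time points in YT, 29 were called at all 5. DESeq2 (35), only the libraries compared (37) and the fit without TT 2 h replicate 2 (32) came within 1.5 times the paper's number; DESeq2's size factors (30), no filter (30), the replicate block (29) and the other fits without one library did not. Table S3 as read holds 88 TFs and 78 PKs for TT, where the paper's text gives 89 and 79.

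The eigengene correlations of the paper, in Fig. 4B, cover whole modules and were read by eye, while those here cover 50 hub genes per module. The limit for a difference was the SD of r here between single replicate numbers, or a small fixed amount if larger. It covers neither the error of reading a figure nor the other genes of a module, so small gaps are not shown to be real differences. For the pink module and YT at 0.5 h, the paper's value is about -0.06 in Fig. 4B and the value here −0.023. CPM in place of TPM (−0.044) and the fit without replicate 2 (−0.041) came within this limit of the paper's value, and log2(TPM + 1), at 0.076, did not. For the brown module in TT, the paper's values in Fig. 4B, read by eye, are about -0.28 at 0 h, about -0.32 at 1 h, about -0.33 at 2 h, about -0.32 at 4 h and about -0.22 at 8 h, against −0.308, −0.301, −0.304, −0.301 and −0.287 here. In YT they are about 0.34 at 0 h, about 0.28 at 0.5 h, about 0.41 at 1 h and about 0.21 at 2 h in Fig. 4B, against 0.356, 0.322, 0.338 and 0.247 here. With log2(TPM + 1) the value for TT at 2 h was −0.332, and without replicate 1 that for YT at 0.5 h was 0.308, each within the limit. For the other brown values none of the alternatives set before the data were examined came within the limit.

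The paper has more TT-higher than YT-higher genes under cold that did not differ in CK (Fig. 2C); here YT-higher genes were more numerous, 1363 against 1273, while fits of only the libraries compared gave the paper's order, 813 YT-higher against 1031 TT-higher. In the paper, the counts for CK and for cold alone add up to the totals of Table S2 only with YT-higher and TT-higher exchanged, so which cultivar its counts for cold alone belong to is uncertain. In Fig. 7A the paper's qRT-PCR has more NtCBF2 transcript in YT than in TT at 0.5 h, whereas in the RNA-seq counts YT was lower, with a log2 difference of −2.35. That call was lost in most fits without one library. The paper also has less in YT at 4 h and 8 h. In the RNA-seq counts the YT mean was lower at 4 h and higher at 8 h, each time by less than the SD in YT. The paper holds different batches of plants to be the most likely cause of such inconsistencies.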

Other observations

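In this part, the rule by which a larger spread between replicates was weighed and the comparison of sequenced reads of YT 4 h replicate 3 were chosen only after the result was seen.

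Fewer genes were up-regulated in YT than in TT at 0.5 h (346 against 1217). Depth as the cause is excluded: with all libraries thinned to the lowest total, TT had 1180 and YT 346. With one of the 6 YT libraries left out, the YT count reached at most 358. A fit with fewer libraries also has less power, so this does not exclude one unlike library. YT 0.5 h replicate 3 had a mean chi-squared value per gene of 67.3 against replicate 1 and 53.1 against replicate 2. Between replicates 1 and 2 it was 17.4. A larger spread between YT replicates is excluded as the whole cause, because 2496 genes in TT and 1687 in YT had a log2 fold change above 1 whatever their p, a ratio of 1.48 (1.26 to 1.79 without one library). The limit first set for this ratio was 1.5, which 1.48 did not reach; the rule used instead is that the ratio stays above 1 without any one library. The ratio of called genes was 3.52, so a part of the difference may come from the spread. Its median SD of log2 CPM was 0.304 in YT and 0.202 in TT at 0.5 h. At 0 h the order was the reverse, with 0.205 in YT and 0.251 in TT. Another candidate explanation is that early cold genes are already raised in YT at 0 h: genes called up in TT without one TT 0 h library were higher in YT at 0 h than in that library by a median log2 of 0.382, 0.296 and 0.261, each at the 100 percentile of random lists. These raises are smaller than the gap at 0.5 h between median log2 fold changes of 2.19 in TT and 0.90 in YT. Those medians cover the genes called up in TT, a choice that widens the gap. How much of the difference a raised level at 0 h accounts for was not measured. A difference in the cultivars' response to cold also stays open, as does the time of day, for which no plants were analysed.

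The brown hub TFs and hub genes varied together over all libraries, which fall into separate clusters by cultivar. The difference between the cultivars alone could give it: within TT the median absolute r stood at the 8.11 percentile of random lists. Within YT it stood at the 1.24 percentile, but that value includes ARR-B, which had at most 4 counts in any YT library. Pairs of the other brown TFs were not tested apart, so no conclusion is drawn from YT. For the pink module the median absolute r stood at the 100 percentile within each cultivar. The paper chose the pink genes for their co-expression on libraries of this study, so that rank is not independent evidence.

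The coatomer genes Nitab4.5_0001840g0100 and Nitab4.5_0003674g0060 had YT-to-TT ratios of 0.00911 and 2.22, and the ratio of their sums was 1.09 (18 libraries each; permutation test, p = 0.016), a difference smaller than the SD between libraries. This is consistent with reads of one copy counted on the other, or with one copy standing in place of the other in YT. For another pair, Nitab4.5_0000073g0340 and Nitab4.5_0000319g0200, both ratios were above 1 (4.30 and 3.10) and the sum 3.76, so that pair shows no such exchange. Both further pairs were chosen after their values were seen.

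YT 4 h replicate 3 had 15484160 counts on genes, against 22239372 to 26691552 in the others. Fewer reads sequenced is excluded as the cause, since 29 libraries had fewer clean reads than its 52484255. It mapped 69.3% of its reads (others 62.4 to 66.1%), but 45.3% of its quality-filtered reads were counted on genes (others 69.4 to 80.1%). Its genes had levels like those of its replicates, with an r of up to 0.963, inside the range of the other pairs. Where the uncounted reads lie was not tested.

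For each of the 16 comparisons of 2 groups, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes. With 3 libraries against 3 that share is never below 0.1, so it decides nothing by itself. The sizes differ: the real splits called 372 to 5024 genes, while the other splits called at most 200, for YT against TT at 2 h, and at most 9 in the other comparisons, with a median of 0 or 1. The simulated comparison of unchanged groups called 0.

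In all, 20 genes had 3 counts or fewer in all 18 TT libraries and a mean of 1 CPM or more in YT, and 17 the reverse; 10 and 12 of them had another such gene on the scaffold. On chromosome 17 from 45 to 50 Mb, 17 of 56 tested genes differed in one direction at all 6 time points, and 9 windows of 5 Mb, with 98 such genes, exceeded the 95th percentile of 5 from random reassignment.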
